# Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer

**DOI:** 10.7554/eLife.103321

**Published:** 2025-08-14

**Authors:** Deepak Pant, Parik Kakani, Rushikesh Joshi, Abin Sabu, Shruti Agrawal, Atul Samaiya, Sanjeev Shukla

**Keywords:** Head and neck cancer, histone crotonylation, YEATS2, epigenetics, GCDH, EMT, Human

## Abstract

The regulation of gene expression is an integral cellular process orchestrated by epigenetic marks like histone modifications. Perturbations in the activity or abundance of epigenetic factors can lead to tumorigenesis. Remarkably, several metabolites influence the epigenetic landscape in cells. Here, we investigated the interplay between a highly expressed epigenetic factor, YEATS2, and a metabolic enzyme, GCDH, in regulating epithelial-to-mesenchymal transition in head and neck cancer. We report that the histone reader YEATS2 is responsible for increased invasive potential in head and neck cancer in an SP1-dependent manner. YEATS2 functions by maintaining histone crotonylation, and its abrogation leads to a global decrease in the H3K27cr mark. Mechanistically, we report that YEATS2 maintains high promoter H3K27cr levels by assisting in the recruitment of crotonyltransferase p300 at the promoter of the EMT-promoting gene *SPARC*. Furthermore, we found that the addition of the H3K27cr mark is also dependent on the crotonyl-CoA-producing enzyme GCDH. Overall, we describe a novel mechanism of interplay between epigenetics and metabolism in head and neck tumorigenesis, which results in the enhanced expression of EMT-related genes in a histone crotonylation-dependent manner.

## Introduction

Head and neck cancer (HNC) is an umbrella term associated with a number of cancers of the oral cavity and pharynx. Like other solid tumors of epithelial origin, head and neck cancer involves a multi-step progression towards malignancy, of which transition from an epithelial to a mesenchymal phenotype is a pivotal event (Smith et al., 2013). This epithelial-to-mesenchymal transition (EMT) involves dramatic changes like loss of cell polarity and acquisition of migratory and invasive properties in the tumor cells (Ribatti et al., 2020). Underlying this remarkable external transformation in tumor cells, are equally notable changes in gene expression and signalling pathways. Moreover, widespread alteration in the gene expression program of cancer cells undergoing EMT can be a result of either altered activity or the change in abundance of several epigenetic factors. Tumor-specific epigenomic changes thus allow HNC cells to tweak the expression levels of multiple genes at once, thereby leading to a drastic transformation in phenotype during metastasis. These large-scale changes are due to the rapid and global nature of epigenetic alterations (Sharma et al., 2010).

Similar to epigenetic changes, metabolic rewiring is another important hallmark of cancer cells capable of carrying out vast tumor-promoting changes rapidly. Numerous reports in the past have documented instances of loss-of-function mutations or changes in the gene expression of enzymes involved in key metabolic processes, such as glycolysis or the citric acid cycle, to promote oncogenesis (Zhao et al., 2021). However, the discovery of non-canonical functions of several enzymes and their atypical localization in the nucleus has intrigued cancer researchers of late. Metabolic enzymes are now believed to play a more direct role in influencing oncogene expression via crosstalk with the epigenome. One such phenomenon is the role of metabolites produced as a result of aberrant metabolism in acting as substrates for epigenetic factors. A groundbreaking study in this regard by Wellen et al. reported the nuclear localization of a mitochondria-resident protein ACLY/ACL (adenosine triphosphate–citrate lyase). Nuclear pool of ACLY was found to affect histone acetylation directly by producing acetyl-coenzyme A (CoA) in colon carcinoma cells (Wellen et al., 2009). Moreover, another study reported a direct interaction between α-ketoglutarate dehydrogenase (α-KGDH) and a histone acetyltransferase leading to the production of localized succinyl-CoA in nucleus, which in turn led to histone succinylation and enhanced expression of genes related to tumor cell proliferation (Wang et al., 2017). M2 isoform of pyruvate kinase (PKM2) is another metabolic enzyme known to exhibit a non-canonical function by directly affecting gene transcription. We have recently reported the role of nuclear PKM2-HIF1α-p300 axis in maintaining high levels of H3K9ac marks at the promoter of *PFKFB3*, which thereby leads to its increased expression in hypoxic breast cancer cells (Pandkar et al., 2023). The reports stated herein, along with others (Diehl and Muir, 2020), delineate the role of the nexus between aberrant metabolism and the epigenome in regulating various aspects of tumorigenesis in a wide variety of cancers. However, the significance of this partnership in regulating EMT, which is one of the most vital events in cancer, remains largely unexplored.

In this study, we have made an attempt to dissect the role of a previously unknown link between epigenetic factors and metabolism in promoting EMT in head and neck cancer. To explore tumor-promoting epigenetic factors in HNC, we analyzed large gene expression dataset and narrowed down our search to YEATS2 (YEATS-domain containing protein 2). This gene was found to be overexpressed in HNC, had significant correlation with EMT, and also showed association with poor patient prognosis. YEATS2 is a histone reader protein capable of recognizing epigenetic marks such as histone acetylation and crotonylation (Zhao et al., 2016). Through RNA-seq, it was revealed that silencing of YEATS2 led to a decrease in the expression of multiple EMT-associated genes. Furthermore, the transcription factor SP1 was found to be responsible for YEATS2 expression in HNC. While exploring the relationship of YEATS2 with cancer cell metabolism, we found that YEATS2 is co-expressed with crotonyl-CoA producing GCDH (glutaryl-CoA dehydrogenase) in HNC, and the downregulation of either of these two genes led to a decrease in H3K27cr levels in HNC cells. The H3K27cr mark has been previously reported to activate the transcription of pro-tumorigenic *ETS1* in colorectal cancer (Liao et al., 2023). Corroborating with the previous finding, high H3K27cr level at the promoter region was associated with an increase in the expression of EMT-related *SPARC* gene. We also demonstrated that YEATS2 interacts with the epigenetic writer p300 to recruit it to the *SPARC* promoter, facilitating the deposition of H3K27cr marks. Subsequent investigation revealed that YEATS2 and GCDH worked synergistically in maintaining higher levels of H3K27cr at the promoter of *SPARC*, thereby causing an increase in its expression. Finally, H3K27cr ChIP-seq in YEATS2-abrogated cells uncovered the role of YEATS2 in maintaining global histone crotonylation on the promoter of a large number of genes, many of those genes being associated with EMT. Altogether, we have elucidated a novel link that unifies epigenetic regulation and metabolic rewiring in contributing toward the enhancement of EMT in head and neck cancer.

## Results

### YEATS2 is overexpressed in head and neck cancer

In order to study cancer-associated epigenetic factors, we analysed publicly available The Cancer Genome Atlas (TCGA) mRNA expression dataset. The analysis aimed at obtaining genes coding for epigenetic factors that are overexpressed in HNC, and are also significantly associated to overall patient survival (Figure 1A). The analysis resulted in a list of 10 epigenetic factors that are upregulated in HNC and whose expression levels are associated with poor overall patient survival (Figure 1B, Supplementary file 1). Out of these 10 epigenetic factors, *YEATS2*, *RUVBL1,* and *MRGBP* were not explored rigorously in HNC prior to our study (Santos et al., 2006; Johnson et al., 2016; Xie et al., 2024b; Zhang et al., 2018; Liu et al., 2024; Li et al., 2021; Taniue et al., 2022). The expression of these three epigenetic factors was thus evaluated at mRNA level using reverse-transcription quantitative real-time PCR (RT-qPCR) in pairs of 8 head and neck normal and cancer tissues collected as a part of this study. We found that *YEATS2,* that encodes for a histone reader protein, was the only gene that was significantly upregulated in cancer as compared to normal tissues (Figure 1C-D, Figure 1—figure supplement 1A-B). *YEATS2* was also found to be upregulated in publicly available HNC microarray datasets GSE30784 and GSE9844 (Figure 1E–F). The association of YEATS2 with EMT was then established by a significant positive correlation observed between its expression and the expression of genes included in an EMT gene signature in TCGA data (Figure 1—figure supplement 1C). Moreover, the expression of *YEATS2* was upregulated in higher tumor grades (grades 2–4) as compared to grade 1 tumors (Figure 1—figure supplement 1D). Additionally, on performing gene set enrichment analysis (GSEA) using TCGA data, we found that *YEATS2 *expression is significantly correlated with the expression of metastasis-associated genes (Figure 1—figure supplement 1E). On further investigation using immunoblotting, we found that the expression of YEATS2 protein was increased in a set of 23 head and neck cancer vs. matched normal tissues (Figure 1G, Figure 1—figure supplement 1F).

**Figure 1.**
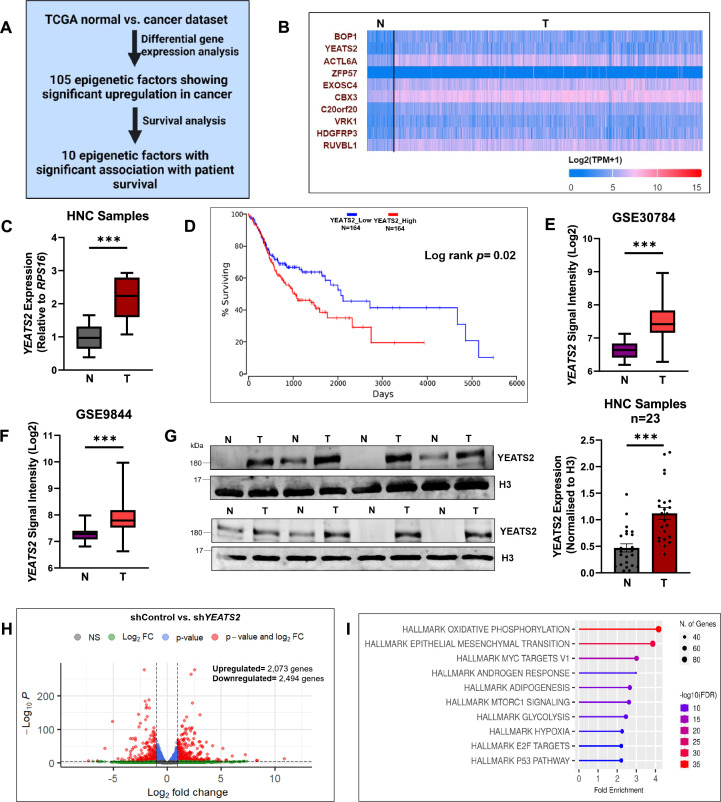
YEATS2 is upregulated in head and neck cancer. (**A**) Computational strategy used to find epigenetic factors with poor patient prognosis overexpressed in head and neck cancer (HNC). (**B**) Heatmap depicting the TCGA mRNA expression of top 10 epigenetic factors shortlisted using strategy mentioned in (**A**). (**C**) RT-qPCR result showing mRNA expression of *YEATS2* in HNC samples (n=8). (**D**) Kaplan-Meier curve of *YEATS2* showing association with overall head and neck cancer patient survival. (**E–F**) Gene expression profile of *YEATS2* in publicly available HNC microarray datasets, GSE30784 (**E**) and GSE9844 (**F**). (**G**) Immunoblot showing protein levels of YEATS2 (quantification on right) in nuclear protein lysates extracted from HNC tissues (n=23). (**H**) Volcano plot of differentially expressed genes in RNA-seq analysis of shControl vs. sh*YEATS2* in BICR10 cells. (**I**) Results of overrepresentation analysis of genes significantly downregulated in shControl vs. sh*YEATS2* RNA-seq data. Error bars, min to max, mean ± SEM for (**G**); two-tailed t-test, ∗∗∗p<0.001, N-Normal, T-Tumor. Figure 1—source data 1.PDF file containing original western blots for Figure 1G, indicating the relevant bands. Figure 1—source data 2.Original files for western blot displayed in Figure 1G. Figure 1—source data 3.Raw data file for Figure 1C and E–G.

**Figure 1—figure supplement 1.**
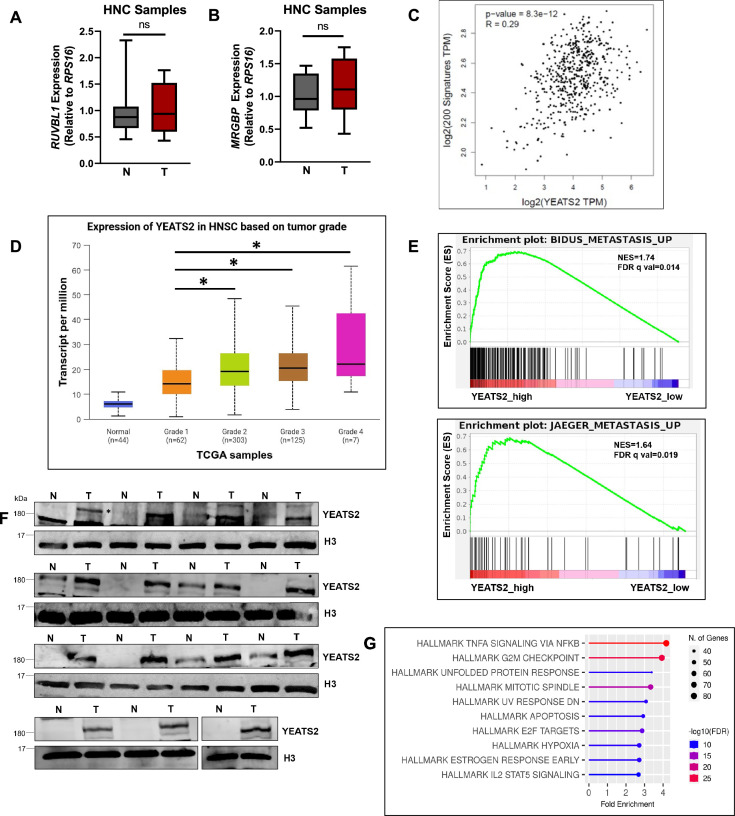
YEATS2 is upregulated in head and neck cancer. (**A–B**) RT-qPCR result showing mRNA expression of (**A**) *RUVBL1* and (**B**) *MRGBP* in head and neck cancer (HNC) samples. (**C**) Scatter plot showing positive correlation of *YEATS2* expression with the expression of genes included in the hallmark EPITHELIAL_MESENCHYMAL_TRANSITION gene signature, in HNC TCGA data. (**D**) Expression of *YEATS2* in different grades of TCGA HNC samples, showing a significant increase in expression from grade 1 to subsequent grades. (**E**) Gene set enrichment analysis (GSEA) plot showing significant enrichment of metastasis-associated gene sets in TCGA samples stratified as YEATS2_high as compared to YEATS2_low samples. (**F**) Immunoblot showing protein levels of YEATS2 in nuclear lysates extracted from HNC samples (YEATS2 band indicated by *). (**G**) Results of overrepresentation analysis of genes significantly upregulated in shControl vs. sh*YEATS2* RNA-seq data. Error bars, min to max; two-tailed t-test, ns- non-significant, ∗p<0.05, N-Normal, T-Tumor. Figure 1—figure supplement 1—source data 1.PDF file containing original western blots for Figure 1—figure supplement 1F, indicating the relevant bands. Figure 1—figure supplement 1—source data 2.Original files for western blot displayed in Figure 1—figure supplement 1F. Figure 1—figure supplement 1—source data 3.Raw data file for Figure 1—figure supplement 1A–B.

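The RNA-seq data came from BICR10, a human head and neck cancer cell line, in which a hairpin against YEATS2 (shYEATS2) or a control hairpin (shControl) was expressed, with selection by 1 μg/mL puromycin for 3 days. Each condition had 2 libraries, made from TRIzol-extracted RNA with a stranded mRNA kit and sequenced as pairs of 150 bp reads. The authors aligned the reads to GRCh38 with STAR, counted the read pairs on each gene with HTSeq, and deposited these counts without normalization. The paper gives the version of HTSeq in its key resources table, and its text does not give those of STAR and DESeq2, the annotation release or the strand setting of the counting. It lists a pair of YEATS2 hairpins, and neither the paper nor the labels of the libraries say which of them each shYEATS2 library carried. The total of counts on genes was 47297970 and 39824898 in the shControl libraries and 24072396 and 11334133 in the shYEATS2 libraries, so both shYEATS2 libraries were sequenced less deeply and depth cannot be separated from the knockdown by design. Reads outside genes made up between 7.64% and 8.57% of the tallied read pairs, and the ranges of the conditions overlapped. From the counts, libraries were scaled by edgeR's TMM method, and the 17058 genes with enough counts for a test were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so each adjusted p given for a gene relies on the variance that edgeR shares across genes. The correlation of log2 CPM, the normalized counts scaled to a common library size, across genes was 0.994 between the shControl libraries, 0.989 between the shYEATS2 libraries and at most 0.972 between libraries of different conditions. Genes are not independent replicates, and these correlations carry no test.
YEATS2 (ENSG00000163872) lies on the plus strand of chromosome 3 of GRCh38 from 183697797 to 183812624. Of the hairpins in the paper's Table 1, shYEATS2_1 targets the 21 bases CCAGTCAGAAATCTGTTCTAT at 183811777 to 183811797, in the 3′ UTR within exon 31, the last exon. The target of shYEATS2_2, CGTCAGAGTTCAAGTTCATTT, lies at 183736763 to 183736783 in the coding part of exon 8. The level of YEATS2 mRNA was 66.4 ± 0.407 CPM (SD, n = 2) in shControl and 29.2 ± 0.104 CPM (SD, n = 2) in shYEATS2. By the fitted fold change, 44.0% of the control level remained. The log2 fold change was −1.19 with a standard error of 0.08 and an adjusted p of 3.6e-21 from edgeR's quasi-likelihood test. Scaling by library totals alone moved it most, to −1.05.

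**Figure D1:**
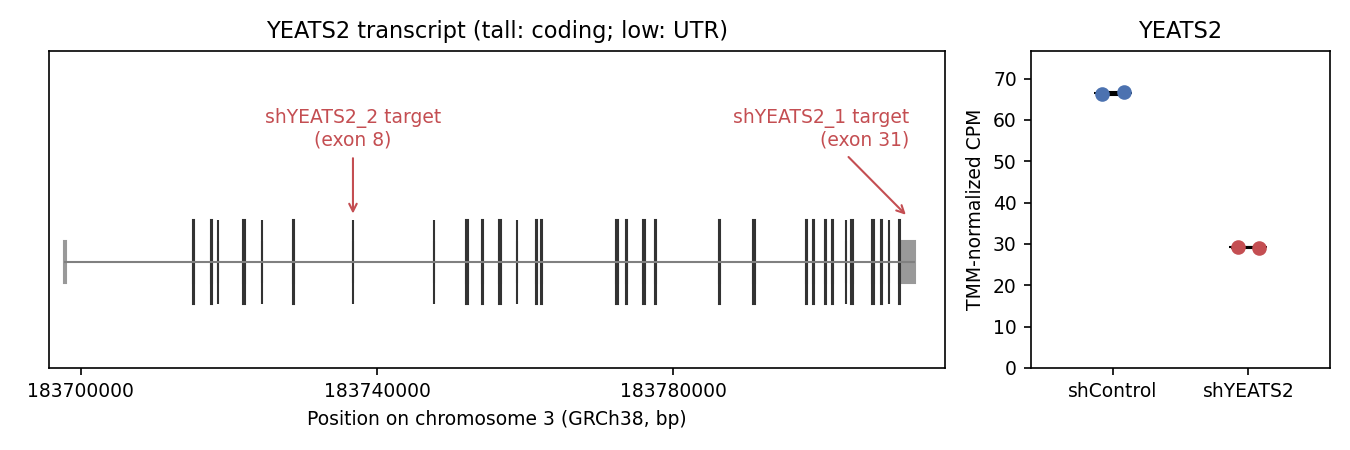
Left, the YEATS2 transcript along chromosome 3 in bp, with coding exons as tall bars, untranslated parts as low bars, and arrows at both hairpin targets, in exon 8 and exon 31. Right, TMM-normalized CPM of YEATS2 in each library (points), with the mean and SD of each condition (lines). Both shYEATS2 libraries lie near 29 CPM and both shControl libraries near 66 CPM.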

In order to study the role of YEATS2 in the progression of HNC, we performed RNA-seq in YEATS2-silenced BICR10 cells. 

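With an adjusted p under 0.05 from edgeR's quasi-likelihood test, 4019 of the tested genes were lower and 3857 were higher in shYEATS2 than in shControl, together 46.2% of the tested genes. Many of these differences were small. The median size of the log2 fold change among the called genes was 0.49, and 50.8% of them changed by less than 0.5 on the log2 scale. A change of at least 2-fold besides the adjusted p left 631 lower and 1022 higher genes. With DESeq2 in place of edgeR, 2846 genes were lower and 2393 were higher, and no gene was called in opposite directions by the pair of tools. The 2652 genes called by edgeR and not by DESeq2 had a median change of 0.42 on the log2 scale. In simulated data with 200 changed genes, made from the same libraries, 10.8% of edgeR's calls and 2.56% of DESeq2's were false, while edgeR recovered 71.5% of the changed genes and DESeq2 63.5%. With 40% of the genes changed, closer to the share called here, 3.06% of edgeR's calls and 0.637% of DESeq2's were false. In both simulations each changed gene changed by at least 1.5-fold, more than many of the genes called here. These shares therefore do not describe calls with smaller changes. The scaling also set the balance between the directions. With library totals alone, 2567 genes were lower and 5441 higher, as this scaling moved the median log2 fold change of all tested genes from −0.01 to 0.13.
Among called genes with a mean of at least 10 CPM and both shYEATS2 libraries on the same side of both shControl libraries, the largest falls were those of TMEM119, KRT6A, CYP4F22, SULF2 and CDH11. TMEM119 (ENSG00000183160) fell from 20.6 ± 0.166 to 0.390 ± 0.049 CPM (SD, n = 2 each), a log2 fold change of −5.75 with a standard error of 0.21. KRT6A had a log2 fold change of −5.09, and its reads can be shared with the closely related KRT6B and KRT6C. CYP4F22, SULF2 and CDH11 had log2 fold changes of −3.38, −3.27 and −3.19. Under the same conditions the largest rises were those of MAGEC2, ADM2, CHAC1, STC2 and TENM1. MAGEC2 rose from 7.41 ± 0.407 to 61.1 ± 3.30 CPM (SD, n = 2 each), a log2 fold change of 3.05 with a standard error of 0.09. ADM2, CHAC1, STC2 and TENM1 had log2 fold changes of 3.03, 2.97, 2.54 and 2.54.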

The shRNA-mediated silencing of YEATS2 led to the downregulation of 2494 genes, whereas 2073 genes were found to be upregulated (Figure 1H, Supplementary file 2). Overrepresentation analysis revealed that hallmark gene sets from MSigDb (Molecular Signature Database) like OXIDATIVE PHOSPHORYLATION and EPITHELIAL MESENCHYMAL TRANSITION were some of the top pathways enriched among the downregulated genes (Figure 1I). On the other hand, pathways like TNFA SIGNALING VIA NFKB and G2M CHECKPOINT were enriched among the upregulated genes (Figure 1—figure supplement 1G). This set of results hint towards the role of YEATS2 in being one of the essential epigenetic factors responsible for HNC tumorigenesis, mediated via global control of EMT genes’ expression.

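The hallmark gene sets were not available, so lists of genes written by hand stood in for them, and their members differ from those of the MSigDB sets. Of the 78 genes in the list of nuclear-encoded subunits of oxidative phosphorylation, 61 were lower and 1 was higher at an adjusted p under 0.05 over all tested genes, and 63 and 1 when adjusted over the list alone. Their median log2 fold change was −0.42. Over the pairs of one shControl and one shYEATS2 library this median ranged from −0.52 to −0.29. NDUFS3 fell most, with a log2 fold change of −0.95 and a standard error of 0.08, followed by COX6B1 with −0.88 and COX5B with −0.82. As a set, the list was lower than the other tested genes with an adjusted p of 3.6e-18 over the 23 lists tested by camera, which takes a preset correlation of 0.01 between genes, and with an adjusted p of 0.049 by fry. With camera's correlation estimated from the libraries, none of the 23 lists passed an adjusted p of 0.05, 4 had an unadjusted p under 0.05, and the smallest adjusted p was 0.152. With the preset correlation 13 lists passed, and 12 of these passed with fry too. The 13 genes encoded on the mitochondrial genome had a median log2 fold change of −0.30, with 6 lower and 0 higher. Their adjusted p was 8.7e-07 by camera and 0.140 by fry. Single libraries moved this median, which was −0.19 without shControl replicate 1 and −0.46 without shYEATS2 replicate 2, and ranged from −0.48 to −0.05 over the pairs of libraries.
In the list of EMT and matrix genes, 84 were tested, of which 46 were lower and 19 were higher, and 48 and 20 when adjusted over the list alone. The median log2 fold change was −0.28, with an adjusted p of 6.5e-07 by camera and 0.015 by fry. The median was −0.15 with library totals alone. After CDH11, the largest falls at a mean of at least 10 CPM were in CXCL12, with a log2 fold change of −2.93, and in COL3A1, with −2.14. COL3A1 was the more abundant, at 1035 ± 11.6 CPM in shControl and 235 ± 10.2 CPM in shYEATS2 (SD, n = 2 each). Members also rose, among them CCN2, with a log2 fold change of 2.36, and COL6A3, with 2.47, both chosen after their values were seen. A separate list of 6 EMT transcription factors did not move as a set (median log2 fold change −0.07, adjusted p = 0.482 by camera), and its median turned to 0.07 with library totals alone. Of these, TWIST1 fell by 0.83 on the log2 scale with a standard error of 0.06.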

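Of the 73 tested genes in a list of NF-κB targets written by hand, 47 were higher and 2 were lower in shYEATS2, and 48 and 3 when adjusted over the list alone. The median log2 fold change was 0.37, with an adjusted p of 1.4e-15 by camera and 0.015 by fry. The largest rises at a mean of at least 10 CPM were those of ATF3, MAFF and GADD45A, with log2 fold changes of 2.48, 2.23 and 2.20. GADD45A went from 79.1 ± 1.57 CPM in shControl to 364 ± 5.40 CPM in shYEATS2 (SD, n = 2 each). ATF3 was also a member of the list of amino-acid response genes controlled by ATF4, and GADD45A of the list of p53 targets. In the list of genes of mitosis and the G2/M transition, 38 of 59 tested genes were higher and 6 were lower, and 41 and 7 when adjusted over the list alone. Their median log2 fold change was 0.30, with an adjusted p of 8.0e-10 by camera and 0.015 by fry. CENPA, AURKA and NEK2 rose most, with log2 fold changes of 0.99, 0.88 and 0.88. Genes of DNA replication went the other way, with a median log2 fold change of −0.34 over 50 genes, of which 37 were lower and 4 were higher.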

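Across the 4 lists that stand for the pathways named in the paper, the oxidative phosphorylation genes moved most evenly, with quartiles of the log2 fold change at −0.57 and −0.25. The distance between the quartiles was 0.32 for these genes, 0.46 for mitosis and G2/M, 1.05 for EMT and matrix and 1.14 for the NF-κB targets, the widest of the 4. Both shYEATS2 libraries lay below both shControl libraries for 52 of the 84 EMT and matrix genes and above both for 23. From its RNA-seq results as a set, the paper proposes that YEATS2 could have a role in the tumorigenesis of head and neck cancer through a broad control of EMT genes.

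**Figure D2:**
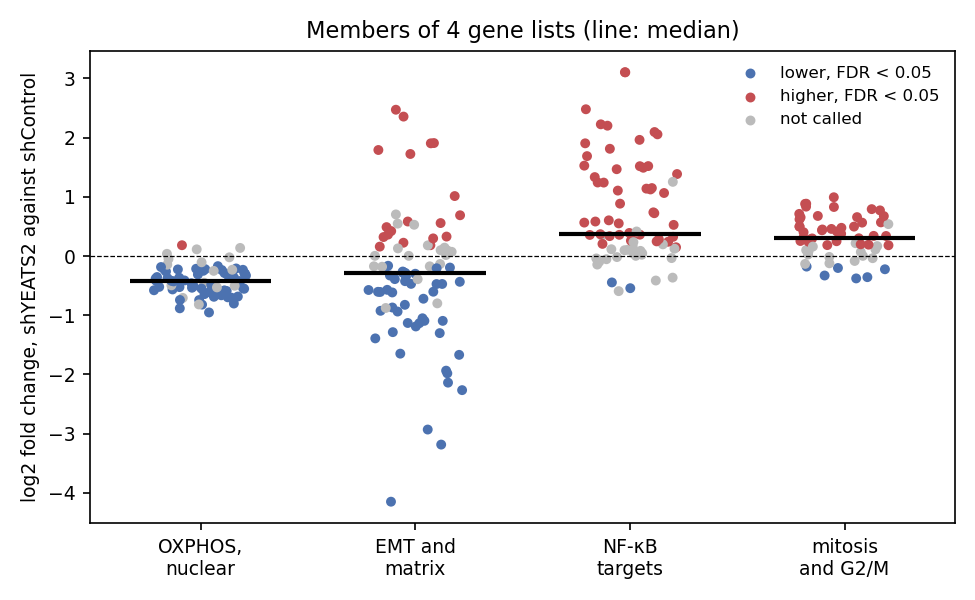
Log2 fold change between shYEATS2 and shControl for each tested member of 4 gene lists, with the median of each list as a line and the colour showing the call at an adjusted p of 0.05. The oxidative phosphorylation genes gather around −0.42, the EMT and matrix genes spread on both sides of their median of −0.28, and the NF-κB targets and the genes of mitosis lie mostly above 0.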

### YEATS2 is associated with increased invasion in head and neck cancer cells

Since YEATS2 was found to influence the expression of EMT-related genes globally in our RNA-seq data, we examined the expression of EMT markers in shControl vs. sh*YEATS2* BICR10 and SCC9 cells using immunoblotting and found that Twist1, N-cadherin, and Vimentin showed a decrease upon YEATS2 knockdown (Figure 2A, Figure 2—figure supplement 1A). Also, the number of invading cells significantly reduced in Matrigel invasion assay on YEATS2 downregulation, indicating that YEATS2 could be playing a role in the maintenance of EMT phenotype in HNC cells (Figure 2B, Figure 2—figure supplement 1B). Conversely, the expression of Twist1 was increased and there was significant upregulation in invasive capacity of cells when BICR10 and SCC9 cells were transfected with YEATS2-overexpression construct (Figure 2C, Figure 2—figure supplement 1C–D). Wound healing assay was performed to assess the cell migration property of HNC cells and it was found that YEATS2-silenced cells migrated slower than control cells (Figure 2D, Figure 2—figure supplement 1E). On the other hand, overexpressing YEATS2 in BICR10 and SCC9 cells resulted in faster wound healing as compared to control cells (Figure 2E, Figure 2—figure supplement 1F). A 3D invasion assay was also performed to check the ability of tumor spheres to invade a collagen matrix in YEATS2-knockdown and -overexpressed conditions. It was observed that a reduced number of cells invaded the collagen matrix when YEATS2 was downregulated. The opposite pattern was observed in both the cell lines when YEATS2 was overexpressed (Figure 2F–G, Figure 2—figure supplement 1G–H). All of the above observations led us to the conclusion that YEATS2 is one of the important epigenetic factors responsible for conferring head and neck cancer cells with invasive properties.

**Figure 2.**
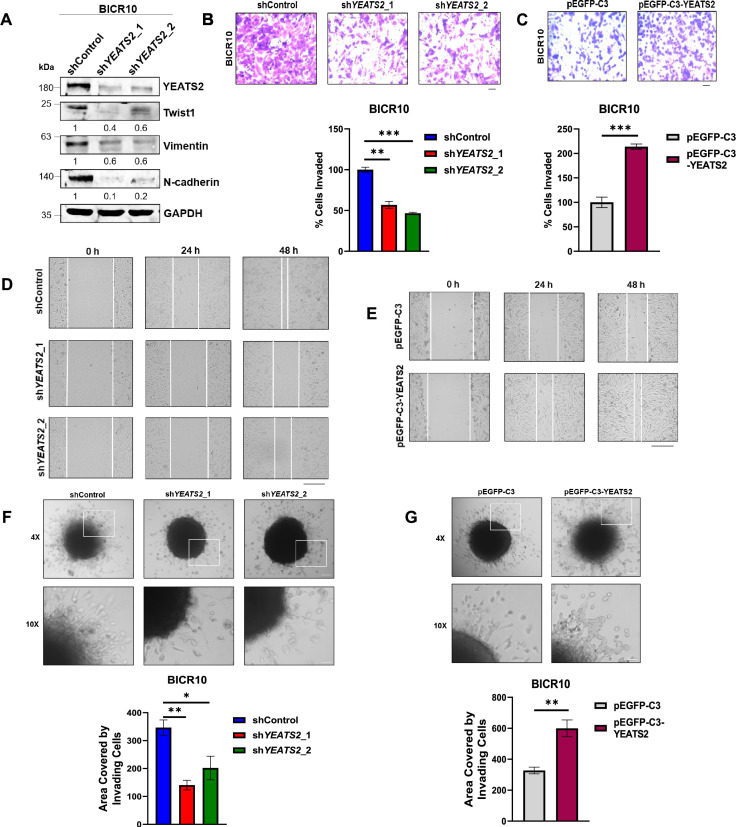
YEATS2 drives epithelial-to-mesenchymal transition (EMT) in head and neck cancer cells. (**A**) Immunoblot showing the expression levels of various EMT factors upon YEATS2 knockdown in BICR10. (**B–C**) Results of invasion assay with quantification (below), after knockdown (**B**) or overexpression (**C**) of YEATS2 in BICR10 (Scale bar, 200 μm). (**D–E**) Wound healing assay performed after knockdown (**D**) or overexpression (**E**) of YEATS2 in BICR10 (Scale bar, 275 μm). (**F–G**) Results of 3D invasion assay showing change in invasive potential of BICR10 cells in collagen matrix after silencing (**F**) or overexpression (**G**) of YEATS2 (quantification shown below). (Scale bar: ×4 , 200 μm; ×10 , 50 μm) Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates. Figure 2—source data 1.PDF file containing original western blots for Figure 2A, indicating the relevant bands. Figure 2—source data 2.Original files for western blot displayed in Figure 2A. Figure 2—source data 3.Raw data file for Figure 2B–C , and F–G.

**Figure 2—figure supplement 1.**
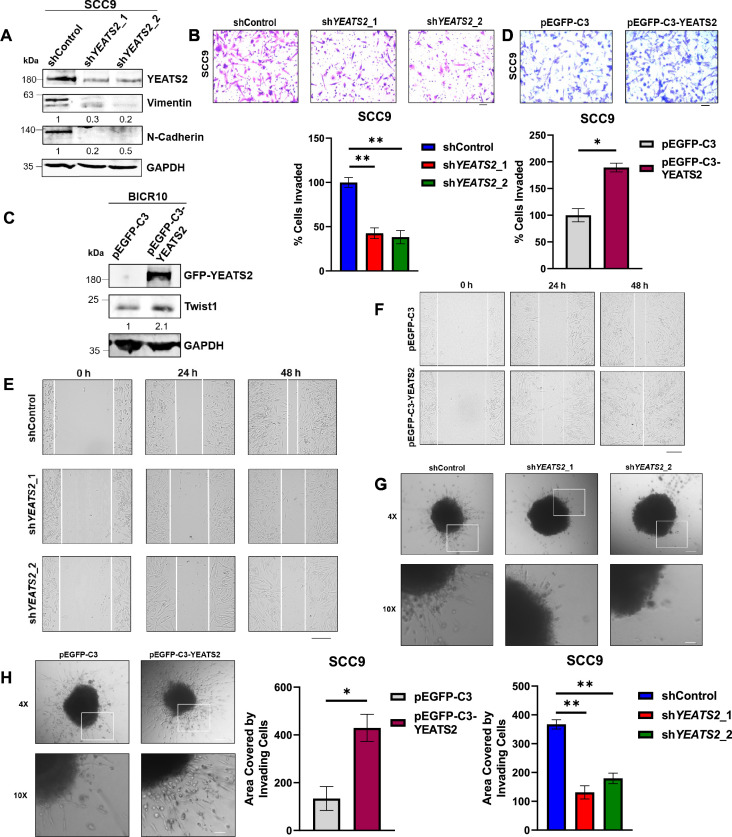
YEATS2 drives epithelial-to-mesenchymal transition (EMT) in head and neck cancer cells. (**A**) Immunoblot showing the expression levels of various EMT factors upon YEATS2 knockdown in SCC9. (**B and D**) Results of invasion assay after knockdown (**B**) or overexpression (**D**) of YEATS2 in SCC9 (Scale bar, 200 μm). (**C**) Immunoblot showing the expression level of Twist1 upon YEATS2 overexpression in SCC9. (**E–F**) Wound healing assay results performed after knockdown (**E**) or overexpression (**F**) of YEATS2 in SCC9 (Scale bar, 275 μm). (**G–H**) Results of 3D invasion assay showing change in invasive potential of SCC9 cells in collagen matrix after silencing (G, quantification below) or overexpression (H, quantification on right) of YEATS2. (Scale bar: ×4 , 200 μm; ×10 , 50 μm) Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, n=3 biological replicates. Figure 2—figure supplement 1—source data 1.PDF file containing original western blots for Figure 2—figure supplement 1A and C, indicating the relevant bands. Figure 2—figure supplement 1—source data 2.Original files for western blot displayed in Figure 2—figure supplement 1A and C. Figure 2—figure supplement 1—source data 3.Raw data file for Figure 2—figure supplement 1B, D and G-H.

### SP1 regulates the expression of YEATS2 in head and neck cancer

In order to investigate the molecular mechanism behind the upregulated expression of YEATS2 in HNC, *YEATS2*-promoter fragments of variable lengths were cloned upstream of firefly luciferase reporter gene in the pGL3-Basic vector. Luciferase assay was performed in two different HNC cell lines, BICR10 and SCC9. A significant decrease in the luciferase activity was observed for shorter promoter-deletion construct (Luc-311) compared to the full-length construct (Luc-508) (Figure 3A, Figure 3—figure supplement 1A). Transcription factor binding-site analysis was then performed with the sequence unique to Luc-508, the region potentially responsible for transcriptional regulation of *YEATS2*. This analysis revealed the presence of multiple consensus binding sites of SP1 and KLF5 transcription factors. Expression profiles of these transcription factors in the TCGA mRNA expression dataset for HNC showed that unlike *KLF5*, *SP1* was significantly upregulated in tumor vs. normal patient data (Figure 3—figure supplement 1B–C). Furthermore, shRNA-mediated silencing of SP1 led to decreased expression of YEATS2 in the HNC cell lines (Figure 3B–C, Figure 3—figure supplement 1D–E). Furthermore, on performing SP1-ChIP assay, we found significant enrichment of SP1 on *YEATS2* promoter when compared with control IP in both the cell lines (Figure 3D, Figure 3—figure supplement 1F). Next, we also performed luciferase assay using Luc-508 construct in SP1-knockdown condition, and found a decreased luciferase activity as compared to control (Figure 3E). To further validate the direct involvement of SP1 in the transcriptional regulation of *YEATS2*, 3 of the 4 SP1 consensus binding sites in the full-length YEATS2 Luc-508 were mutated using site-directed mutagenesis. After performing luciferase assay, nearly 50% decrease in luciferase activity was observed for the mutant promoter construct, compared to its wild-type counterpart (Figure 3F, Figure 3—figure supplement 1G). We then checked the status of invasion in sh*SP1* cells and found that the EMT-marker Twist1 was reduced in these cells. However, the ectopic expression of YEATS2 in sh*SP1* cells was able to rescue Twist1 expression partially (Figure 3G). We then performed an invasion assay to check the effect of YEATS2 overexpression in the background of SP1-knockdown, and found that there was a decrease in invasion in sh*SP1* cells, which was rescued by overexpression of YEATS2 (Figure 3H, Figure 3—figure supplement 1H). These results indicate that SP1 is directly responsible for YEATS2 upregulation in HNC.

**Figure 3.**
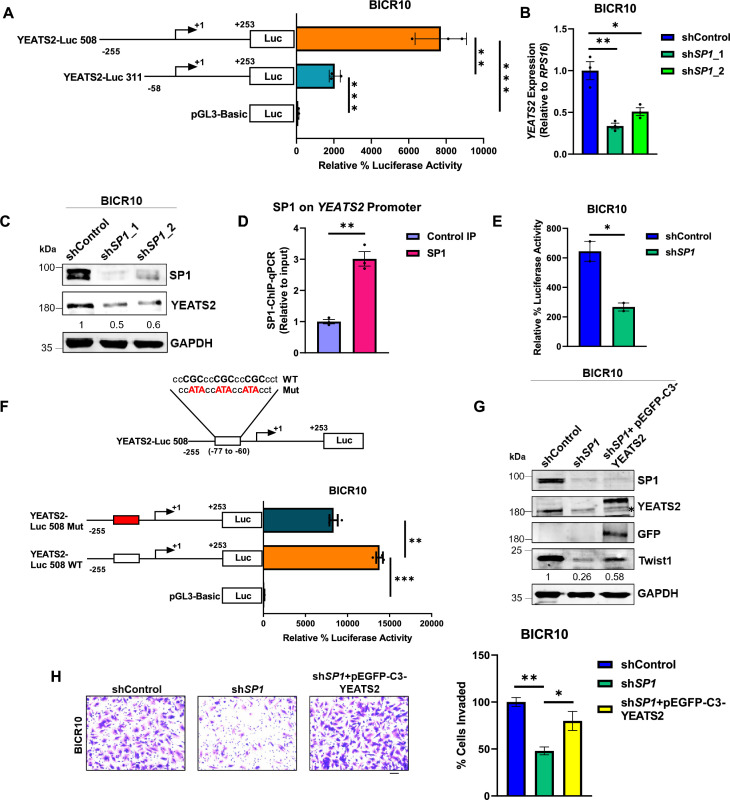
Regulation of epithelial-to-mesenchymal transition (EMT) by YEATS2 is SP1-dependent in head and neck cancer (HNC). (**A**) Luciferase assay results showing the difference in relative luciferase activity of the two *YEATS2* promoter deletion constructs in BICR10. (**B**) Plot showing decrease in mRNA expression of *YEATS2* on SP1-knockdown in BICR10 cells. (**C**) Immunoblot showing the reduced expression level of YEATS2 upon SP1-knockdown in BICR10. (**D**) Plot depicting SP1 binding on *YEATS2* promoter in SP1-ChIP-qPCR assay in BICR10. (**E**) Plot showing difference in relative luciferase activity of YEATS2 Luc-508 in shControl vs. sh*SP1* BICR10 cells (n=2). (**F**) Schematic showing mutation of SP1-binding site sequence in YEATS2 Luc-508 construct (above), and relative luciferase activity of wild-type (WT) vs. mutant (Mut) YEATS2 Luc-508 in BICR10 (below). (**G**) Immunoblot depicting the decreased Twist1 levels on SP1 knockdown and its subsequent rescue of expression upon YEATS2 overexpression in BICR10 (* indicates endogenous YEATS2 band). (**H**) Invasion assay images (with quantification on right) showing decrease and rescue of the percentage of invaded cells in sh*SP1* BICR10 cells, and sh*SP1* cells with YEATS2 overexpression, respectively (Scale bar, 200 μm). Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates. Figure 3—source data 1.PDF file containing original western blots for Figure 3C and G, indicating the relevant bands. Figure 3—source data 2.Original files for western blot displayed in Figure 3C and G. Figure 3—source data 3.Raw data file for Figure 3A–B, D–F , and H.

**Figure 3—figure supplement 1.**
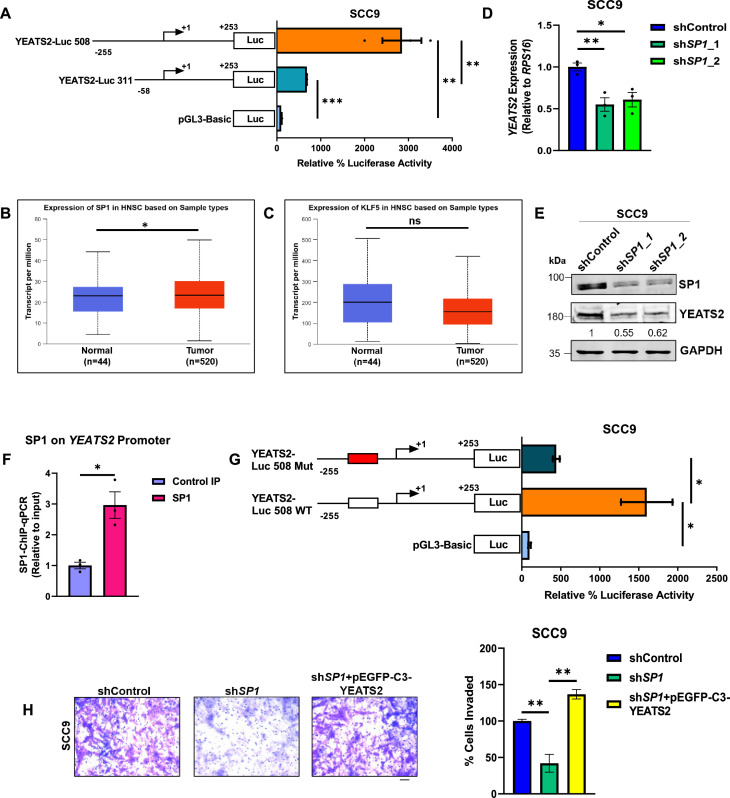
Regulation of epithelial-to-mesenchymal transition (EMT) by YEATS2 is SP1-dependent in head and neck cancer (HNC). (**A**) Luciferase assay results showing the difference in relative luciferase activity of the two *YEATS2* promoter deletion constructs in SCC9. (**B–C**) Expression levels of *SP1* (**B**) and *KLF5* (**C**) in TCGA HNC gene expression dataset. (**D**) Plot showing decrease in mRNA expression of *YEATS2* on SP1-knockdown in SCC9 cells. (**E**) Immunoblot showing the reduced expression level of YEATS2 upon SP1-knockdown in SCC9. (**F**) Plot depicting SP1 binding on *YEATS2* promoter in SP1-ChIP-qPCR assay in SCC9 cells. (**G**) Relative luciferase activity of wild-type (WT) vs. mutant (Mut) YEATS2 Luc-508 in SCC9 (n=2). (**H**) Invasion assay images (with quantification on right) showing decrease and rescue of the percentage of invaded cells in sh*SP1* SCC9 cells, and sh*SP1* cells with YEATS2 overexpression, respectively. Scale bar, 200 μm. Error bars, mean ± SEM; two-tailed t-test, one-way ANOVA for (**G**), ns- non-significant, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates. Figure 3—figure supplement 1—source data 1.PDF file containing original western blots for Figure 3—figure supplement 1E, indicating the relevant bands. Figure 3—figure supplement 1—source data 2.Original files for western blot displayed in Figure 3—figure supplement 1E. Figure 3—figure supplement 1—source data 3.Raw data file for Figure 3—figure supplement 1A, D and F-H.

### YEATS2 and GCDH regulate histone crotonylation in HNC

After establishing the role of YEATS2 as one of the important epigenetic factors involved in maintaining EMT-phenotype in HNC cells, we wanted to delve into the mechanism of YEATS2-mediated regulation of gene expression. Being a histone reader with a varying magnitude of affinity for multiple histone modifications, the function of YEATS2 could be potentially influenced by the metabolic state of the cell since metabolic intermediates can act as substrates for histone modifying proteins. Therefore, in order to explore the influence of cellular metabolism on the dynamics of histone modifications maintained by YEATS2, we wanted to look into the metabolic enzymes that are co-expressed with YEATS2 in HNC. For this, we performed gene set enrichment analysis (GSEA) with a comprehensive list of essential metabolic pathways (Su et al., 2020) and found out that KEGG LYSINE DEGRADATION was the top-most pathway associated with high *YEATS2* expression in TCGA samples (Figure 4A, Supplementary file 3). The saccharopine pathway (canonical pathway for lysine degradation) results in conversion of lysine to 2 molecules of acetyl-CoA, with several intermediates including crotonyl-CoA (Figure 4B; Leandro and Houten, 2020). Since it is known that YEATS2 has a higher affinity for binding crotonyl groups on histone (specifically on H3K27 residue) than other histone substrates (Zhao et al., 2016), we hypothesized that the crotonyl-CoA producing enzyme glutaryl CoA dehydrogenase (GCDH), which is a part of lysine degradation pathway, would have increased expression in HNC. We found that *GCDH* was upregulated and had an inverse pattern of expression with the downstream enzyme *ECHS1 (*Enoyl Coenzyme A hydratase, short chain 1*)* in TCGA cancer vs. normal tissue dataset (Figure 4—figure supplement 1A–B). Furthermore, we found that the mRNA expression of *GCDH* was significantly upregulated in head and neck cancer samples relative to their matched normal tissues (Figure 4C). Moreover, correlation analysis performed between the expression levels of *GCDH* and *YEATS2* in TCGA data showed significant Spearman correlation coefficient value of 0.32 (Figure 4—figure supplement 1C). We then proceeded to check the levels of histone crotonylation (H3K27cr) in a set of nuclear protein lysates obtained from HNC tissues and found that the abundance of this histone mark was higher in tumor as compared to normal (Figure 4D, Figure 4—figure supplement 1D). Additionally, we performed IHC to evaluate the levels of ECHS1, GCDH, YEATS2, H3K27cr, and Twist1 in HNC tumor and their matched normal tissue sections. ECHS1 expression was notably reduced in tumor tissues, whereas GCDH, YEATS2, H3K27cr, and Twist1 exhibited increased staining intensity in tumor sections compared to the adjacent normal tissues (Figure 4E–F, Figure 4—figure supplement 2). These findings indicate that the presence of YEATS2 and GCDH is possibly leading to an increase in the EMT phenotype (indicated by higher Twist1 expression) in cancer cells by promoting histone crotonylation. Furthermore, our observations suggest that an elevated GCDH/ECHS1 ratio in HNC tissues may be associated with increased levels of histone crotonylation. Since mitochondrial fraction of GCDH cannot influence histone crotonylation directly, we checked its subcellular localization in HNC tissues. Using immunohistochemistry, we detected the presence of nuclear GCDH in HNC tissues and observed that the regions that stained strongly for nuclear GCDH, also showed abundance in H3K27cr (Figure 4—figure supplement 3). Conversely, the weakly stained regions for nuclear GCDH were less abundant in H3K27cr levels. This established an association between the presence of H3K27cr marks and the expression of GCDH in HNC. Further, on checking the levels of H3K27cr on YEATS2- and GCDH-knockdown using immunoblotting and immunofluorescence, we found that the cells silenced for either of the two genes caused a decrease in H3K27cr levels (Figure 4G–J, Figure 4—figure supplement 4A–B). On the other hand, an increase in H3K27cr signal was observed when YEATS2 was overexpressed ectopically in BICR10 cells (Figure 4—figure supplement 4C). These findings indicate a coordinated regulation of histone crotonylation in HNC cells by the epigenetic factor YEATS2 and the metabolic enzyme GCDH.

**Figure 4.**
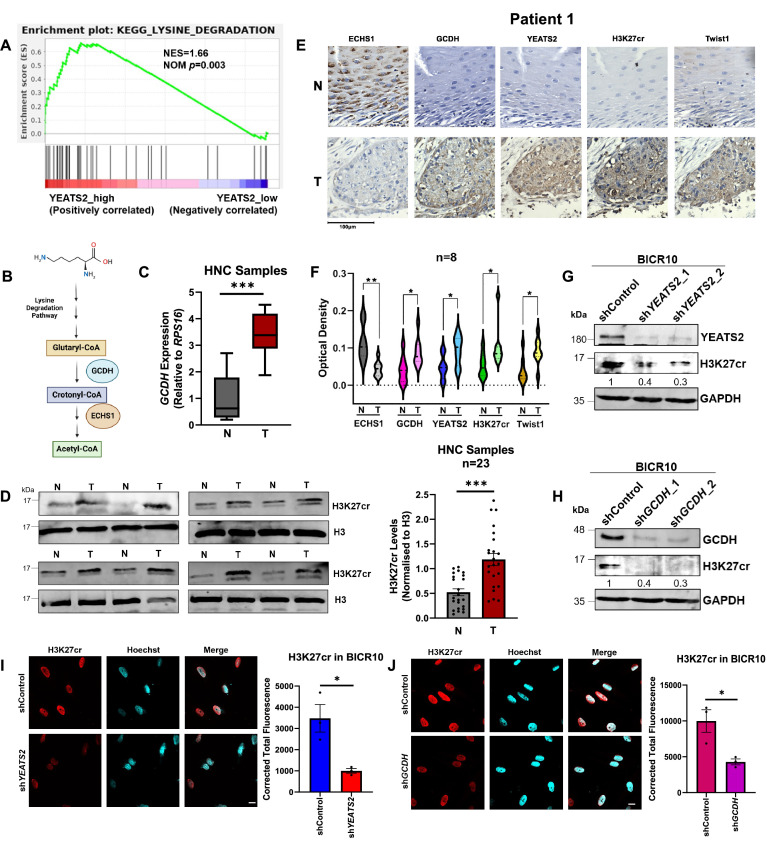
YEATS2 and glutaryl-CoA dehydrogenase (GCDH) regulate histone crotonylation in head and neck cancer (HNC). (**A**) Gene set enrichment analysis (GSEA) plot showing enrichment of KEGG LYSINE_DEGRADATION_PATHWAY in TCGA samples stratified as YEATS2_high as compared to YEATS2_low samples (NES- net enrichment score, NOM p- nominal p-value). (**B**) Schematic depicting the canonical lysine degradation pathway highlighting the step that leads to crotonyl-CoA production via GCDH. (**C**) RT-qPCR result showing enhanced mRNA expression of *GCDH* in tumor vs. normal samples (n=8). (**D**) Immunoblot showing enhanced levels of H3K27cr (quantification on right) in nuclear lysates extracted from HNC tumor vs. normal samples (n=23). (**E**) Representative IHC images showing the levels of ECHS1, GCDH, YEATS2, H3K27cr, and Twist1 in HNC normal vs. tumor tissue samples (n=8) (Scale bar, 100 μm). (**F**) Quantification of IHC experiment performed in (**E**). (**G–H**) Immunoblot depicting the decrease in H3K27cr levels on (**G**) YEATS2- and (**H**) GCDH-knockdown in BICR10 cells. (**I–J**) Immunofluorescence images depicting the decrease in H3K27cr levels on (**I**) YEATS2- and (**J**) GCDH-knockdown in BICR10 cells (Scale bar, 10 μm). Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001. n=3 biological replicates. N- normal, T- tumor. Figure 4—source data 1.PDF file containing original western blots for Figure 4D and G–H, indicating the relevant bands. Figure 4—source data 2.Original files for western blot displayed in Figure 4D and G–H. Figure 4—source data 3.Raw data file for Figure 4C–D, F and I–J.

**Figure 4—figure supplement 1.**
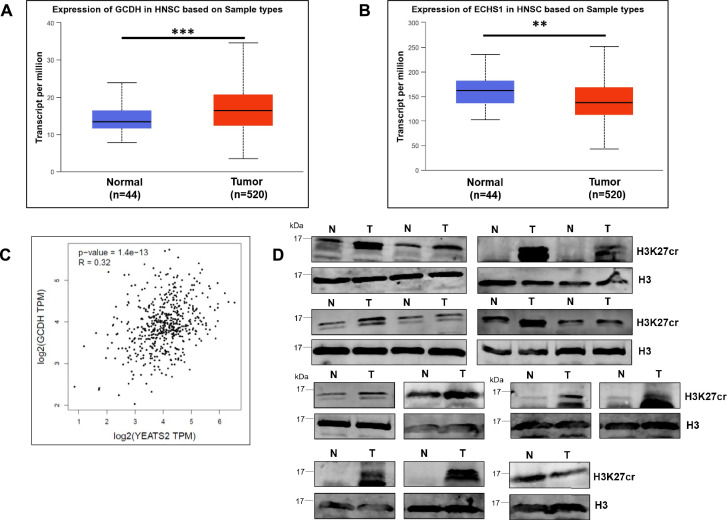
YEATS2 and glutaryl-CoA dehydrogenase (GCDH) regulate histone crotonylation in head and neck cancer (HNC). (**A–B**) Plots showing an increase or decrease in expression of *GCDH* (**A**) and *ECHS1* (**B**) genes, respectively, in HNC TCGA data. (**C**) Scatter plot showing positive correlation between *YEATS2* and *GCDH* expression levels in HNC TCGA data. (**D**) Immunoblot showing enhanced levels of H3K27cr in nuclear lysates extracted from HNC tumor (**T**) vs. normal (**N**) samples. ∗∗p<0.01, ∗∗∗p<0.001. Figure 4—figure supplement 1—source data 1.PDF file containing original western blots for Figure 4—figure supplement 1D, indicating the relevant bands. Figure 4—figure supplement 1—source data 2.Original files for western blot displayed in Figure 4—figure supplement 1D.

**Figure 4—figure supplement 2.**
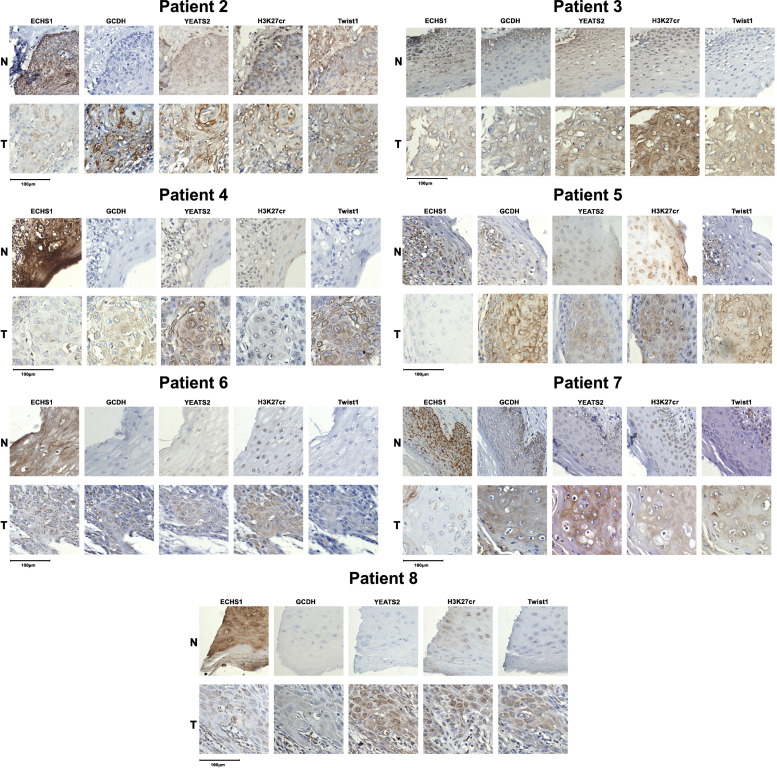
Representative IHC images showing the levels of ECHS1, GCDH, YEATS2, H3K27cr, and Twist1 in head and neck cancer (HNC) normal (**N**) vs. tumor (**T**) tissue samples (Scale bar, 100 μm).

**Figure 4—figure supplement 3.**
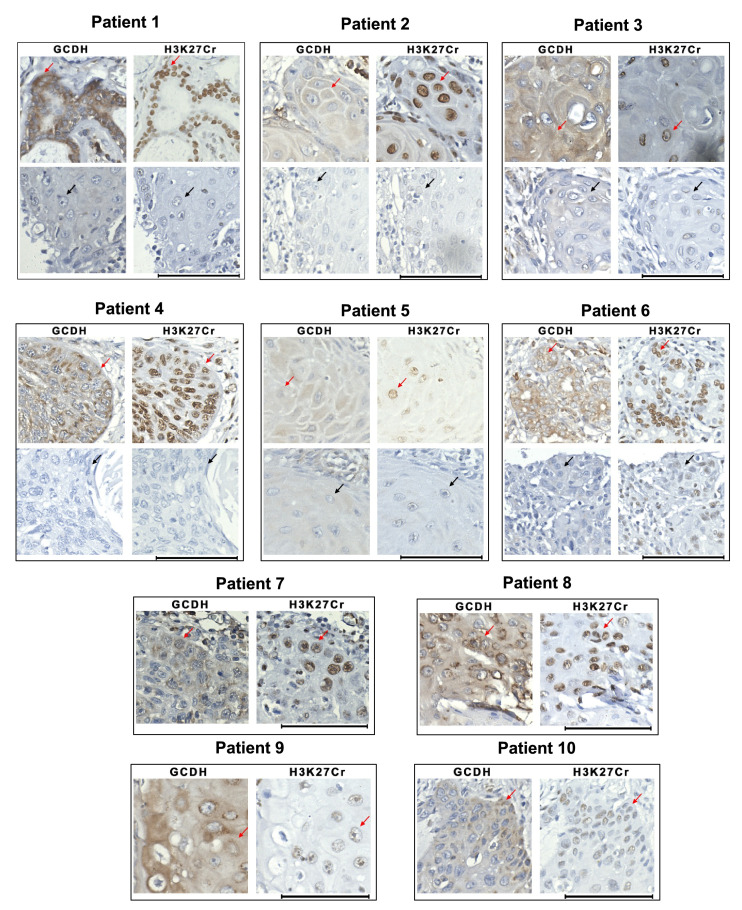
Representative IHC images showing the colocalization of nuclear GCDH with H3K27cr (Scale bar, 100 μm). Cells with nuclear GCDH-H3K27cr localization indicated by red arrows, whereas non-nuclear staining indicated by black arrows.

**Figure 4—figure supplement 4.**
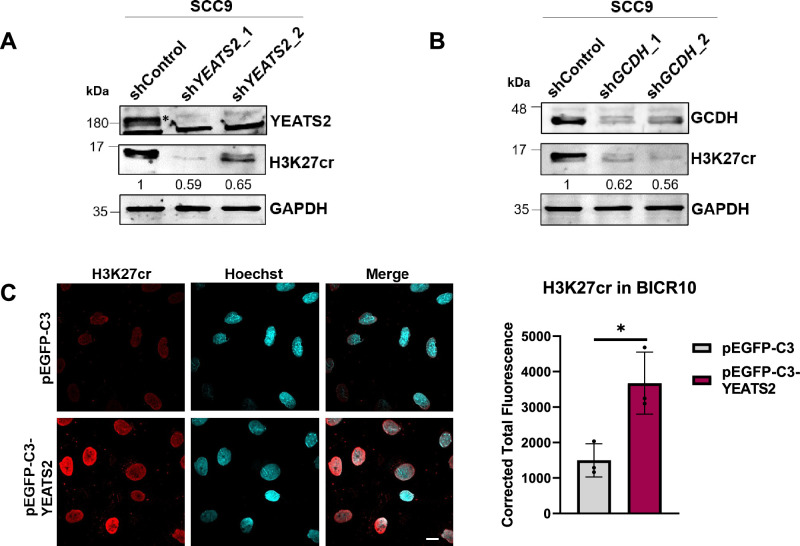
YEATS2 and glutaryl-CoA dehydrogenase (GCDH) regulate histone crotonylation in head and neck cancer (HNC). (**A–B**) Immunoblot depicting the decrease in H3K27cr levels on (**A**) YEATS2- and (**B**) GCDH-knockdown in SCC9 cells (YEATS2 band indicated by *). (**C**) Immunofluorescence images (quantification on right) depicting the increase in H3K27cr levels on YEATS2 overexpression (Scale bar, 10 μm). Figure 4—figure supplement 4—source data 1.PDF file containing original western blots for Figure 4—figure supplement 4A–B, indicating the relevant bands. Figure 4—figure supplement 4—source data 2.Original files for western blot displayed in Figure 4—figure supplement 4A–B. Figure 4—figure supplement 4—source data 3.Raw data file for Figure 4—figure supplement 4C.

### YEATS2 regulates expression of EMT-associated gene SPARC

In order to check the effect of YEATS2 on global gene expression, we performed YEATS2 ChIP-seq to obtain genome-wide binding sites of this protein (Figure 5—figure supplement 1A, Supplementary file 4). We then performed integration of those genes having YEATS2 ChIP-seq peaks on their promoters with the genes that were downregulated in sh*YEATS2* vs. shControl RNA-seq data, and the genes included in the hallmark EMT gene signature. 

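The paper's Supplementary file 4 names the genes with a YEATS2 peak at their promoter. All of them had a row in the count files, and 110 had enough counts to be tested. Of these, 25 were lower in shYEATS2 (22.7%), as were 23.6% of the other 16948 tested genes, and 21 were higher (19.1% against 22.6%). Neither share differed from that of the other genes by Fisher's exact test (two-sided, odds ratio 0.954 and p = 0.911 for the lower genes, odds ratio 0.807 and p = 0.424 for the higher genes). Among protein-coding genes alone the odds ratio for the lower genes was 0.824, with p = 0.490 from the same exact test. The number of peak genes called lower was 15 with library totals alone and 16 with DESeq2. The exact test was not repeated for these counts. The median log2 fold change of the 110 genes was −0.10 and turned to 0.04 with library totals alone. As a set they were not lower than the other genes (adjusted p = 0.733 by camera). The largest falls at a mean of at least 10 CPM were in CDH13, NAV1 and SNRNP70, with log2 fold changes of −0.56, −0.47 and −0.46. Of the 25 genes, 1 was in the list of EMT and matrix genes.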

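SPARC (ENSG00000113140) encodes a secreted glycoprotein of the extracellular matrix and lies on the minus strand of chromosome 5 of GRCh38 from 151661096 to 151686975. It was counted up to 317 times in the shControl libraries and 32 and 18 times in the shYEATS2 libraries. The normalized level was 6.51 ± 0.675 CPM (SD, n = 2) in shControl and 1.40 ± 0.187 CPM (SD, n = 2) in shYEATS2. By the fitted fold change, 20.8% of the control level remained. The log2 fold change was −2.27 with a standard error of 0.22 and an adjusted p of 4.3e-14 from edgeR's quasi-likelihood test. It ranged from −2.37 to −2.10 over the fits that each left out 1 library, and from −2.33 to −1.98 over the other settings of the analysis. The low counts in shYEATS2 limit the precision of this value. The 3′ UTR of SPARC holds the 7-base seed site of the shYEATS2_2 hairpin, GTTCATT, a site found in 1955 of the 11705 genes examined. As a set, genes with this site ranked at percentile 54.3 among 940 similar 7-mers by their median log2 fold change.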

We found that *SPARC* was the common gene present in all 3 sets (Figure 5A-B, Figure 5—figure supplement 1B). The mRNA expression level of *SPARC* in TCGA dataset was also found to be higher in tumor as compared to normal (Figure 5—figure supplement 1C). Therefore, we chose to further investigate *SPARC* as a direct gene target of YEATS2 in mediating EMT in HNC. Secreted protein acidic and rich in cysteine (SPARC) is a secreted glycoprotein known to be a part of extracellular matrix (ECM). It interacts with various components of ECM and is known to play a role in processes like tissue remodeling and angiogenesis (Rivera et al., 2011; Tremble et al., 1993). By performing YEATS2 ChIP-qPCR in YEATS2-downregulated cells, we found that the binding of YEATS2 on *SPARC* promoter decreased on its knockdown in BICR10 as well as SCC9 (Figure 5C, Figure 5—figure supplement 1D). We then checked the expression of *SPARC* at the RNA level on YEATS2-downregulation. *SPARC* expression was decreased in YEATS2-knockdown conditions in both the cell lines (Figure 5D, Figure 5—figure supplement 1E). Since SPARC is a secretory protein, we investigated its level in conditioned media obtained from shControl and sh*YEATS2* BICR10 cells. We found a decrease in the secreted pool of SPARC on YEATS2-knockdown (Figure 5E). We also observed a decrease in the cellular levels of SPARC protein in SCC9 (Figure 5—figure supplement 1F). Since the binding of a histone reader protein to a gene promoter cannot solely lead to its increased expression, we explored the possibility of the involvement of a writer protein in collaborating with YEATS2 to maintain higher levels of SPARC in HNC. For this, we checked the expression of p300, a known writer of H3K27cr mark (Xie et al., 2024a) in humans, in TCGA dataset. We found that p300 (*EP300* gene) had increased expression in tumor vs. normal HNC dataset (Figure 5—figure supplement 1G). On performing p300-ChIP assay, it was found that its binding was reduced in YEATS2-silenced BICR10 cells when compared to the shControl cells, indicating the potential role of p300 in leading to increased expression of SPARC in HNC cells (Figure 5F). To validate our claim, we performed immunoblotting after p300 knockdown and found that the expression of SPARC in supernatant derived from sh*EP300* BICR10 cells was reduced as compared to shControl cells (Figure 5G). Furthermore, we performed p300 pulldown in a co-immunoprecipitation experiment to check if YEATS2 and p300 function in a protein complex. We discovered the presence of YEATS2 in the p300-immunoprecipitate sample, clearly indicating that YEATS2 and p300 function together as a complex to drive the expression of SPARC (Figure 5H). This set of results indicates a sophisticated epigenetic mechanism promoting increased transcription of the EMT-related gene SPARC in HNC. Finally, we wanted to check the effect of SPARC on invasion. It was observed that the decrease in invasion seen on YEATS2-downregulation was rescued by SPARC overexpression (Figure 5I–J). This indicates that SPARC is a direct target of YEATS2 and acts as a downstream effector of YEATS2 in maintaining invasive phenotype in HNC cells.

**Figure 5.**
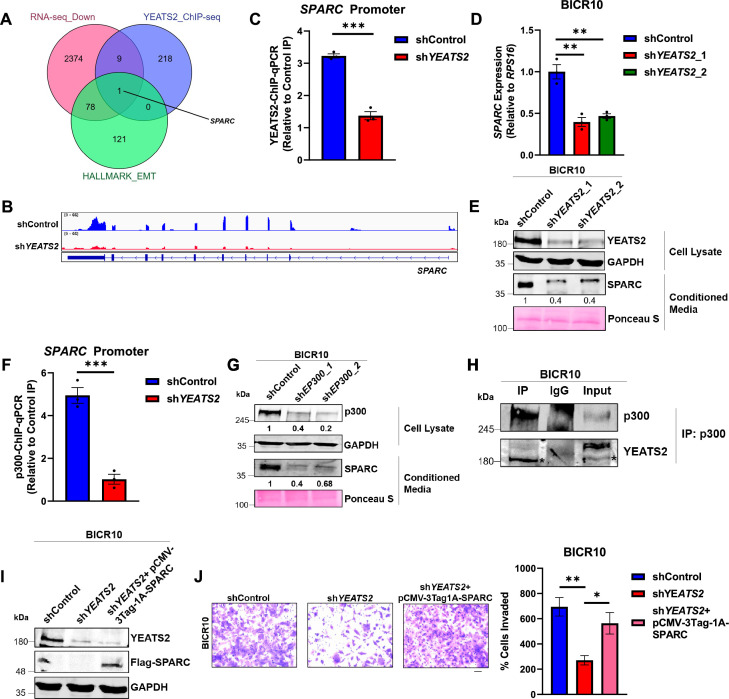
YEATS2 regulates expression of epithelial-to-mesenchymal transition (EMT)-related SPARC in head and neck cancer (HNC). (**A**) Venn diagram showing *SPARC* gene obtained after integration of RNA-seq data (genes downregulated in shControl vs. sh*YEATS2*), YEATS2 ChIP-seq data and, hallmark EPITHELIAL_MESENCHYMAL_TRANSITION gene signature. (**B**) Integrative genome viewer (IGV) plot showing decrease in *SPARC* expression in shControl vs. sh*YEATS2* RNA-seq data. (**C**) YEATS2-ChIP-qPCR results showing decreased binding of YEATS2 on *SPARC* promoter in sh*YEATS2* BICR10 cells. (**D**) RT-qPCR results showing decreased expression of *SPARC* on YEATS2-knockdown in BICR10. (**E**) Immunoblot showing decreased expression of SPARC in conditioned media derived from shControl and sh*YEATS2* BICR10 cells. (**F**) p300-ChIP-qPCR results showing decreased binding of p300 on *SPARC* promoter in sh*YEATS2* BICR10 cells. (**G**) Immunoblot showing decreased SPARC levels on p300 knockdown in conditioned media from shControl and sh*EP300* BICR10 cells. (**H**) Immunoblot showing co-immunoprecipitation of YEATS2 by p300 in YEATS2-overexpressed BICR10 cells (endogenous YEATS2 band is highlighted by *). (**I–J**) Immunoblot depicting the overexpression of Flag-tagged SPARC in sh*YEATS2* BICR10 cells (**I**), and invasion assay images (**J**) (with quantification on right) showing decrease and rescue of the percentage of invaded cells in shControl vs. sh*YEATS2 *BICR10 cells, and sh*YEATS2* cells with SPARC overexpression, respectively (Scale bar, 200 μm). Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates. Figure 5—source data 1.PDF file containing original western blots for Figure 5E and G–I, indicating the relevant bands. Figure 5—source data 2.Original files for western blot displayed in Figure 5E and G–I. Figure 5—source data 3.Raw data file for Figure 5C–D, F and J.

**Figure 5—figure supplement 1.**
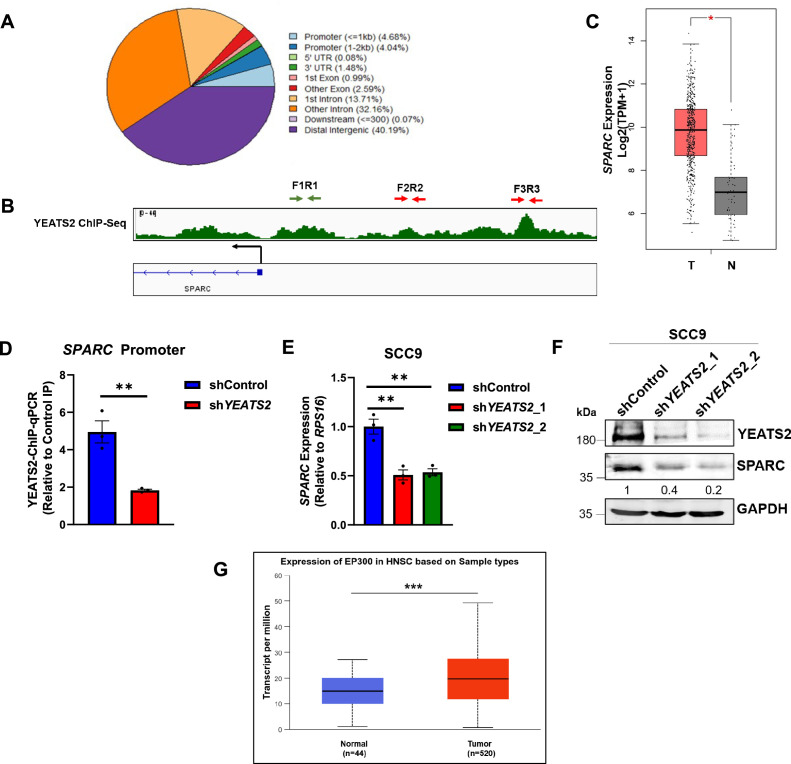
YEATS2 regulates expression of epithelial-to-mesenchymal transition (EMT)-related SPARC in head and neck cancer (HNC). (**A**) Pie chart showing the genomic distribution of YEATS2 peaks in BICR10 cells. (**B**) Integrative genome viewer (IGV) plot showing the enrichment of YEATS2 on the promoter of *SPARC* in YEATS2 ChIP-seq data. Arrows indicate the regions probed for YEATS2 binding on *SPARC* in YEATS2-ChIP-qPCR assay; region corresponding to F1R1 showed significant change in YEATS2 occupancy in sh*YEATS2* BICR10 cells. (**C**) Increased expression of *SPARC* gene in TCGA HNC tumor vs. normal data. (**D**) YEATS2-ChIP-qPCR results showing decreased binding of YEATS2 on *SPARC* promoter in sh*YEATS2* SCC9 cells. (**E**) RT-qPCR results showing decreased expression of *SPARC* on YEATS2-knockdown in SCC9. (**F**) Immunoblot showing decreased expression of SPARC on YEATS2-knockdown in SCC9. (**G**) *EP300* expression levels in Normal vs. Tumor HNC samples from TCGA. Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates, N-normal, T-tumor. Figure 5—figure supplement 1—source data 1.PDF file containing original western blots for Figure 5—figure supplement 1F, indicating the relevant bands. Figure 5—figure supplement 1—source data 2.Original files for western blot displayed in Figure 5—figure supplement 1F. Figure 5—figure supplement 1—source data 3.Raw data file for Figure 5—figure supplement 1D–E.

### Maintenance of H3K27cr marks is dependent on YEATS2-mediated recruitment of p300 on *SPARC* promoter

To investigate the mechanism of YEATS2-mediated gene regulation, we checked the status of histone modifications, both acetylation and crotonylation at the H3K27 residue. We performed ChIP-qPCR assay to check the abundance of both the marks at the *SPARC* promoter and found that only H3K27cr mark showed significant downregulation on YEATS2 knockdown (Figure 6A–B, Figure 6—figure supplement 1A–B). This indicated that SPARC expression is potentially controlled by a non-acetyl histone mark i.e., crotonylation. Furthermore, to validate the role of YEATS2 in the transcription of *SPARC* gene, we performed RNA Pol II ChIP-qPCR assay and observed a decrease in Pol II occupancy on *SPARC* promoter after YEATS2 knockdown (Figure 6C). Since the substrate used in addition of crotonylation marks on histones is crotonyl-CoA, we supplemented the cells with its precursor molecule sodium crotonate (Sabari et al., 2015), and saw that there was an increase in H3K27cr levels on *SPARC* promoter (Figure 6D, Figure 6—figure supplement 1C). We also observed an increase in the expression of SPARC at mRNA and protein levels in both the cell lines (Figure 6E–F, Figure 6—figure supplement 1D–E). We then checked the effect of crotonate on cancer cell invasiveness and observed that cells treated with crotonate invaded in greater numbers in Matrigel than untreated cells in both the HNC cell lines (Figure 6G, Figure 6—figure supplement 1F). Finally, we checked whether crotonate treatment can rescue the effect of YEATS2 downregulation on SPARC expression. We did not observe significant rescue either in H3K27cr levels on *SPARC* or in SPARC protein expression, when YEATS2-downregulated cells treated with crotonate (Figure 6H–I). With these observations, we can conclude that H3K27cr-mediated increase in SPARC expression is subject to the availability of YEATS2 in HNC cells.

**Figure 6.**
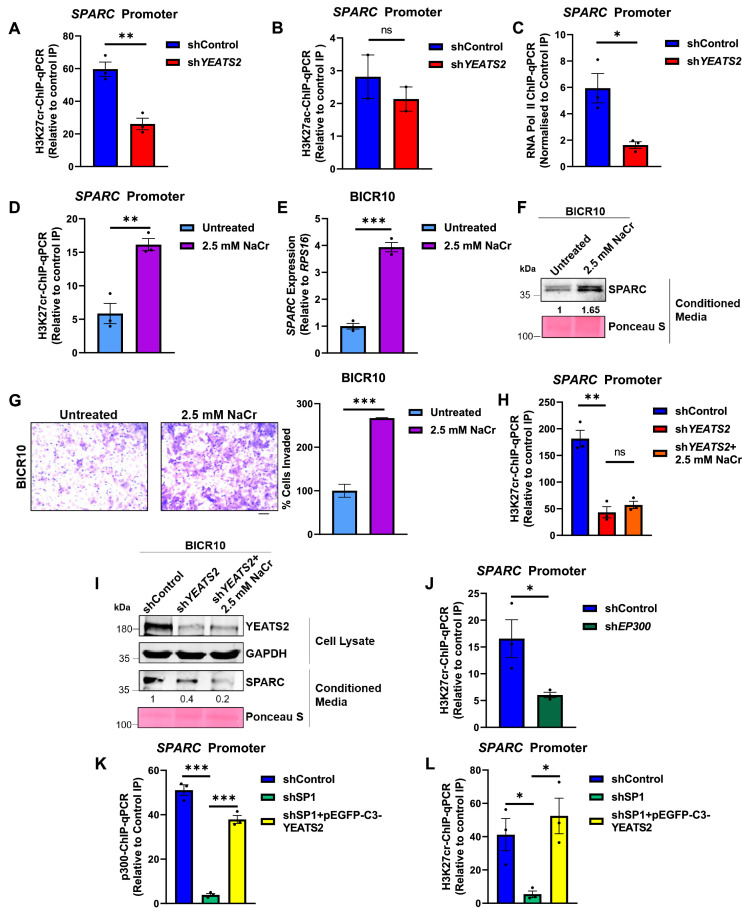
Maintenance of H3K27cr marks is dependent on YEATS2-mediated recruitment of p300 on *SPARC* promoter. (**A**) H3K27cr-ChIP-qPCR results showing decrease in H3K27cr enrichment on *SPARC* promoter on YEATS2 knockdown. (**B**) H3K27ac-ChIP-qPCR results showing non-significant change in H3K27ac enrichment on *SPARC* promoter on YEATS2 knockdown (n=2). (**C**) RNA Pol II ChIP-qPCR showing decrease in Pol II occupancy on *SPARC *after YEATS2 downregulation in BICR10. (**D**) H3K27cr-ChIP-qPCR results showing increase in H3K27cr enrichment on *SPARC* promoter on treating BICR10 cells with 2.5 mM sodium crotonate (NaCr). (**E–F**) RT-qPCR (**E**) and immunoblot (**F**) showing enhanced SPARC expression in untreated BICR10 cells vs. BICR10 cells treated with 2.5 mM NaCr. (**G**) Invasion assay images (with quantification on right) showing increased invasion on treating BICR10 cells with 2.5 mM NaCr (Scale bar, 200 μm). (**H**) H3K27cr-ChIP-qPCR data depicting the lack of significant difference in H3K27cr levels between sh*YEATS2* vs. sh*YEATS2* + 2.5 mM NaCr cells. (**I**) Immunoblot showing inability of NaCr treatment to rescue SPARC expression in YEATS2-knockdown BICR10 cells. (**J**) H3K27cr ChIP-qPCR showing decrease in H3K27cr levels in BICR10 shControl vs. sh*EP300* cells. (**K–L**) p300 (**K**) and H3K27cr ChIP-qPCR (**L**) showing decrease and subsequent rescue in p300 binding and H3K27cr enrichment on SP1 knockdown and YEATS2 overexpression, respectively. Error bars, mean ± SEM; two-tailed t-test, ns- non-significant, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001. Figure 6—source data 1.PDF file containing original western blots for Figure 6F and I, indicating the relevant bands. Figure 6—source data 2.Original files for western blot displayed in Figure 6F and I. Figure 6—source data 3.Raw data file for Figure 6A–E, G–H , and J–L.

**Figure 6—figure supplement 1.**
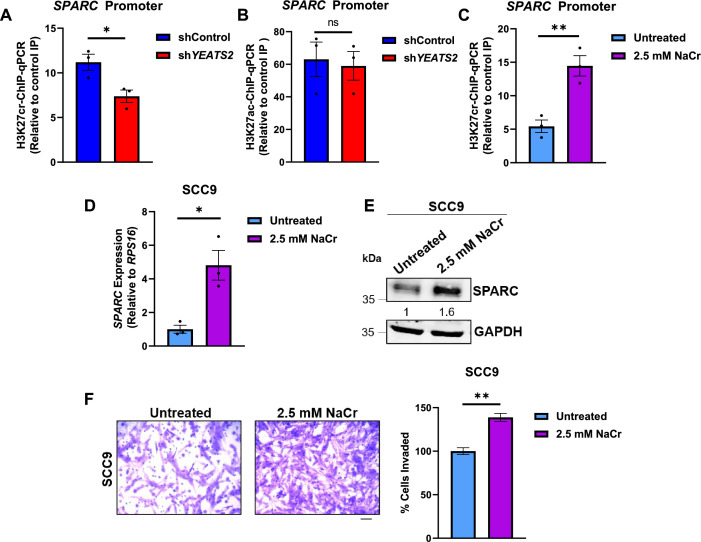
YEATS2 regulates SPARC expression by recruiting crotonyltransferase p300 at *SPARC* promoter. (**A**) H3K27cr-ChIP-qPCR results showing decrease in H3K27Cr enrichment on *SPARC* promoter on YEATS2 knockdown in SCC9 cells. (**B**) H3K27ac-ChIP-qPCR results showing non-significant change in H3K27ac enrichment on *SPARC* promoter on YEATS2 knockdown in SCC9. (**C**) H3K27cr-ChIP-qPCR results showing increase in H3K27cr enrichment on *SPARC* promoter on treating SCC9 cells with 2.5 mM sodium crotonate (NaCr). (**D–E**) RT-qPCR (**D**) and immunoblot (**E**) showing enhanced SPARC expression in untreated SCC9 cells vs. SCC9 cells treated with 2.5 mM NaCr. (**F**) Invasion assay images (with quantification on right) showing increased invasion on treating SCC9 cells with 2.5 mM NaCr (Scale bar, 200 μm). Error bars, mean ± SEM; two-tailed t-test, ns- non-significant, ∗p<0.05, ∗∗p<0.01. Figure 6—figure supplement 1—source data 1.PDF file containing original western blots for Figure 6—figure supplement 1E, indicating the relevant bands. Figure 6—figure supplement 1—source data 2.Original files for western blot displayed in Figure 6—figure supplement 1E. Figure 6—figure supplement 1—source data 3.Raw data file for Figure 6—figure supplement 1A–D and F.

Since we have previously established the role of p300 in the transcriptional regulation of *SPARC*, we now wanted to investigate the exact mechanism involved behind this regulation. For this, we performed p300 knockdown followed by H3K27cr-ChIP-qPCR and found a significant decrease in H3K27cr levels on *SPARC* promoter in sh*EP300* BICR10 cells (Figure 6J). This indicates that p300 regulates SPARC expression by functioning as a crotonyltransferase. Furthermore, we wanted to check whether the binding and subsequent activity of p300 is dependent on the presence of YEATS2 on *SPARC* promoter. As shown in Figure 3, YEATS2 expression in HNC cells is dependent on SP1. To examine the dependency of p300 activity on YEATS2, we chose to knockdown SP1 followed by YEATS2 overexpression. As expected, on performing p300-ChIP-qPCR we saw a decrease in p300 occupancy on *SPARC* in SP1 knockdown cells, which was rescued by overexpressing YEATS2 in sh*SP1* cells (Figure 6K). A decrease in SP1 levels would have led to abrogation of YEATS2, which in turn reduced p300 recruitment at the *SPARC* promoter. We observed the same pattern in the H3K27cr levels—decreased enrichment of H3K27cr in sh*SP1* cells and its subsequent rescue on YEATS2 overexpression (Figure 6L). In conclusion, the expression of EMT-related gene SPARC is regulated by promoter H3K27cr levels added by crotonyltransferase p300, whose recruitment is dependent on the histone reader YEATS2.

### GCDH expression is SP1-dependent and it regulates H3K27cr-mediated SPARC expression with YEATS2 synergistically

As previously shown, both YEATS2 and GCDH regulate the levels of histone crotonylation in HNC. So, we hypothesized that the presence of GCDH could be essential for production of crotonyl-CoA, which could be added to histones by histone modification machinery consisting of YEATS2 and p300. On performing knockdown of GCDH, we observed a decrease in SPARC at protein and mRNA levels (Figure 7A–B, Figure 7—figure supplement 1A). Also, on performing H3K27cr-ChIP assay with GCDH-downregulated cells, we found that H3K27cr marks on *SPARC* promoter reduced relative to control cells (Figure 7C). We then sought to explore the possibility of localized histone crotonylation performed by a multi-protein complex consisting of YEATS2 and GCDH. For this, we performed co-immunoprecipitation; however, we did not observe an interaction between GCDH and YEATS2 (Figure 7—figure supplement 1B), ruling out the possibility of the localized production of crotonyl-CoA at a specific gene locus (Kinnaird et al., 2016). We then checked whether both the genes are regulated by the same transcription factor i.e., SP1. TCGA gene expression dataset showed a significant correlation between the expression levels of *SP1* and *GCDH*, hinting at the possibility of SP1 transcriptionally regulating GCDH in HNC (Figure 7—figure supplement 1C). Thus, we performed SP1-knockdown and found a decrease in GCDH levels in both HNC cell lines (Figure 7D, Figure 7—figure supplement 1D). On performing SP1-ChIP we found a significant occupancy of SP1 on *GCDH* promoter in BICR10 and SCC9 (Figure 7E, Figure 7—figure supplement 1E). These results suggest that SP1 is responsible for high expression of both GCDH and YEATS2 in HNC. As we have already established that YEATS2 abrogation leads to decrease in the invasiveness of HNC cells, we now wanted to check the effect of GCDH downregulation on HNC cell invasion. We performed a Matrigel invasion assay with shControl and sh*GCDH* BICR10 cells and found a significant decrease in the invasive capacity of sh*GCDH* cells (Figure 7F). Conversely, the number of invading cells showed an increase when GCDH was overexpressed in BICR10 cells (Figure 7—figure supplement 1F), indicating that like YEATS2, GCDH is also essential for imparting invasive properties to HNC cells.

**Figure 7.**
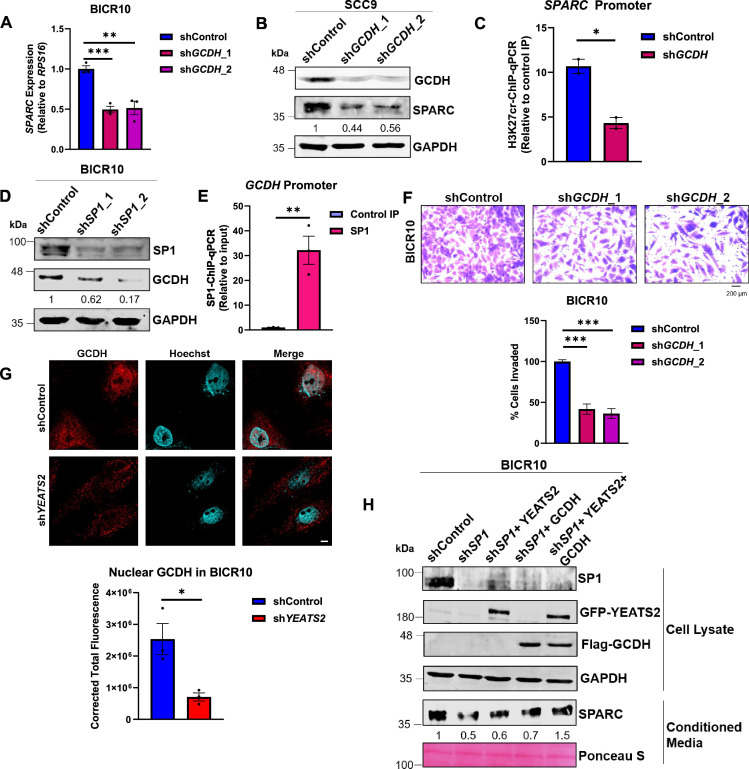
GCDH expression is SP1-dependent and it regulates H3K27cr-mediated SPARC expression with YEATS2 synergistically. (**A**) RT-qPCR results showing decrease in *SPARC* expression on GCDH-knockdown in BICR10 cells. (**B**) Immunoblot showing the reduced expression of SPARC upon GCDH-knockdown in SCC9 cells. (**C**) Decrease in H3K27cr levels on *SPARC* promoter in sh*GCDH* BICR10 cells (n=2). (**D**) Immunoblot showing the reduced expression of GCDH on SP1-knockdown in BICR10 cells. (**E**) Plot showing SP1 binding on *GCDH* promoter in SP1-ChIP assay in BICR10. (**F**) Invasion assay images (quantification shown below) showing decrease in invasion of BICR10 cells on GCDH knockdown (Scale bar, 200 μm). (**G**) IF images (quantification shown below) showing reduced nuclear localization of GCDH in sh*YEATS2* BICR10 cells. Scale bar, 5 μm. (**H**) Immunoblot depicting decreased SPARC expression on SP1 knockdown and its subsequent rescue upon dual YEATS2 and GCDH overexpression in sh*SP1* BICR10 cells. Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, n=3 biological replicates. Figure 7—source data 1.PDF file containing original western blots for Figure 7B, D and H, indicating the relevant bands. Figure 7—source data 2.Original files for western blot displayed in Figure 7B, D and H. Figure 7—source data 3.Raw data file for Figure 7A, C and E–G.

**Figure 7—figure supplement 1.**
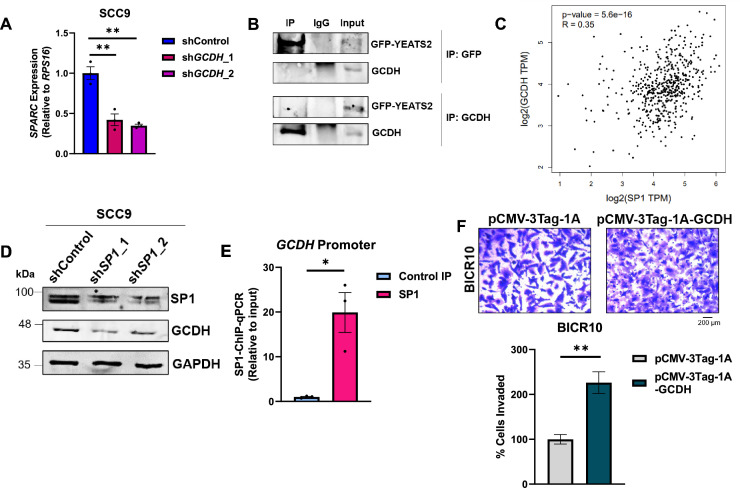
Glutaryl-CoA dehydrogenase (GCDH) expression is SP1-dependent and it regulates H3K27cr-mediated SPARC expression with YEATS2 synergistically. (**A**) RT-qPCR results showing decrease in *SPARC* expression on GCDH-knockdown in SCC9 cells. (**B**) Co-IP Immunoblot showing lack of interaction between YEATS2 and GCDH in HEK293T cells. (**C**) Scatter plot showing positive correlation between *GCDH* and *SP1* expression levels in HNC TCGA data. (**D**) Immunoblot showing the reduced expression of GCDH on SP1-knockdown in SCC9 cells. (**E**) Plot showing SP1 binding on *GCDH* promoter in SP1-ChIP assay in SCC9. (**F**) Invasion assay images showing an increase in invasion of BICR10 cells on GCDH overexpression (Scale bar, 200 μm). Error bars, mean ± SEM; two-tailed t-test, ∗p<0.05, ∗∗p<0.01, n=3 biological replicates. Figure 7—figure supplement 1—source data 1.PDF file containing original western blots for Figure 7—figure supplement 1B and D, indicating the relevant bands. Figure 7—figure supplement 1—source data 2.Original files for western blot displayed in Figure 7—figure supplement 1B and D. Figure 7—figure supplement 1—source data 3.Raw data file for Figure 7—figure supplement 1A, E and F.

The canonical location of GCDH in lysine degradation pathway is mitochondria. However, having detected the presence of nuclear pool of GCDH in HNC tissues (Figure 4—figure supplement 3), we wanted to investigate the role of YEATS2 in affecting the subcellular localization of GCDH in HNC cells. We detected the presence of GCDH in nucleus in BICR10 using IF, and observed that the levels of nuclear GCDH diminished in sh*YEATS2* cells as compared to shControl cells (Figure 7G). This indicates that YEATS2 might be involved in regulating the transport of GCDH inside nucleus indirectly by an unknown mechanism. In order to further investigate this epigenome-metabolism interplay, we checked the role of YEATS2 and GCDH in regulating SPARC expression in the absence of SP1. The dual overexpression of YEATS2 and GCDH in SP1-silenced cells rescued the SPARC levels to a greater degree; whereas, YEATS2 and GCDH when overexpressed alone, could only partially rescue SPARC expression (Figure 7H). Hereby, we establish that one of the axes involved in regulation of EMT in HNC is dependent on the synergistic maintenance of H3K27cr marks on *SPARC* gene by YEATS2 and GCDH.

### YEATS2 regulates gene expression by maintaining H3K27cr levels globally

We have previously shown that the expression of a large number of genes are affected by YEATS2 downregulation (Figure 1H). For establishing a direct relationship between YEATS2-mediated histone crotonylation and gene expression, we performed H3K27cr ChIP-seq to check global H3K27cr levels in shControl and sh*YEATS2* BICR10 cells. We found that downregulation of YEATS2 led to a significant change in H3K27cr enrichment at 1583 locations in the genome, out of which 1533 locations showed a significant decrease in H3K27cr enrichment (Figure 8A). Further, 1166 differentially lost sites were found to be present at the promoter regions of genes. As expected, overrepresentation analysis using these set of genes revealed EPITHELIAL MESENCHYMAL TRANSITION as one of the enriched hallmark gene sets (Figure 8B). We then overlapped the genes having reduced H3K27cr levels with the genes that showed downregulation in shControl vs. sh*YEATS2* RNA-seq. A total of 147 genes were found to be common in both the sets (Figure 8C, Supplementary file 5). Among these 147 genes, some examples of EMT-associated genes were *ERG *(Leshem et al., 2011) and *CREB3L2 *(Yuxiong et al., 2023; Figure 8D–E). 

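The paper's Supplementary file 5 lists the 147 genes that lost H3K27cr at the promoter and were lower in the RNA-seq data. All 147 were tested here and all were lower in shYEATS2 at an adjusted p under 0.05, over all tested genes as well as when adjusted over the list alone. The list was chosen by the study partly on these same libraries, so neither count is independent evidence. With DESeq2, 144 were called lower, and with library totals alone, 124. Both shYEATS2 libraries lay below both shControl libraries for all 147 genes. The median log2 fold change was −0.59, with a range from −4.74 to −0.16. The level fell at least 2-fold for 38 of the genes, and for 61 the change was less than 0.5 on the log2 scale. The largest falls at a mean of at least 10 CPM were in COL23A1, LSP1 and PLA2R1, with log2 fold changes of −2.49, −2.32 and −2.12. COL23A1 went from 82.5 ± 1.02 CPM to 14.7 ± 0.235 CPM (SD, n = 2 each). In the list of EMT and matrix genes written by hand, 12 of the 147 genes were found.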

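ERG (ENSG00000157554), which encodes a transcription factor of the ETS family, lies on the minus strand of chromosome 21 of GRCh38 from 38380027 to 38661780. Its level was 8.80 ± 0.198 CPM (SD, n = 2) in shControl and 4.65 ± 0.382 CPM (SD, n = 2) in shYEATS2. The log2 fold change was −0.94 with a standard error of 0.15 and an adjusted p of 4.2e-07 from edgeR's quasi-likelihood test, which made it the 41st largest fall of the 147 genes. CREB3L2 (ENSG00000182158), which encodes a membrane-bound transcription factor, lies on the minus strand of chromosome 7 from 137874979 to 138002086. Its level was 175 ± 0.366 CPM (SD, n = 2) in shControl and 148 ± 4.21 CPM (SD, n = 2) in shYEATS2. By the fitted fold change, 84.7% of the control level remained. The log2 fold change was −0.24 with a standard error of 0.06 and an adjusted p of 8.8e-04 from the quasi-likelihood test, the 131st largest fall. Scaled by library totals alone, the log2 fold change of CREB3L2 was −0.10 and no longer passed the threshold (adjusted p = 0.141). Like SPARC, CREB3L2 carries the seed site of shYEATS2_2 in its 3′ UTR. ERG does not. Its 3′ UTR holds the seed site of the control hairpin, but an effect of that site would lower ERG in shControl, opposite to the difference seen.

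**Figure D3:**
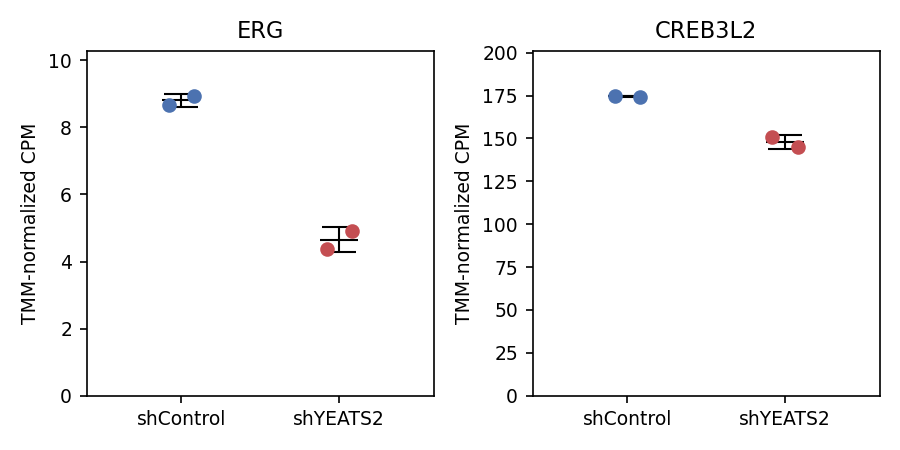
TMM-normalized CPM of ERG and CREB3L2 in each library (points), with the mean and SD of each condition (lines) and axes that start at 0. Both shYEATS2 libraries lie below both shControl libraries. By the fitted fold changes, 52.1% of the control level was left for ERG and 84.7% for CREB3L2.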

Overall, our results suggest that YEATS2 regulates histone crotonylation throughout the genome resulting in the transcriptional activation of a large number of genes, many of which are related to the process of EMT.

**Figure 8.**
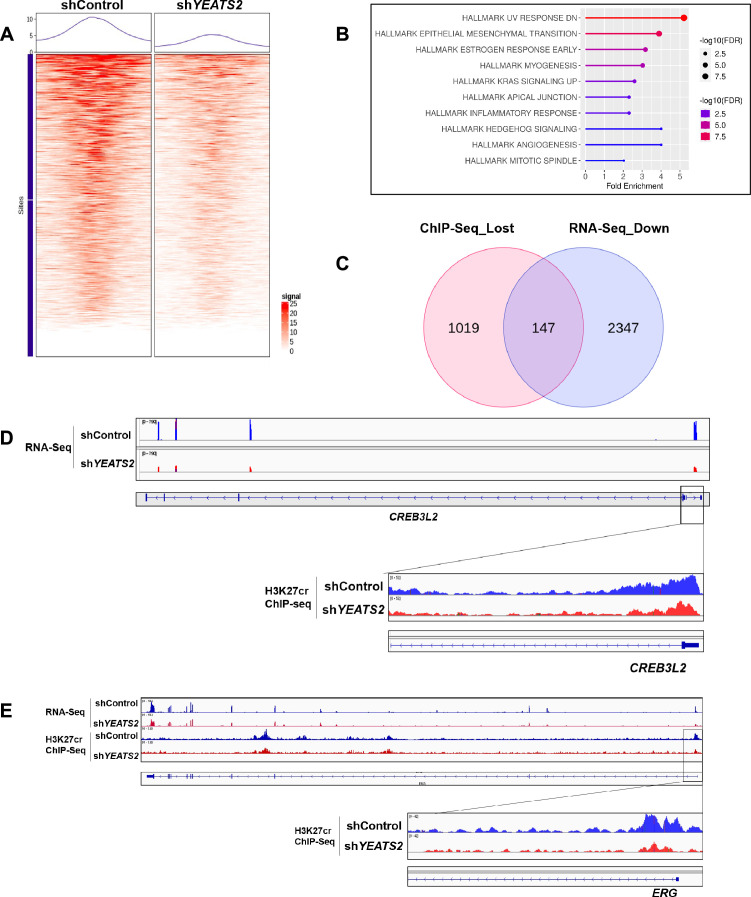
YEATS2 regulates gene expression by maintaining H3K27cr levels globally. (**A**) Differential ChIP-seq profile of H3K27cr in shControl vs. sh*YEATS2*. (**B**) Overrepresentation analysis showing pathways enriched among genes with decreased H3K27cr enrichment in H3K27cr ChIP-seq data. (**C**) Overlap of genes with reduced H3K27cr on their promoter and downregulated genes in RNA-seq. (**D–E**) Integrative genome viewer (IGV) plot showing representative examples of genes (*CREB3L2* and *ERG*) common in (**C**).

## Discussion

In our study, we identified YEATS2 as an important epigenetic regulator that plays an oncogenic role in head and neck tumor progression. We have shown that the histone reader regulates expression of important EMT-related genes. The mechanism employed by YEATS2 for gene regulation was also investigated. The YEATS domain confers unique properties to this epigenetic factor, making it suitable for binding with modifications other than acetylation (Zhao et al., 2017). As stated earlier, YEATS2 has a binding affinity for a variety of chemical groups. Among all histone modifications screened, YEATS2 had the highest affinity for histone crotonylation, specifically at the histone H3 lysine 27 position (Zhao et al., 2016). There have been conflicting reports about the role of crotonylation at the H3K27 position. YEATS domain-containing GAS41 was found to recruit SIN3A-HDAC1 complex in a H3K27cr-dependent manner at the promoters of tumor suppressor genes, thereby leading to their repression in colorectal cancer (Liu et al., 2023). Conversely, another study in colorectal cancer showed that high H3K27cr at the promoter of *ETS1* gene led to an increase in its expression and promoted metastasis (Liao et al., 2023). In our findings, we have corroborated the latter study by showing the association of H3K27cr with the activation of an EMT-associated gene.

With the discovery of a plethora of novel histone modifications, researchers have been facing the challenge to understand the role of these marks in influencing gene expression. A group of such histone marks, known as the non-acetyl acylation marks, consists of a wide variety of chemical moieties which differ in structure and chemical properties (Tan et al., 2011; Jiang et al., 2021). Due to the differences amongst these histone marks, it is obvious to assume that the proteins interacting with such histone modifications would not be the same as those interacting with histone acetylation or methylation. YEATS domain is one of the domains that has affinity for non-acetyl histone acylation marks. There are four members in the family of YEATS-domain containing proteins, AF9, YEATS2, ENL, and, GAS41 (Zhao et al., 2017). By using multiple high-throughput next generation sequencing techniques, we have strengthened the evidence for the role of YEATS2 in upregulating the expression of EMT-associated gene targets by maintaining a non-acetyl histone mark on their promoters. Global abrogation of pro-EMT genes was seen in RNA-seq data of YEATS2-silenced cells, which was underlaid by a simultaneous decrease seen in H3K27cr levels observed in H3K27cr ChIP-seq. This established a direct relationship between tumorigenic gene expression and histone crotonylation in cancer. Furthermore, in order to thoroughly investigate this link, we have integrated different sets of NGS data and found that invasion-associated gene *SPARC* gene is a direct target of H3K27cr-mediated regulation by YEATS2, and is possibly one of the many ways in which the EMT-promoting effect of YEATS2 is relayed downstream. As a part of the tumor microenvironment, SPARC mediates ECM-tumor cell communication. Several reports have suggested the role of SPARC in contributing towards a pro-invasive phenotype in cells of multiple cancer types (Carriere et al., 2021). Presence of SPARC in tumor stroma was reported to be responsible for recruitment of immunosuppressive myeloid cells in high-grade breast carcinomas (Sangaletti et al., 2016). In this study, we observed that the SPARC was capable of rescuing the decrease in invasive properties of YEATS2-silenced cells, making it the functional downstream effector of YEATS2.

We have discovered a direct interaction between YEATS2 and epigenetic writer p300 in our study. Research has demonstrated diversity among histone reader families, each exhibiting preferences for specific histone marks. However, considerable overlap exists among histone marks deposited by the same histone writer. Notably, we found that one of the most promiscuous acyltransferases, p300, can deposit H3K27cr marks at the *SPARC *gene promoter in a YEATS2-dependent manner. Using ChIP assays and rescue experiments, we showed that p300 binds to *SPARC *promoter and its binding is reduced in the absence of YEATS2. Recent studies have highlighted the importance of p300-mediated crotonylation at H3K27 and other histone residues in the crucial process of early embryonic development. Depletion of p300 led to reduced histone crotonylation resulting in dysregulated gene expression in developing embryos causing them to be arrested at the 8 cell stage (Gao et al., 2024). Our study adds to the growing body of research underscoring the importance of YEATS2- and p300-mediated histone crotonylation in both physiological and pathological processes.

Our study demonstrates the cooperation between an epigenetic factor and a metabolic enzyme working together to mediate EMT-promoting gene expression. This crosstalk has not been reported in head and neck cancer previously. Since epigenetic changes and aberrant metabolism are both major hallmarks of cancer (Diehl and Muir, 2020; Li et al., 2018), it is important to investigate the metabolism-epigenetics axis in order to yield new therapeutic targets. Increasing evidences suggest that the state of chromatin in a cell is a reflection of the metabolic enzymes functioning inside the nucleus. Through gene set enrichment analysis, we found that there was a significant correlation between YEATS2 and the lysine degradation pathway in HNC. This led to the observation that one of the enzymes crucial for the production of crotonyl-CoA, GCDH is overexpressed in HNC. Previous reports have suggested that metabolic enzymes could affect epigenomic changes by functioning closely with epigenetic factors. Studies showing the presence of multi-subunit complexes consisting of a metabolite-producing enzyme, DNA-binding protein, and a histone writer are a testament to the fact that metabolism-epigenome collaboration is more direct than previously thought (Matsuda et al., 2016). Although we did not observe direct association of GCDH and YEATS2, we did establish that the nuclear presence of GCDH causes an increase in histone crotonylation in HNC. As per the evidence provided by us, it could be proposed that the surge in GCDH in YEATS2-high cancer cells affects the chromatin by increasing the pool of crotonyl-CoA inside nucleus, which acts as a substrate for histone-modifying enzymes. Since YEATS2 works by recruiting p300 via recognition of histone marks, maintenance of crotonylation at promoter regions could be dependent on sites with a constitutive basal level of H3K27cr or other marks, as a histone reader cannot recognize a genomic locus devoid of pre-existing histone marks. Such constitutive sites would be used by YEATS2 as an anchor to recruit p300 and subsequently induce histone crotonylation on nearby ‘inducible’ sites. Further investigation is needed to precisely locate and distinguish between constitutive and inducible sites of histone crotonylation. Moreover, we have shown that SP1 transcriptionally regulates both YEATS2 and GCDH. This hints towards a possibility of a direct axis initiated by an unknown upstream factor working in order to modify the chromatin in such a manner that it benefits the cancer cell by causing an increase in the tumorigenic properties of the cell.

In conclusion, we have presented a sophisticated interplay between YEATS2 and GCDH, where the upregulation of both factors contributes towards the enhancement of EMT in head and neck cancer by changes in the global EMT-favoring gene expression, mediated through promoter histone crotonylation (Figure 9). Our findings provide new insights into the metabolic–epigenetic crosstalk driving EMT and identify the YEATS2–GCDH–SPARC axis as a potential therapeutic target in HNC.

**Figure 9.**
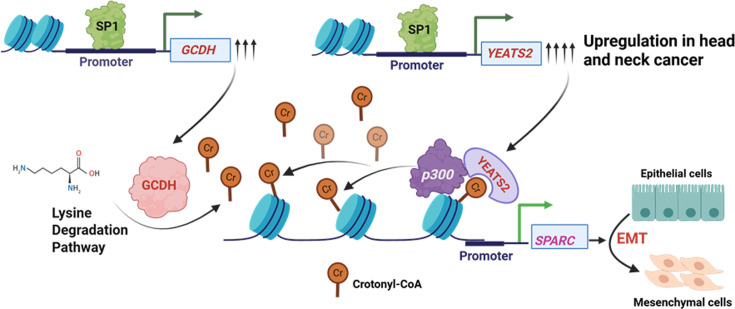
Schematic showing YEATS2- and glutaryl-CoA dehydrogenase (GCDH)-mediated regulation of epithelial-to-mesenchymal transition (EMT) through H3K27cr-dependent SPARC upregulation in head and neck cancer.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*E. coli*)	Stbl3	Thermo Fisher Scientific	C737303	
Cell line (Human)	BICR10	ECACC	04072103, RRID:CVCL_2307	
Cell line (Human)	SCC9	ECACC	89062003, RRID:CVCL_1685	
Cell line (Human)	HEK293T	ATCC	CRL-3216, RRID:CVCL_0063	
Transfected construct (Human)	shControl	Sigma-Aldrich	SHCLNG	Lentiviral particles were prepared using this shRNA (sequence provided in Table 1)
Transfected construct (Human)	YEATS2 shRNAs (*YEATS2*_1 and *YEATS2*_2)	Sigma-Aldrich	SHCLNG	Lentiviral particles were prepared using these shRNAs (sequences provided in Table 1)
Transfected construct (Human)	SP1 shRNAs (*SP1*_1 and *SP1*_2)	Sigma-Aldrich	SHCLNG	Lentiviral particles were prepared using these shRNAs (sequences provided in Table 1)
Transfected construct (Human)	p300 shRNAs (*EP300*_1 and *EP300*_2)	Sigma-Aldrich	SHCLNG	Lentiviral particles were prepared using these shRNAs (sequences provided in Table 1)
Transfected construct (Human)	GCDH shRNAs (*GCDH*_1 and *GCDH*_2)	Sigma-Aldrich	SHCLNG	Lentiviral particles were prepared using these shRNAs (sequences provided in Table 1)
Antibody	Anti-YEATS2 (Rabbit polyclonal)	Proteintech	Cat #24717–1-AP, RRID:AB_2879686	IB (1:1000), ChIP (1:100), IHC (1:50)
Antibody	Anti-H3 (Mouse monoclonal)	Active Motif	Cat #61475, RRID:AB_2687473	IB (1:1000)
Antibody	Anti-Twist1 (Rabbit polyclonal)	Cell Signaling Technology (CST)	Cat #46702 S, RRID:AB_2799308	IB (1:500), IHC (1:50)
Antibody	Anti-Vimentin (Rabbit polyclonal)	Abcam	Cat #ab137321, RRID:AB_2921312	IB (1:3000)
Antibody	Anti-N-cadherin (Mouse monoclonal)	Abcam	Cat #ab19348, RRID:AB_444868	IB (1:1000)
Antibody	Anti-GAPDH (Rabbit monoclonal)	CST	Cat #5174 S, RRID:AB_10622025	IB (1:2000)
Antibody	Anti-SP1 (Rabbit monoclonal)	CST	Cat #9389 S, RRID:AB_11220235	IB (1:1000), ChIP (1:100)
Antibody	Anti-GFP (Rabbit polyclonal)	Affinity Biosciences	Cat #T0006, RRID:AB_2839423	IB (1:1000), Co-IP (1:100)
Antibody	Anti-H3K27cr (Rabbit monoclonal)	PTM Bio	Cat #PTM-545RM, RRID:AB_2927631	IB (1:1000), ChIP (1:500), IF (1:200), IHC (1:200)
Antibody	Anti-GCDH (Rabbit polyclonal)	Sigma-Aldrich	Cat #HPA043252, RRID:AB_2678390	IB (1:1000), IHC (1:50), Co-IP (1:100), IF (1:50)
Antibody	Anti-SPARC (Rabbit polyclonal)	CST	Cat #5420 S, RRID:AB_10692794	IB (1:1000)
Antibody	Anti-p300 (Rabbit monoclonal)	CST	Cat #54062 S, RRID:AB_2799450	IB (1:1000), Co-IP (1:100), ChIP (1:100)
Antibody	Anti-Flag Tag (Rat monoclonal)	Novus	Cat #NBP1-06712SS, RRID:AB_1625982	IB (1:500)
Antibody	Anti-ECHS1 (Rabbit polyclonal)	Sigma-Aldrich	Cat #HPA022476, RRID:AB_1847975	IHC (1:50)
Antibody	Anti-H3K27ac (Rabbit polyclonal)	Abcam	Cat #ab4729, RRID:AB_2118291	ChIP (1:500)
Antibody	Normal Rabbit IgG	CST	Cat #2729 S, RRID:AB_1031062	ChIP (1:100 or 1:500), Co-IP (1:100)
Antibody	Alexa-Fluor 680 anti-rabbit IgG	Invitrogen	Cat #A32734; RRID:AB_2633283	IB (1:50,000)
Antibody	Alexa-Fluor 800 anti-mouse IgG	Invitrogen	Cat #A32730; RRID:AB_2633279	IB (1:50,000)
Antibody	Alexa-Fluor 680 anti-rat IgG	Invitrogen	Cat #A-21096, RRID:AB_141554	IB (1:10,000)
Antibody	Alexa-Fluor 555 anti-rabbit IgG	Invitrogen	Cat # A32732, RRID:AB_2633281	IF (1:3000)
Recombinant DNA reagent	pEGFP-C3	BD Biosciences Clontech	6082–1	
Recombinant DNA reagent	pEGFP-C3-YEATS2	This paper		YEATS2 overexpression construct
Recombinant DNA reagent	pGL3-Basic	Promega	E1751	
Recombinant DNA reagent	pGL3-Basic-Luc 508	This paper		YEATS2 promoter deletion construct
Recombinant DNA reagent	pGL3-Basic-Luc 311	This paper		YEATS2 promoter deletion construct
Recombinant DNA reagent	pGL3-Basic-Luc 508 Mut	This paper		YEATS2 promoter deletion construct with mutated SP1 binding site
Recombinant DNA reagent	pCMV-3Tag-1A	Agilent	240195	
Recombinant DNA reagent	pCMV-3Tag-1A-SPARC	This paper		SPARC overexpression construct
Recombinant DNA reagent	pCMV-3Tag-1A-GCDH	This paper		GCDH overexpression construct
Recombinant DNA reagent	pCMV-3Tag-1A-SP1	This paper		SP1 overexpression construct
Chemical compound, drug	Crotonic acid	Sigma-Aldrich	113018	Used to prepare sodium crotonate
Software, algorithm	STAR	Dobin et al., 2013	RRID:SCR_004463	https://code.google.com/archive/p/rna-star/
Software, algorithm	HTSeq v2.0.5	Anders et al., 2015	RRID:SCR_005514	https://github.com/htseq/htseq
Software, algorithm	DESeq2	Love et al., 2014	RRID:SCR_015687	DESeq2 package
Software, algorithm	Gene Set Enrichment Analysis (GSEA)	Subramanian et al., 2005	RRID:SCR_003199	http://software.broadinstitute.org/gsea/
Software, algorithm	Samtools	Li et al., 2009	RRID:SCR_002105	http://htslib.org/
Software, algorithm	deepTools v3.5.6	Ramírez et al., 2014	RRID:SCR_016366	https://github.com/deeptools/deepTools
Software, algorithm	Bowtie2 v2.3.4	Langmead and Salzberg, 2012	RRID:SCR_016368	https://bowtie-bio.sourceforge.net/bowtie2/manual.shtml
Software, algorithm	MACS2 v2.1.2	Zhang et al., 2008	RRID:SCR_013291	https://github.com/macs3-project/MACS/
Software, algorithm	DiffBind v3.6.5	Stark and Brown, 2012	RRID:SCR_012918	https://bioconductor.org/packages/release/bioc/html/DiffBind.html

**Table 1.** Sequences of shRNAs used in this study.

shRNA	Target Sequence 5'–3'
shControl	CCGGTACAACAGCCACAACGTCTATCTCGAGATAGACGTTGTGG
sh*YEATS2*_1	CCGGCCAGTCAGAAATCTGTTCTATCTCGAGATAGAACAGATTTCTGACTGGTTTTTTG
sh*YEATS2*_2	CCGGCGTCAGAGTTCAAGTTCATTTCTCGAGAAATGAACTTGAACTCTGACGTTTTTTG
sh*SP1*_1	CCGGCCCAAGTTTATTTCTCTCT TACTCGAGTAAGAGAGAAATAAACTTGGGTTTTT
sh*SP1*_2	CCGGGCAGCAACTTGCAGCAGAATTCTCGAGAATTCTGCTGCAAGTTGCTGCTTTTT
sh*GCDH*_1	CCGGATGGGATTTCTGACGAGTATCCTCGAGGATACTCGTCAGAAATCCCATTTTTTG
sh*GCDH*_2	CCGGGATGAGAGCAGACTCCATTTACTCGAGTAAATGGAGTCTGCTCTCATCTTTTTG
sh*EP300*_1	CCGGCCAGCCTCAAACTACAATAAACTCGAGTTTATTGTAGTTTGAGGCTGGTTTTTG
sh*EP300*_2	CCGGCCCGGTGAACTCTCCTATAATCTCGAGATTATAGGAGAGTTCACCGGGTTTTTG

### Cell culture

Human head and neck cancer cell lines BICR10 and SCC9 were obtained from the European Collection of Authenticated Cell Cultures (ECACC). HEK293T cell line was obtained from American Type Cell Culture (ATCC). Cells were cultured in media recommended by ECACC and ATCC, supplemented with 10% FBS (Sigma, F7524), 100 units/mL of penicillin and streptomycin (Invitrogen, 15140122) and 4 mmol/L L-glutamine (Sigma, G7513). All cell lines were cultured in a humidified atmosphere at 37 °C and 5% CO_2_. Transfection of overexpression and promoter-deletion constructs was performed using polyethylenimine (PEI) (Polysciences, 23966). For crotonate supplementation, cells were treated with 2.5 mM sodium crotonate (pH 7.4, prepared by neutralizing crotonic acid using sodium hydroxide) for 36 hr before harvesting. Cell identity was authenticated using STR profiling. Routine PCR testing confirmed that the cells were free of mycoplasma contamination.

### Head and neck cancer sample collection

The study was approved by the Institute Ethics Committee of the Indian Institute of Science Education and Research, Bhopal, India. Head and neck cancer samples were collected after obtaining informed consent from patients undergoing surgery at Bansal Hospital, Bhopal, India. Details of patients are given in Supplementary file 6.

### Bioinformatics analyses

In order to study cancer-associated epigenetic factors, we analyzed The Cancer Genome Atlas (TCGA) mRNA expression dataset using TCGAbiolinks package Colaprico et al., 2016 in R to obtain epigenetics-related genes that are significantly upregulated in head and neck cancer as compared to normal tissues. Survival analysis was then performed using an online tool OncoLnc (http://www.oncolnc.org). Results of this analysis are given in Supplementary file 1. To obtain the expression of individual genes in TCGA, online platforms like Gepia2 (Tang et al., 2019) and UALCAN (Chandrashekar et al., 2022) were used. Correlation analysis was done using Gepia2; EMT hallmark signature (EPITHELIAL_MESENCHYMAL_TRANSITION) used was downloaded from MSigDb database (Liberzon et al., 2011). GSEA was performed as described previously (Pant et al., 2020). Stratification of TCGA gene expression data on the basis of *YEATS2 *expression was done and the enrichment of various metabolic pathways (Su et al., 2020) in the YEATS2_high vs. YEATS2_low group was performed using GSEA software (Subramanian et al., 2005). Results of this analysis are provided in Supplementary file 3.

### RNA interference

SCC9 and BICR10 cells (2×10^5^) were seeded in a 6-well plate. After 24 hr of seeding, cells were infected with lentivirus containing small hairpin RNA (shRNA) (Sigma, Mission Human Genome shRNA Library) against *YEATS2*, *SP1, EP300,* and *GCDH* or shControl plasmid with 8 μg/mL polybrene (Sigma, H9268) containing media. Selection was then done using puromycin at 1 μg/mL (Sigma, P9620) for 3 days before harvesting. Sequences of shRNA are provided in Table 1.

### Molecular cloning

The *YEATS2* gene was cloned in pEGFP-C3, whereas *SPARC, SP1,* and *GCDH* were cloned in pCMV-3Tag-1A overexpression plasmid (amplified using Phusion Polymerase, NEB, M0530S). *YEATS2* was cloned between SalI and SmaI sites, *SPARC* between BamHI and HindIII sites, *SP1* between EcoRI and SalI sites, and *GCDH* between HindIII and SalI sites. The construct was then confirmed using colony PCR and Sanger sequencing. Promoter deletion constructs of *YEATS2 *were cloned in pGL3-Basic vector between KpnI and HindIII RE sites. cDNA or genomic DNA from BICR10 cells was used as template in all PCR reactions.

### Site-directed mutagenesis

The site-directed mutant construct of the *YEATS2 *promoter-deletion construct was prepared by using a strategy previously described (Zhang et al., 2021). Oligonucleotides with mutations in the SP1-binding sites present from –71 bp to –60 bp upstream of the *YEATS2 *TSS (ccCGCccCGCccCGCcct to ccATAccATAccATAcct) were used. The wild-type YEATS2 Luc-508 promoter-deletion construct was used as a template. The primers used are given in Table 2. The mutation was confirmed by DNA Sanger sequencing.

**Table 2.** Sequences of primers used in this study.

Molecular Cloning	Forward primer 5'–3'	Reverse primer 5'–3'
YEATS2 Luc-508	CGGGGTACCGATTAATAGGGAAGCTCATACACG	CCCAAGCTTAAACAATGCCCCGGAGAG
YEATS2 Luc-311	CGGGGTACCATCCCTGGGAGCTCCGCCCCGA	CCCAAGCTTAAACAATGCCCCGGAGAG
YEATS2 Luc-508 Mut	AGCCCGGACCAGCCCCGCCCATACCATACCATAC CTCATCCCTGGGAGCTCCG	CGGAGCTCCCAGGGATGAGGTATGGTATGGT ATGGGCGGGGCTGGTCCGGGCT
YEATS2 Overexpression	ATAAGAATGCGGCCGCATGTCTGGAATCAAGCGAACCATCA	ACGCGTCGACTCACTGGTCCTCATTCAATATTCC
SPARC Overexpression	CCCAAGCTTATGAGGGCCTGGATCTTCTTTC	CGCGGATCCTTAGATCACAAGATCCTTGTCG
GCDH Overexpression	CCCAAGCTTATGGCCCTGAGAGGCGTCT	ACGCGTCGACTCACTTGCTGGCCGTGAACG
SP1 Overexpression	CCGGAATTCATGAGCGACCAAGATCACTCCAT	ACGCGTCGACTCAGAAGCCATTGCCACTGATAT
**RT-qPCR**	**Forward primer 5'–3'**	**Reverse primer 5'–3'**
*YEATS2*	TGCACAACAGTCTGAAGGAATG	TGGCAGCCTTGCAGGTT
*MRGBP*	GAAGAACTCCTCAGACTTGGG	CTTGGCAGCACTGGGACT
*RUVBL1*	CAGAAATCACAGACAAACTTCGAG	TGGATGCAAAGATGACGAT
*SPARC*	GCAGCAATGACAACAAGACC	AAGGCCCGATGTAGTCCAG
*GCDH*	CCTCGACAGGATGCAGTT	TTGTCCTGGTCCTTCAAGC
*RPS16*	AAACGCGGCAATGGTCTCATCAAG	TGGAGATGGACTGACGGATAGCAT
**ChIP-qPCR**	**Forward primer 5'–3'**	**Reverse primer 5'–3'**
*SPARC* Promoter	AGATCAAGACACTTGGGCCT	GATGACCCAGAACAGCCTCT
*YEATS2* Promoter	GTCCCAGCCCGGACCAGCC	CCCCGCACGTCAGCAGCTG
*GCDH* Promoter	CGGATTCTAGGAGGAACCAATG	CGAGGCTACAGTGCAACTGAC

### Luciferase assay

BICR10 and SCC9 cells (2.5×10^5^) were seeded in 6-well plate. After 24 hr, cells were co-transfected with either *YEATS2*-promoter deletion wild-type constructs or SP1-site mutated constructs and pRL-TK Renilla (Promega, E2231) luciferase plasmid. After 24 hr of transfection, cells were lysed using passive lysis buffer (1% Triton X-100, 25 mM Tricine pH 7.8, 15 mM potassium phosphate pH 7.8, 15 mM magnesium sulphate, 4 mM EGTA, 1 mM DTT). The Firefly/Renilla luciferase activity was measured using a luminescence detecting plate reader (CYTATION 5, BioTeK).

### Transwell invasion assay

BICR10 and SCC9 (2×10^4^) cells resuspended in FBS-free media were added to the upper chamber of transwell setup over a Matrigel layer (Corning, 356230) and incubated for 24  hr in a cell culture incubator. Lower chamber of the setup contained media supplemented with FBS. The non-migrated cells in the upper layer of Matrigel were removed, and cells migrated to the lower chamber of transwell were fixed in 4% formaldehyde and then stained with crystal violet (0.05% in 10% methanol in 1×PBS). Five random fields were counted using an inverted microscope (Olympus CKX41).

### Wound healing assay

BICR10 and SCC9 (1.2×10^5^) cells were seeded in a 12-well plate. 12 hr after the cells had attached, a scratch was made in the center of each well and wound healing was monitored for 2 days. Three random regions per well were monitored for migration using the EVOS FL Auto 2 Imaging System by Thermo Scientific.

### 3D invasion assay

BICR10 and SCC9 (1×10^4^) cells were seeded in a 96 Well Round (U) Bottom Plate. 48 hr after cell seeding, spheres were transferred to a different flat-bottom 96-well plate coated with collagen matrix (Rat Tail Collagen I, Corning 354236) and invasion was checked after 4 days. Images were taken using an Olympus CKX41 microscope.

### Immunoblotting

Cells were lysed using urea lysis buffer (8 M urea, 2 M thiourea, 2% CHAPS, 1% DTT) supplemented with 1x protease inhibitor cocktail (0.5 mM Leupeptin, 250 μM pepstatin, 50 mM EDTA, 1 mM PMSF) at 4 °C for 30 min and spun at maximum speed in a 4 °C centrifuge for 1 hr. Equal amount of samples were loaded on a denaturing polyacrylamide gel and transfer was done to an activated PVDF membrane. After transfer, the blots were incubated with recommended dilutions of primary antibodies overnight at 4 °C, followed by 40 min incubation with secondary antibody. The blots were scanned using the Odyssey Membrane Scanning System. Antibodies used: YEATS2 (Proteintech, 24717–1-AP), SP1 (CST, 9389 S), SPARC (CST, 5420 S), GCDH (Sigma, HPA043252), N-Cadherin (Abcam, ab19348), Vimentin (Abcam, ab137321), Twist1 (CST, 46702 S), GAPDH (CST, 5174 S), GFP (Affinity Biosciences, T0006), Flag-tag (Novus, NBP1-06712SS), H3K27cr (PTM Bio, PTM-545RM), Histone H3 (Active Motif, 61475), p300 (CST, 54062 S).

### Co-immunoprecipitation

Cells were lysed in Co-IP lysis buffer (50 mM Tris HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 10% glycerol, 1% NP-40) at 4 °C for 1 hr. Lysate was spun at maximum speed at 4 °C for 1 hr in a tabletop centrifuge. Co-IP mix for p300 IP and control IP was prepared by taking 1 mg of lysate and diluting it with Co-IP lysis buffer to make a total volume of 500 μl. Antibody for IP (p300, CST:54062 S) and control IP (Normal Rabbit IgG, CST: 2729 S) was added to the respective tubes and incubated overnight at 4 °C. After incubation, 15 μl of Protein G Dynabeads (Invitrogen, 10004D) was added to each tube and incubated for 2 hr at 4 °C, followed by washing using Co-IP lysis buffer. The captured protein complexes were eluted by adding Laemmli buffer to the beads. The tubes containing the beads were then heated at 95 °C for 5 min. The eluant was loaded on SDS-PAGE gel and immunoblotting was performed using a standard protocol.

### Immunofluorescence

Cells were plated at a seeding density of 2×10^5^ on a coverslip in a 6-well plate. Next day, cells were washed thrice with ice-cold PBS followed by 4% formaldehyde fixation and permeabilization with 0.1% Triton X-100 for 15 min. Blocking was done for 1 hr at RT using 2% BSA solution. Cells were then incubated with primary antibodies overnight at 4 °C (H3K27cr at 1:200; GCDH at 1:50). Cells were washed thrice with PBS and incubated with Alexa-Fluor 555 anti-rabbit IgG secondary antibody for 1 hr at RT. The cells were then counterstained with Hoechst 33342 (Invitrogen, HI399) and mounted using fluoroshield (Sigma, F6182). Imaging was performed using Olympus FV3000 live cell microscope with a ×60 and ×100 oil objective lenses, and image analysis was done using Image J software.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded human head and neck cancer tissue sections were obtained from Bansal Hospital, Bhopal, India. Clinical characteristics of patients used in the study are presented in Supplementary file 6. As described previously (Kakani et al., 2024), slides were kept at 65 °C for 2 hr on hot plate, deparaffinized and rehydrated. Heat-induced antigen retrieval was then performed using 10 mM sodium citrate buffer (pH 6 in microwave for 14 min). 1:10 dilution of 3% hydrogen peroxidase in methanol was used to quench endogenous peroxidase. Blocking was done with 3% BSA. Primary antibodies against ECHS1 (Sigma, HPA022476; 1:50 dilution), H3K27cr (1:200), GCDH (1:50), YEATS2 (1:50), and Twist1 (1:50) were used. HRP/DAB-chromogenic based Super Sensitive Polymer-HRP Detection System kit (BioGenex, QD430-XAKE) was used as per manufacturers instructions for staining. All slides were counterstained with Harris’ hematoxylin (Merck). The images were captured by the Thermo Scientific Invitrogen EVOS FL Auto 2 Imaging System. Images were then processed in Adobe Photoshop Version 7.0.

### Chromatin immunoprecipitation

ChIP assay was performed as described previously (Singh et al., 2017). Briefly, cells were fixed with 1% formaldehyde and quenched by 0.125 M glycine followed by cell lysis. Furthermore, cross-linked chromatin was sonicated to a chromatin fragment length of 100–400 bp approximately and chromatin was immunoprecipitated using YEATS2, H3K27cr, H3K27ac, SP1, and p300 antibody or control (immunoglobulin G) antibody overnight at 4 °C followed by addition of Protein G Dynabeads (Invitrogen, 10004D). The obtained complex and input DNA were de-crosslinked in TE buffer with 1% SDS and proteinase K (Invitrogen, 25530049) at 65 °C for overnight. Eluted DNA was then purified using PCR purification kit (QIAGEN, 28106). The immunoprecipitated (IP) DNA and 5% input were analyzed by qPCR using locus-specific primers (Table 2) and KAPA SYBR FAST qPCR Master Mix Kit (Roche, KK3604). IP DNA values were normalized to input using the following formula: 2^ (Ct_input - Ct_IP). Resultant values were subsequently normalized to IgG control IP DNA values. The relative values are represented as mean ± SEM of triplicates.

### RT-qPCR

Total was extracted using TRIzol (Invitrogen, 15596026) according to the manufacturer’s instructions. cDNA was synthesized from 3 μg of total RNA by PrimeScript 1st strand cDNA Synthesis Kit (TaKaRa, 6110 A). Amplification reactions were performed on qTOWER³ G (Analytik Jena) using KAPA SYBR FAST qPCR Master Mix Kit (Roche, KK3604). The gene expression was calculated using the following formula: 2^ (Ct_control - Ct_target) where *RPS16* is taken as control. Sequence of each primer used is given in Table 2.

### RNA-seq

RNA from shControl/ sh*YEATS2* BICR10 cells was extracted using TRIzol. QIAseq Stranded mRNA Lib Kit (Qiagen, 180441) kit was used to prepare libraries. Paired-end sequencing (2×150 bp) of these libraries was performed on Novaseq 6000 platform. Fastq files obtained after sequencing were aligned to GRCh38 human genome using STAR aligner (Dobin et al., 2013). Read counting for each sample was done using HTseq (Anders et al., 2015). Differential expression analysis was then performed using DESeq2 (Love et al., 2014). Genes with significant change (FDR corrected p-value <0.05) in expression are listed in Supplementary file 2.

### ChIP-seq

Eluted DNA obtained after performing ChIP assay in BICR10 cells using YEATS2 antibody was used. TruSeq ChIP Library Preparation Kit (IP-202–1012) was used to prepare libraries. Paired-end sequencing (2×100 bp) of these libraries was performed on the Novaseq 6000 platform. Fastq files obtained after sequencing were aligned to GRCh38 human genome using STAR aligner. Peak calling was performed using MACS2 with ‘--keep-dup=all’ parameter (Zhang et al., 2008). Genomic distribution of YEATS2 peaks was obtained using ChIPSeeker. For visualizing YEATS2 ChIP-seq signal over *SPARC* promoter, both replicate BAM files were merged using ‘samtools merge’ (Li et al., 2009) and then a bigWig file was generated using ‘bamCoverage’ function of deepTools (Ramírez et al., 2014). Genes having YEATS2 peak in their promoter region were obtained using Biomart by Ensembl (listed in Supplementary file 4). For H3K27cr ChIP-seq, ChIP assay was performed using chromatin from shControl and sh*YEATS2* BICR10 cells. Libraries were made using NEBNext Ultra II DNA library preparation for Illumina Kit (NEBNext, E7645S) and paired-end sequencing (2×150 bp) was performed on Novaseq 6000 platform. Fastq files were aligned to hg38 genome using Bowtie2 (Langmead and Salzberg, 2012), followed by peak calling with MACS2 and differential binding analysis using DiffBind (Stark and Brown, 2012). Differential sites with p-value <0.05 were considered significant.

### Statistical analysis

Data are presented as mean ± SEM unless otherwise stated. Three independent biological replicates (unless otherwise stated) have been performed for each experiment. All statistical analyses were conducted using GraphPad Prism 8 software. Statistical tests used and specific p values are indicated in the figure legends.

## Data Availability

YEATS2 and H3K27cr ChIP-Seq data is deposited at GEO database (GSE275975). RNA sequencing data from shControl and shYEATS2 cells has been deposited at GEO database (GSE275977). This study does not report any original code. The following datasets were generated: PantD ShuklaS 2025Maintenance of histone crotonylation by YEATS2 and GCDH drives EMT in head and neck cancer [ChIP-seq]NCBI Gene Expression OmnibusGSE27597510.7554/eLife.10332140810390 PantD ShuklaS 2025Maintenance of histone crotonylation by YEATS2 and GCDH drives EMT in head and neck cancer [RNA-seq]NCBI Gene Expression OmnibusGSE27597710.7554/eLife.10332140810390

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 1—source data 1.

Figure 1G

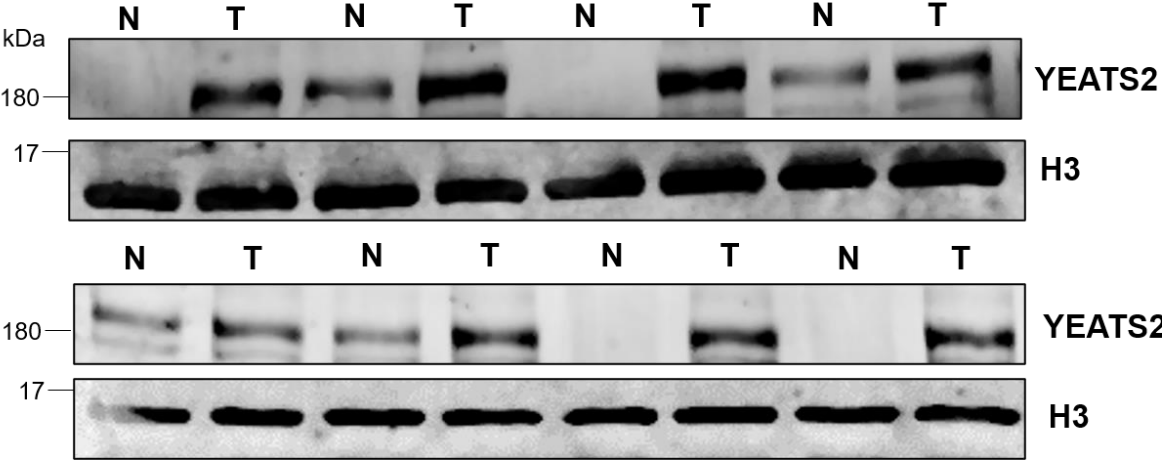

YEATS2

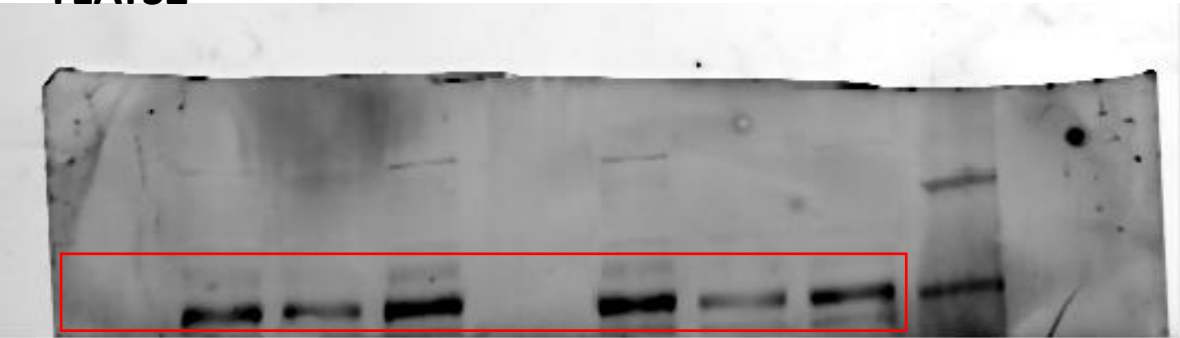

H3

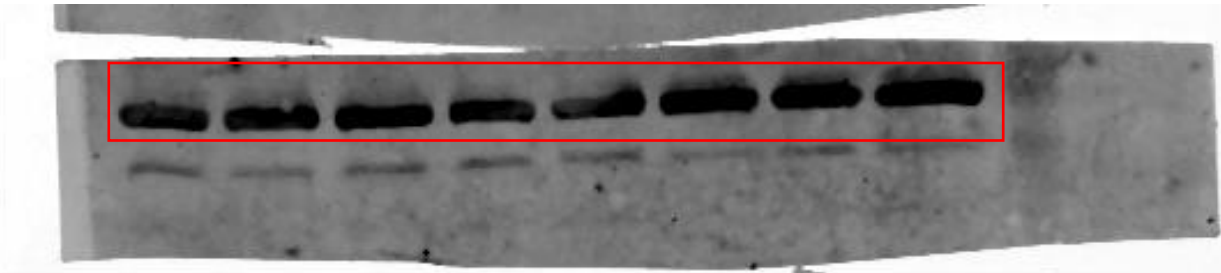

YEATS2

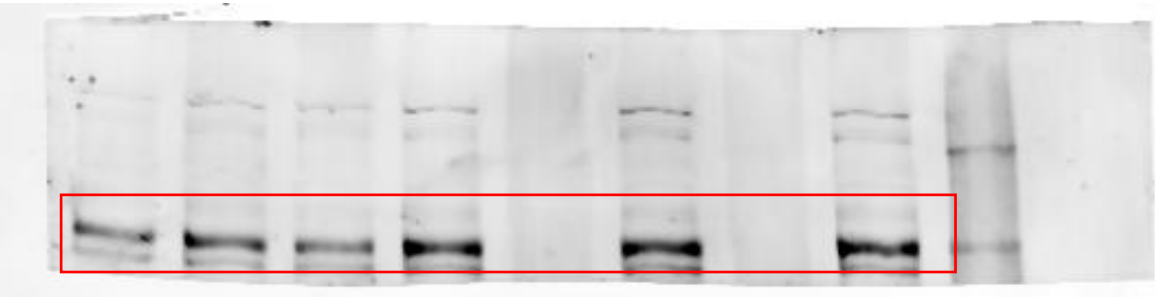

H3

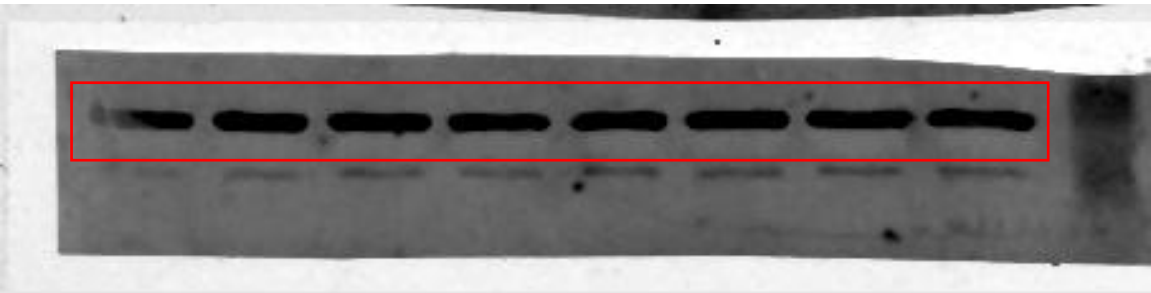

Figure 1—Source Data 1. PDF file containing original western blots for Figure 1G, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 1—figure supplement 1—source data 1.

Figure 1- Figure Supplement 1F

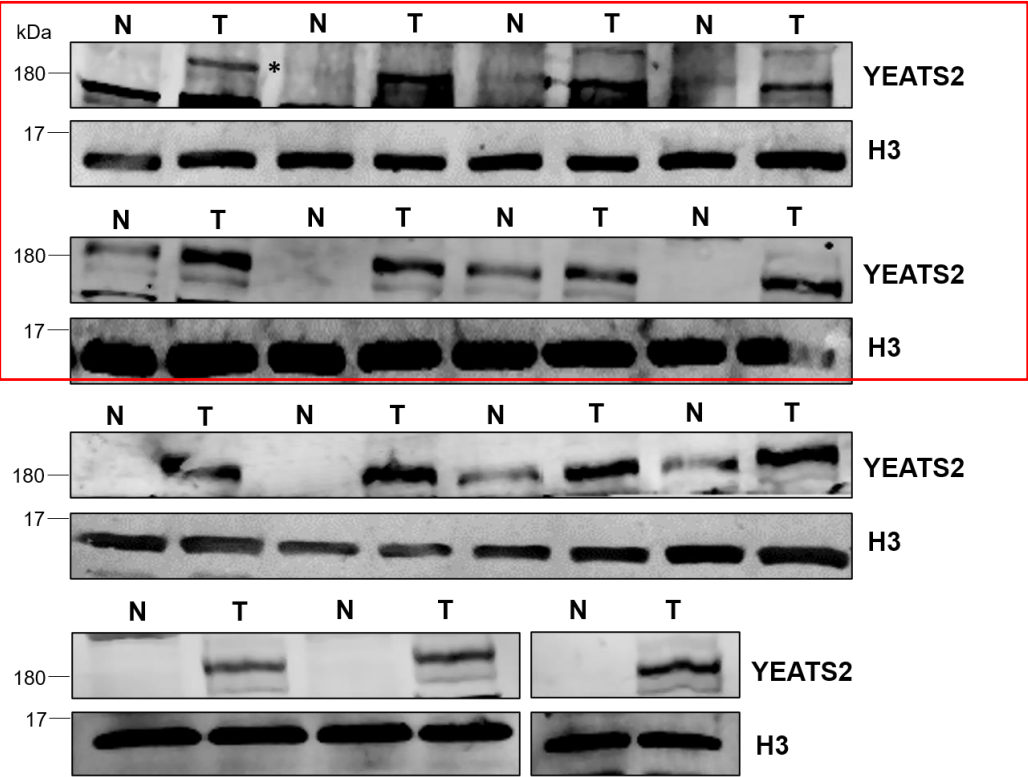

YEATS2

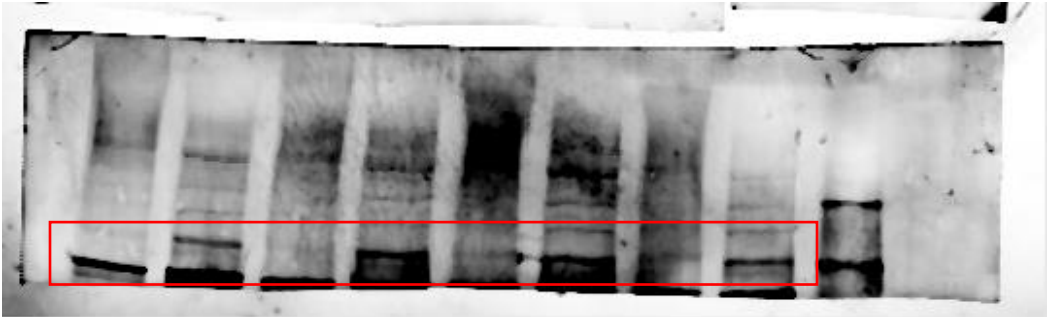

H3

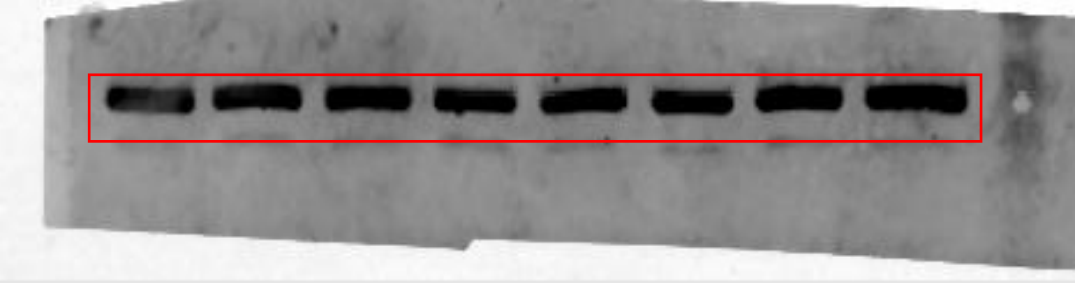

YEATS2

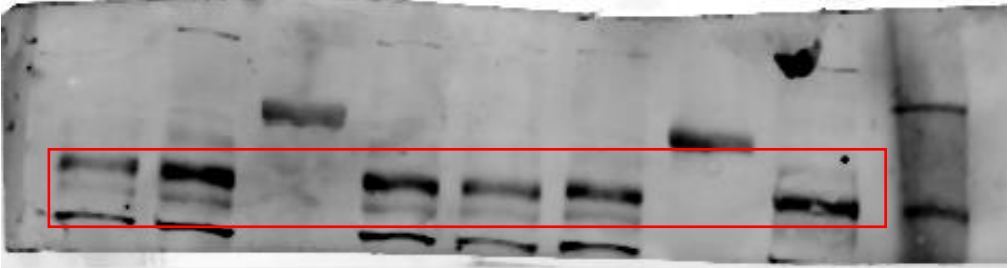

H3

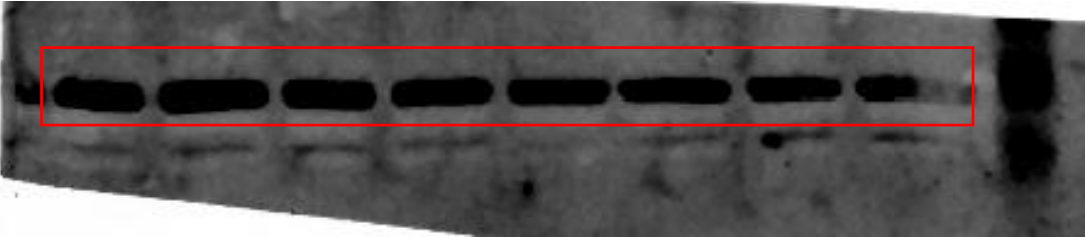

Figure 1- Figure Supplement 1F

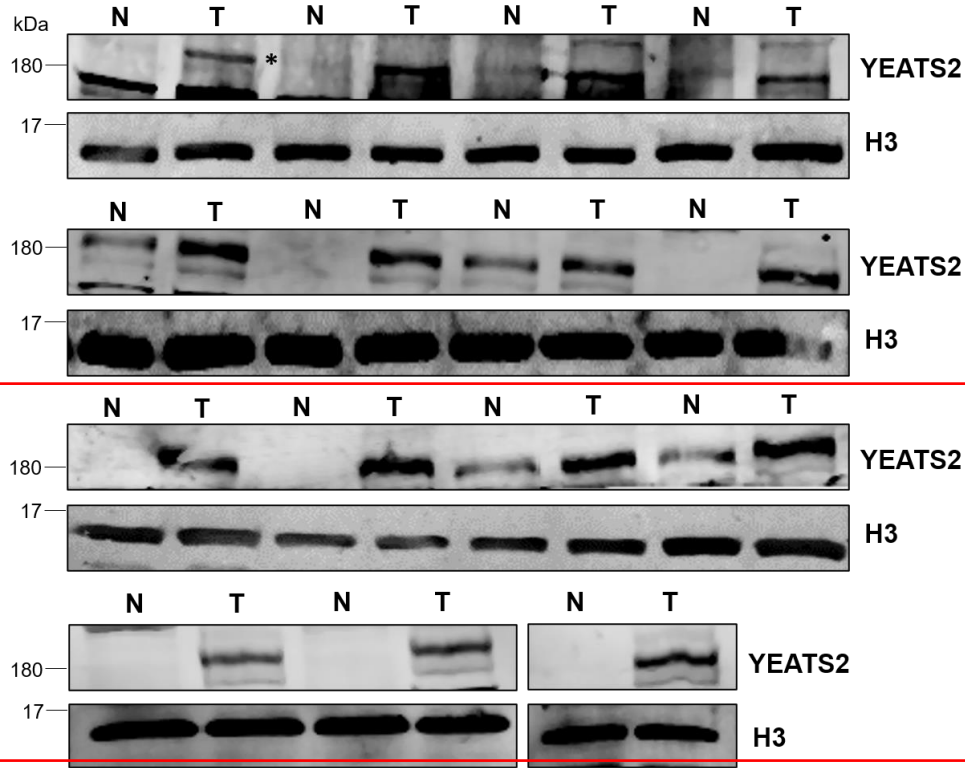

YEATS2

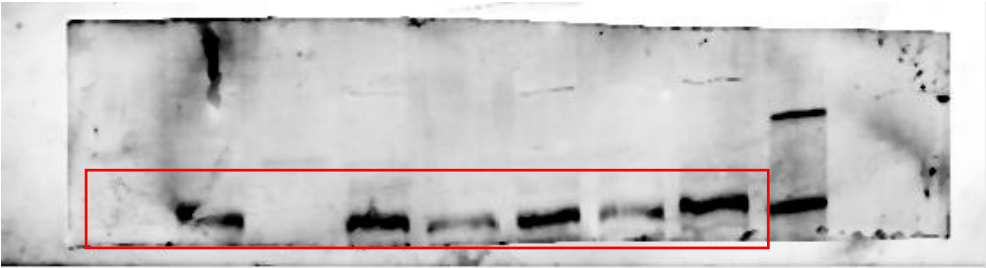

H3

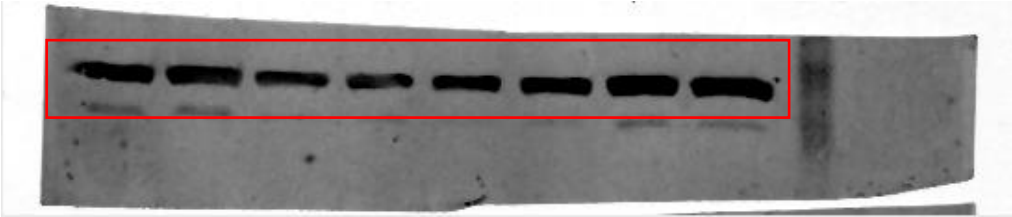

YEATS2

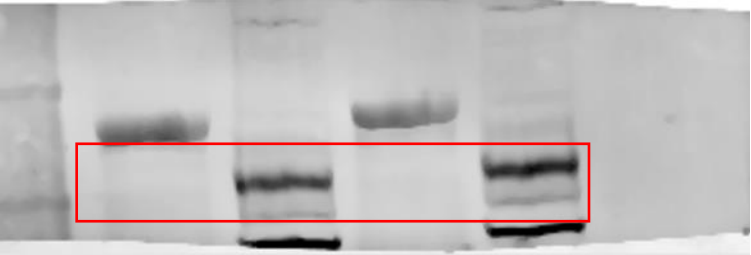

H3

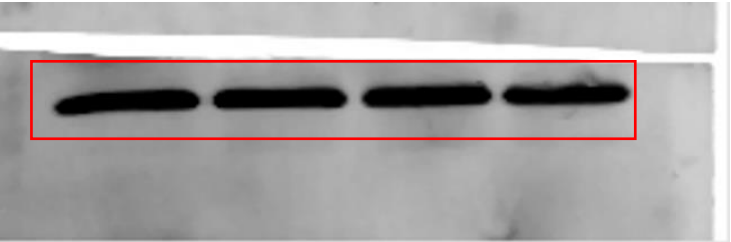

YEATS2

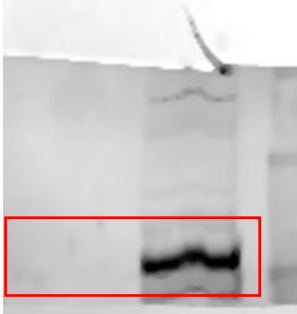

H3

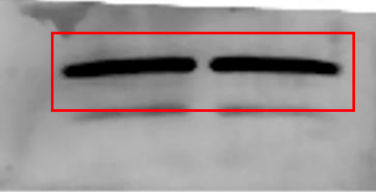

Figure 1—figure supplement 1—Source Data 1. PDF file containing original western blots for Figure 1—figure supplement 1F, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 2—source data 1.

**Figure 2A**

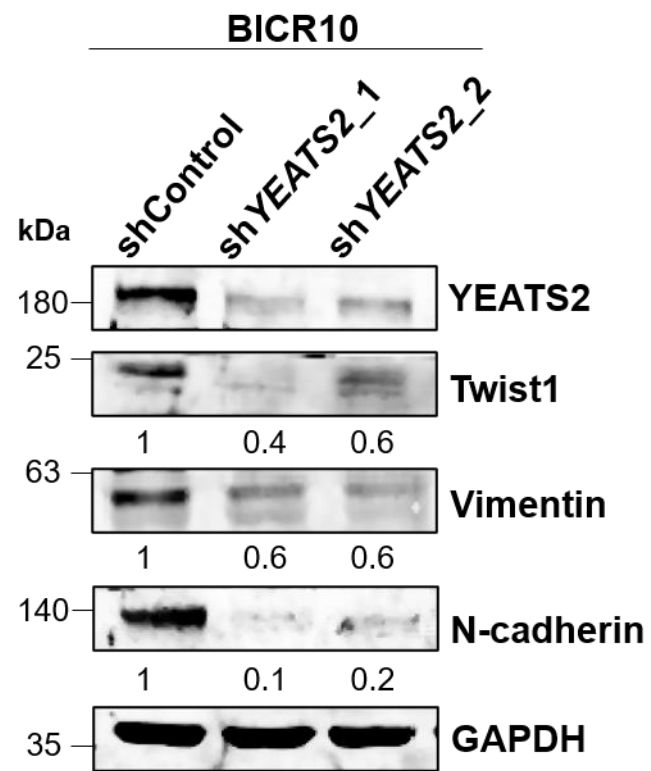

**YEATS2**

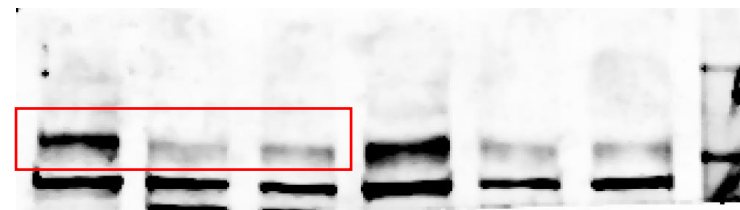

**Twist1**

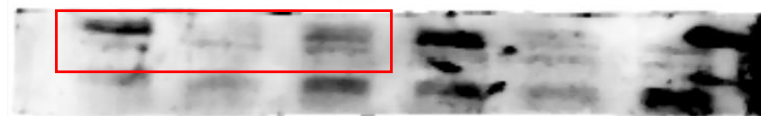

**Vimentin**

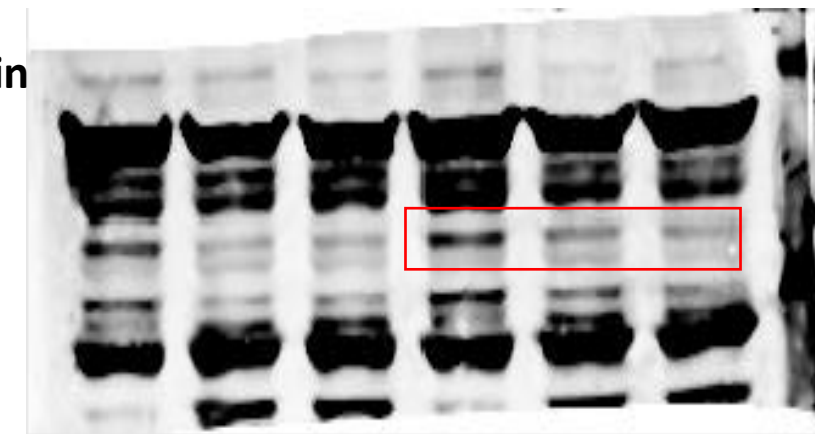

**N-Cadherin**

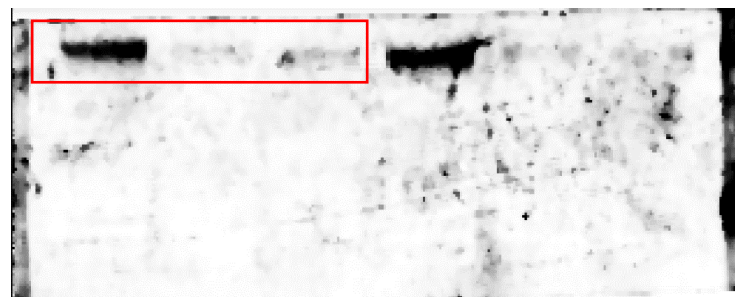

**GAPDH**

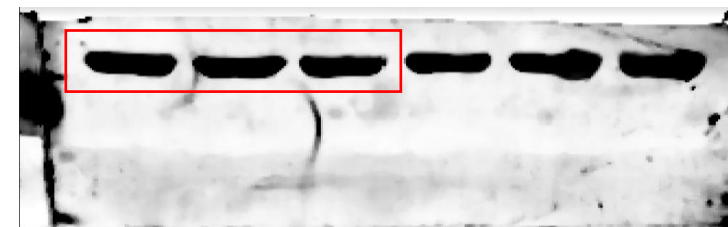

**Figure 2—Source Data 1.** PDF file containing original western blots for Figure 2A, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 2—figure supplement 1—source data 1.

Figure 2- Figure Supplement 1A

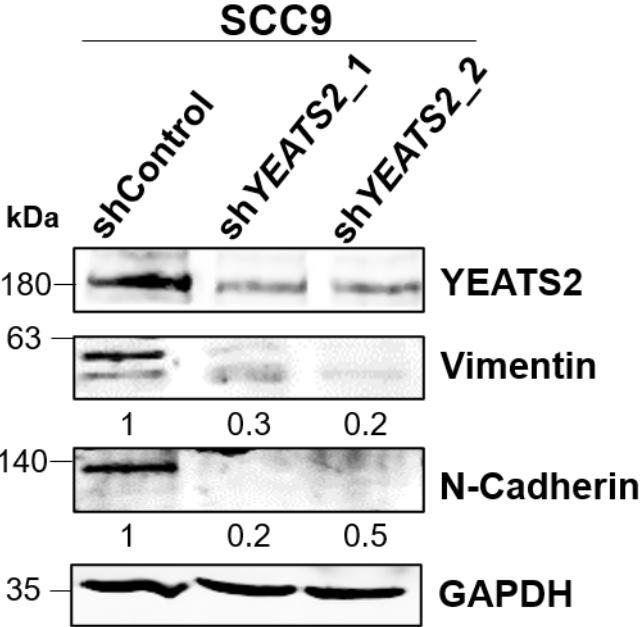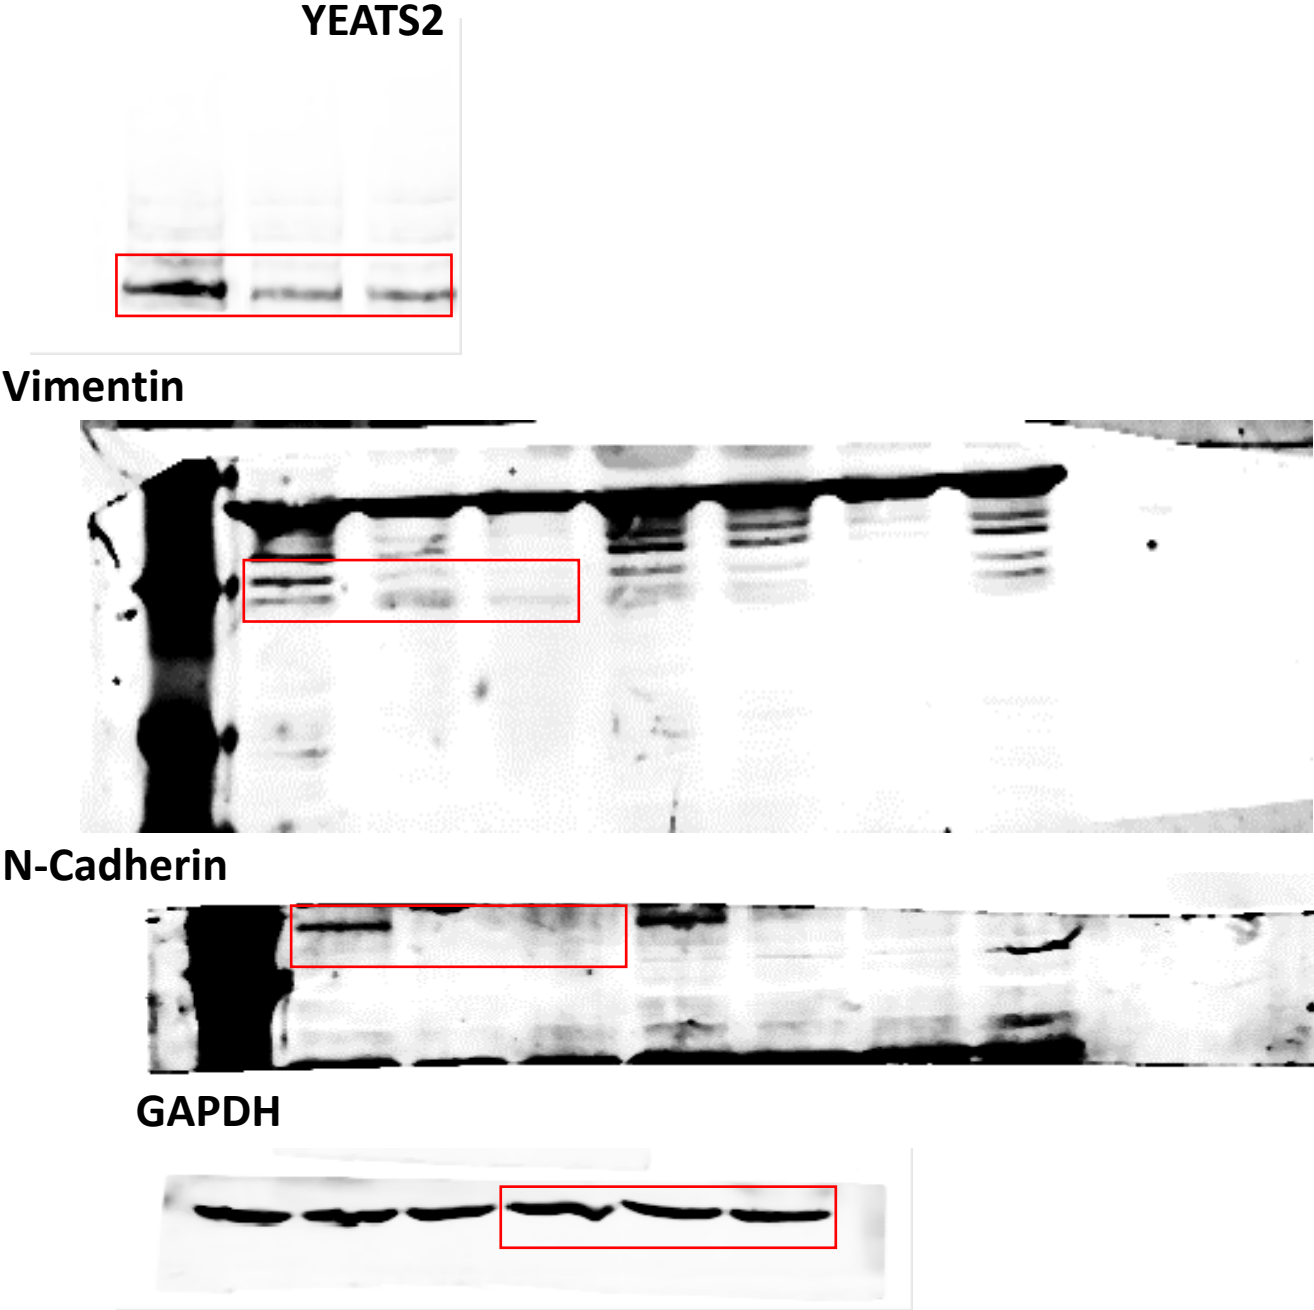

Figure 2- Figure Supplement 1C

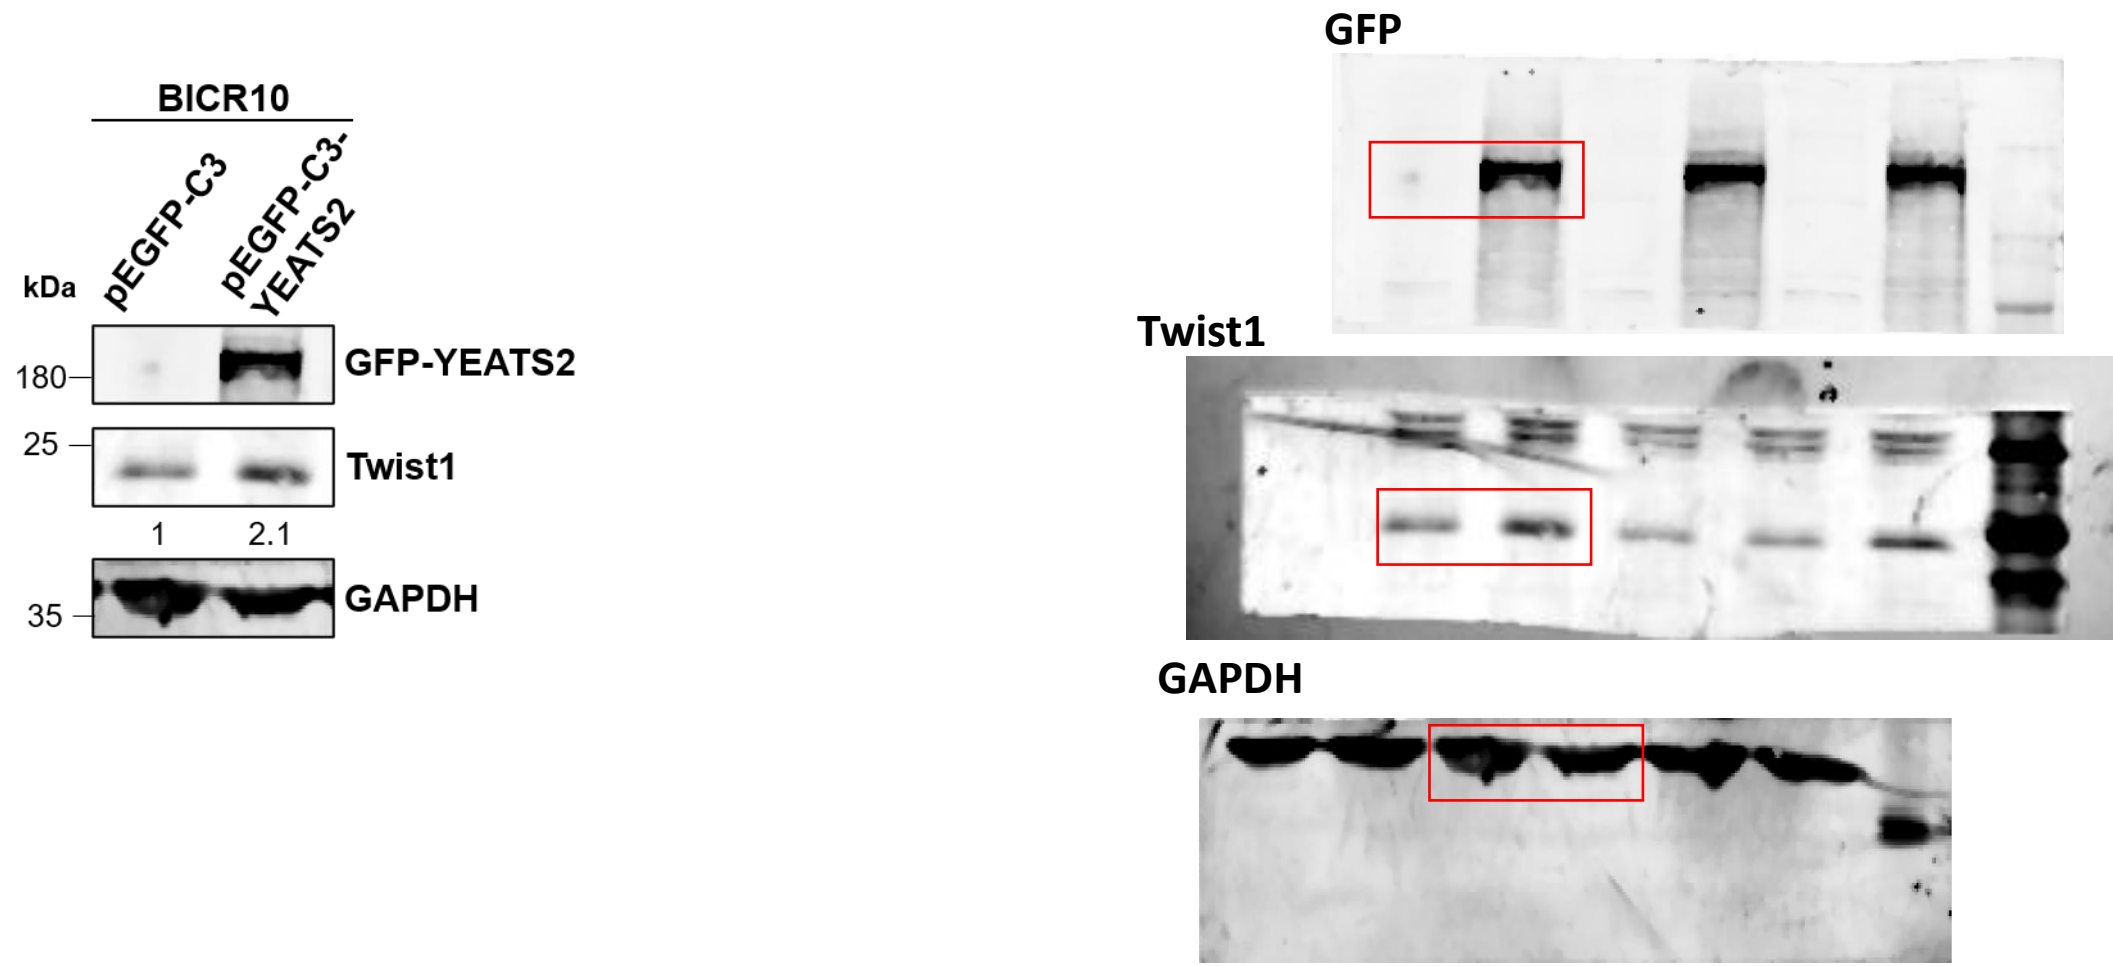

**Figure 2—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 2—figure supplement 1A and 1C, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 3—source data 1.

Figure 3C

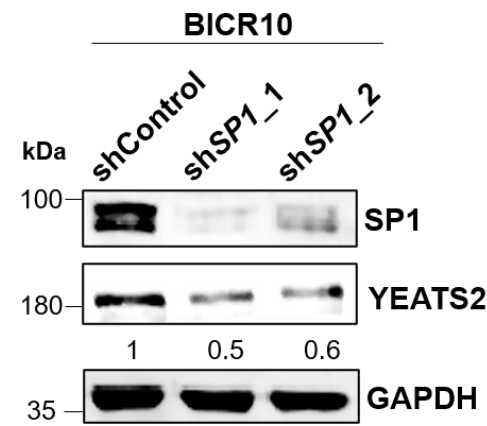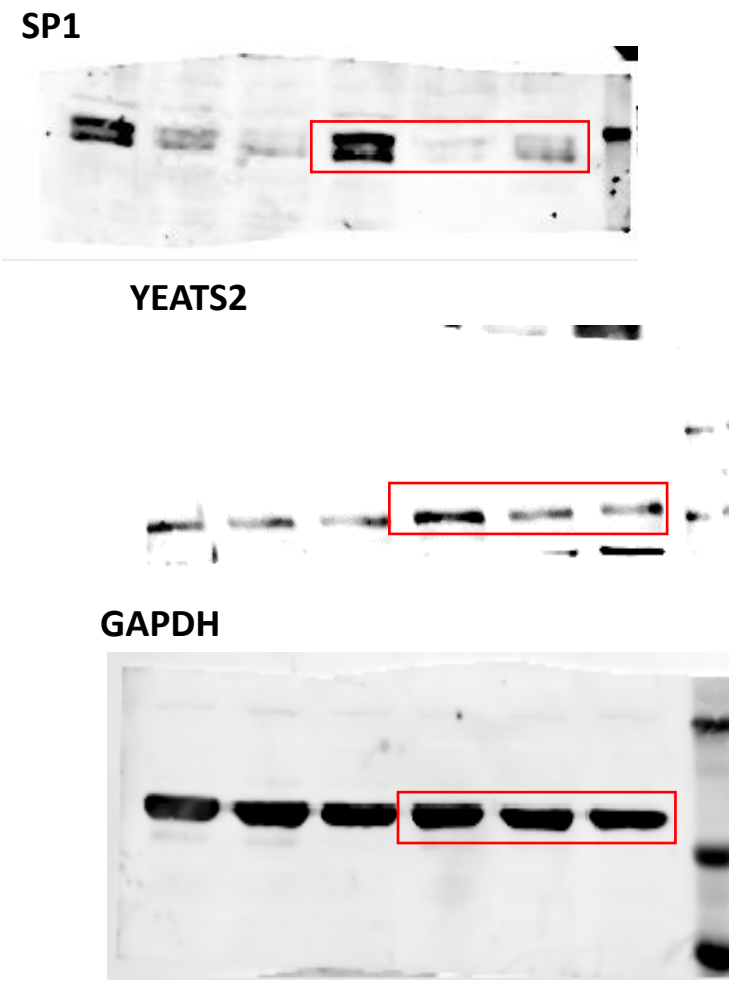

Figure 3G

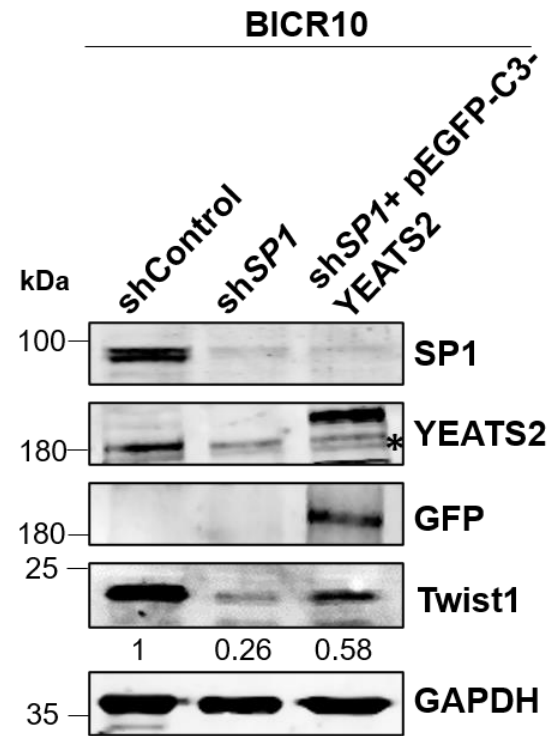

Twist1

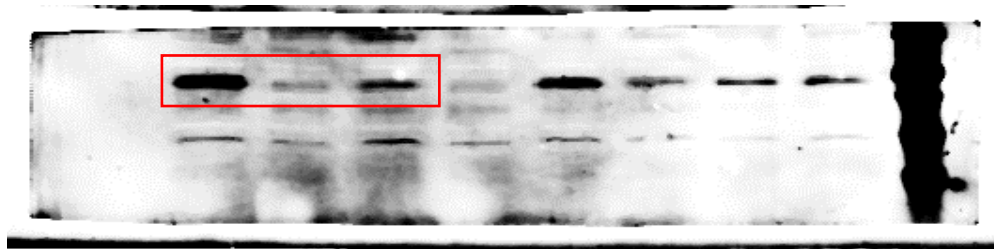

SP1

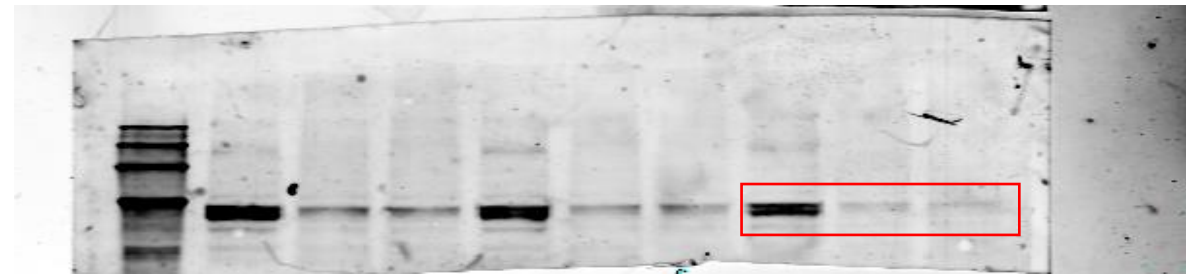

YEATS2

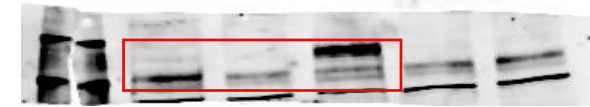

GFP

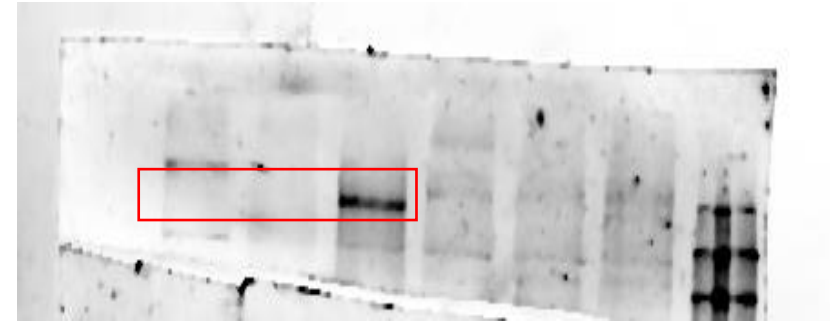

GAPDH

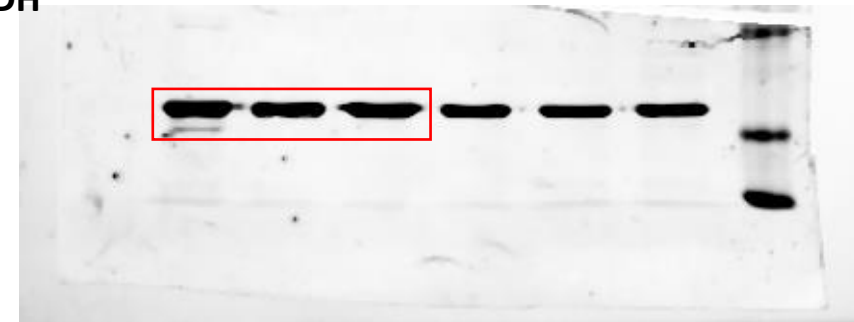

**Figure 3—Source Data 1.** PDF file containing original western blots for Figure 3C and 3G, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 3—figure supplement 1—source data 1.

Figure 3- Figure Supplement 1E

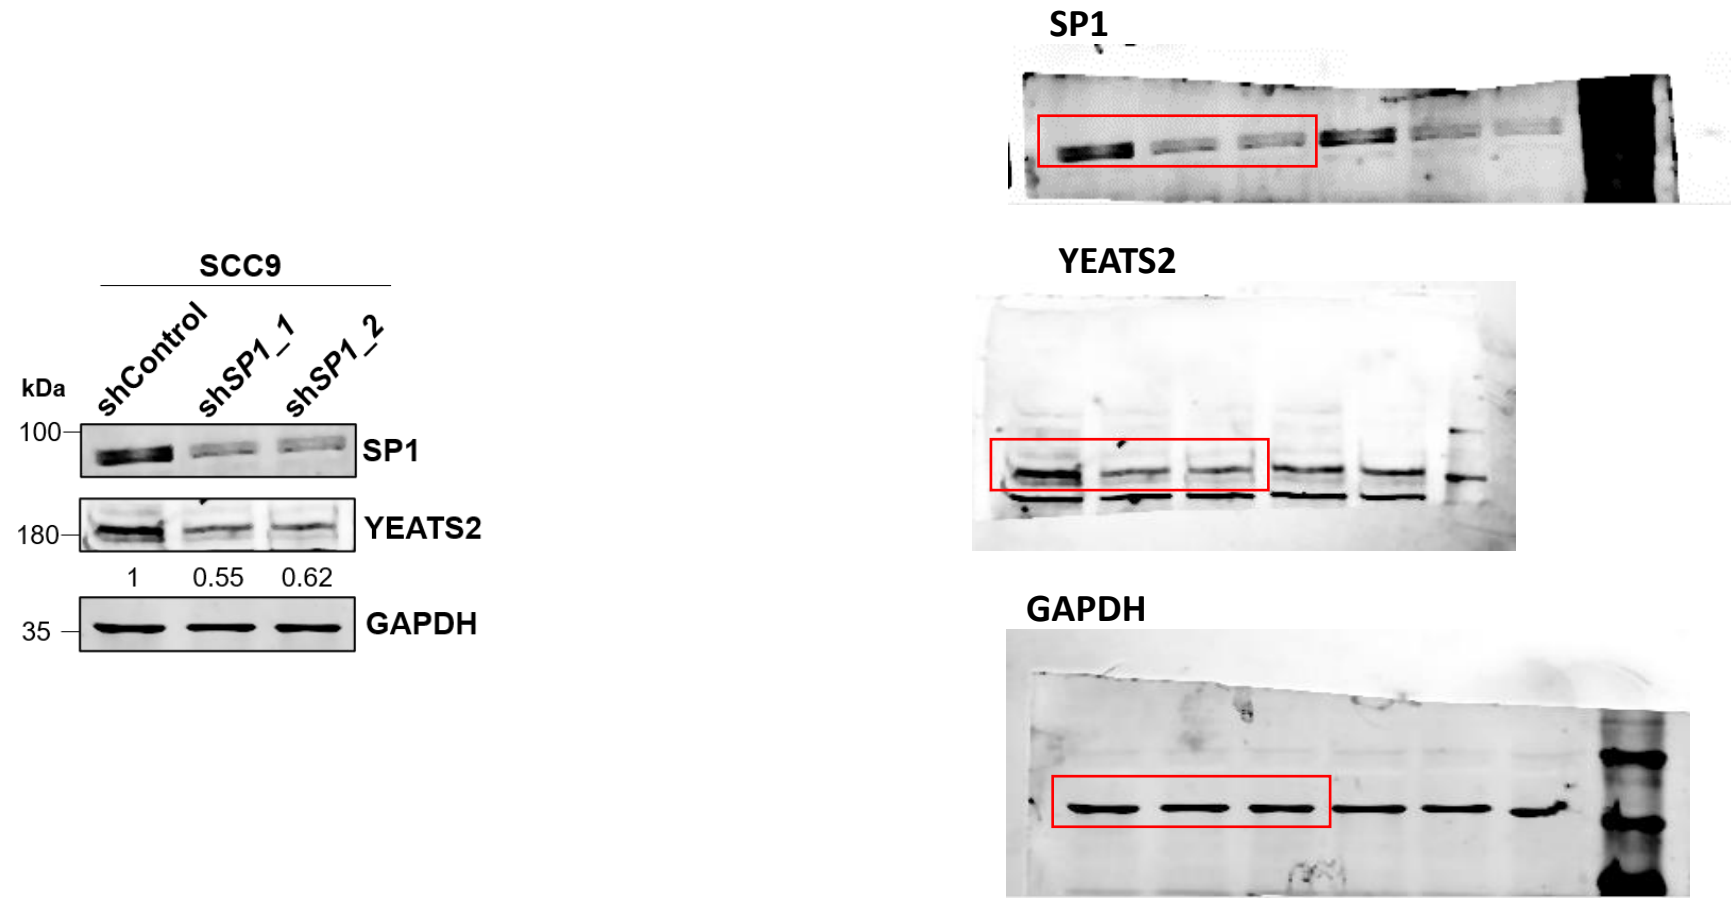

**Figure 3—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 3—figure supplement 1E, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 4—source data 1.

Figure 4D

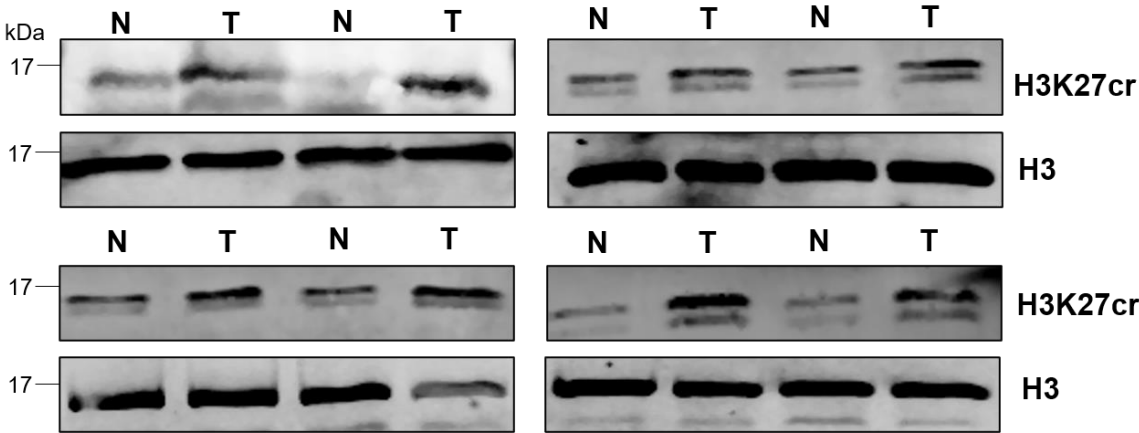

H3K27cr

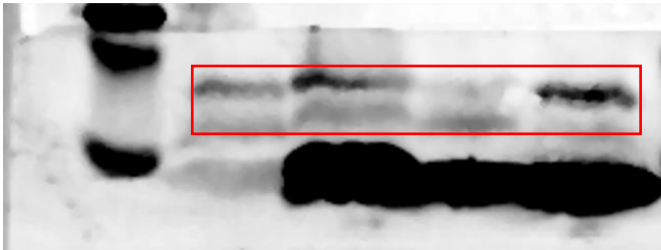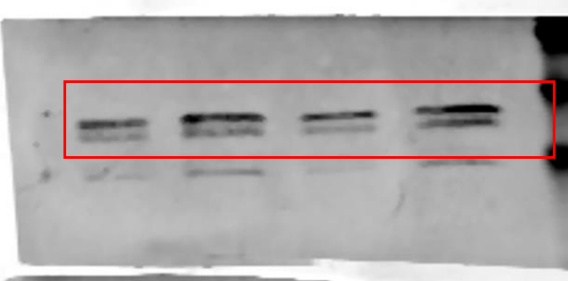

H3

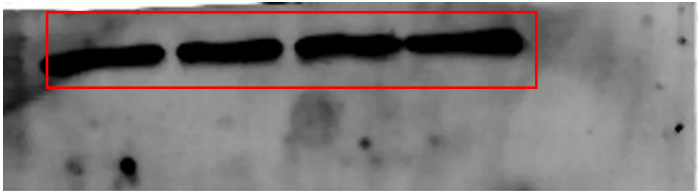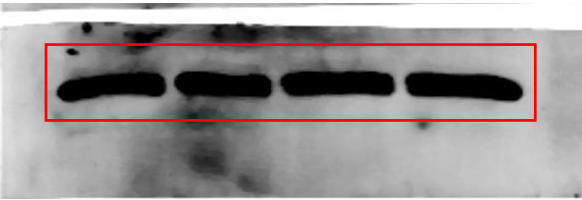

H3K27cr

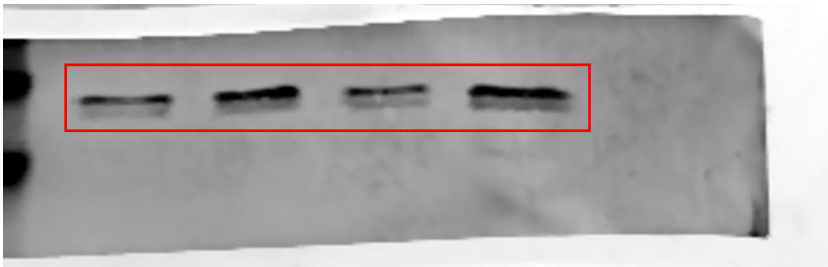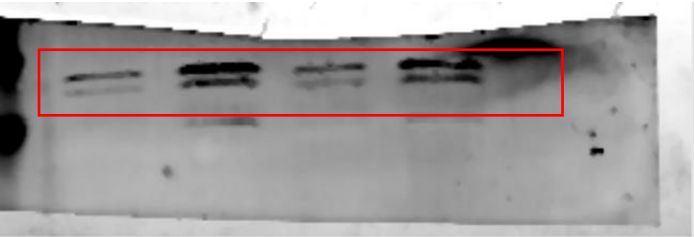

H3

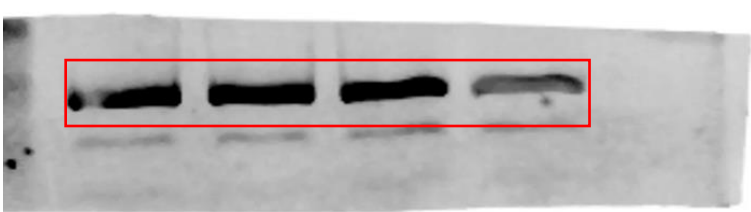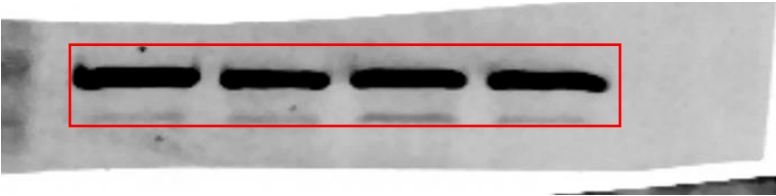

Figure 4G

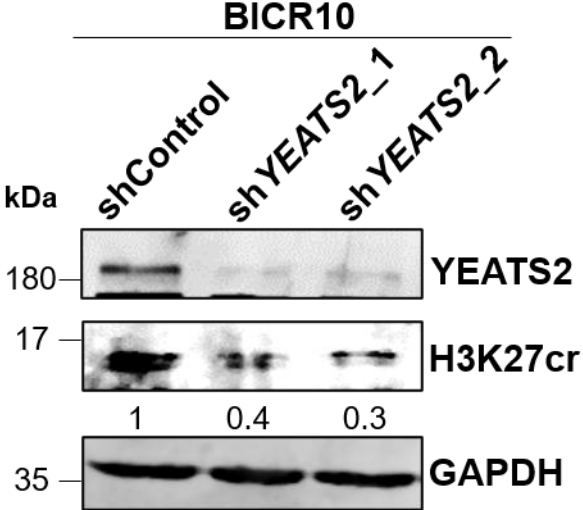

**YEATS2**

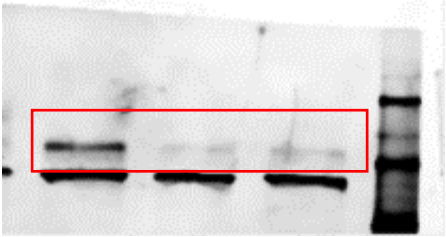

**H3K27cr**

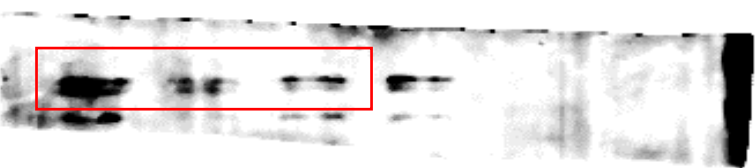

**GAPDH**

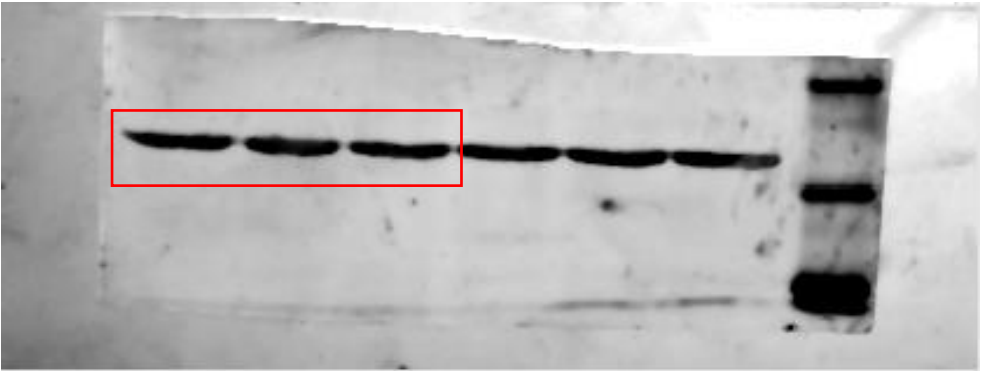

**Figure 4H**

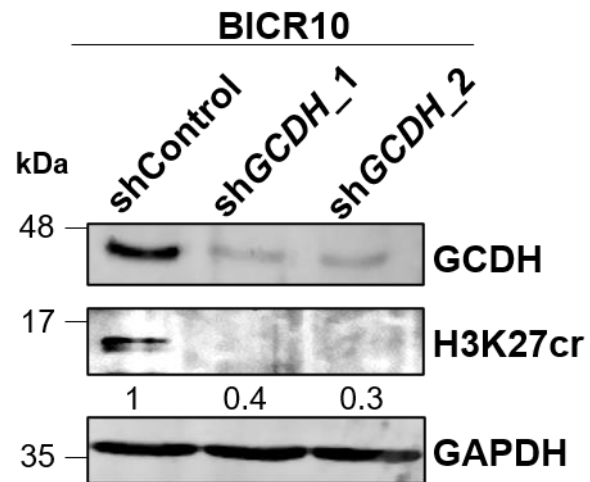

**GCDH**

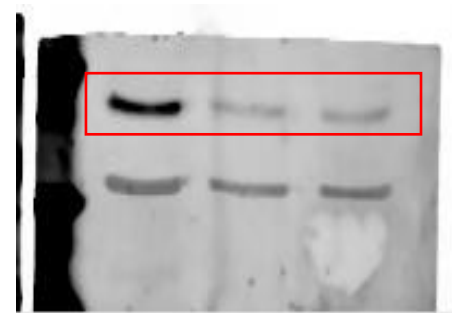

**H3K27cr**

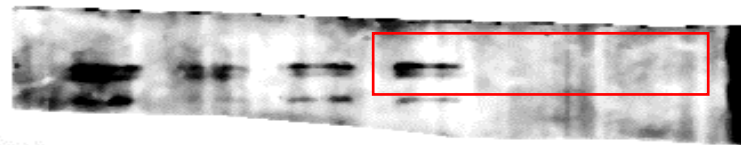

**GAPDH**

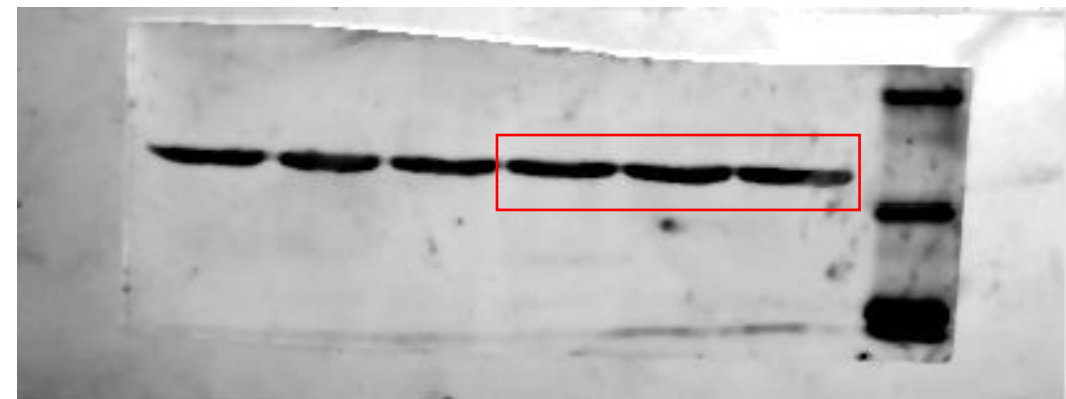

**Figure 4—Source Data 1.** PDF file containing original western blots for Figure 4D and 4G-H, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 4—figure supplement 1—source data 1.

Figure 4- Figure Supplement 1D

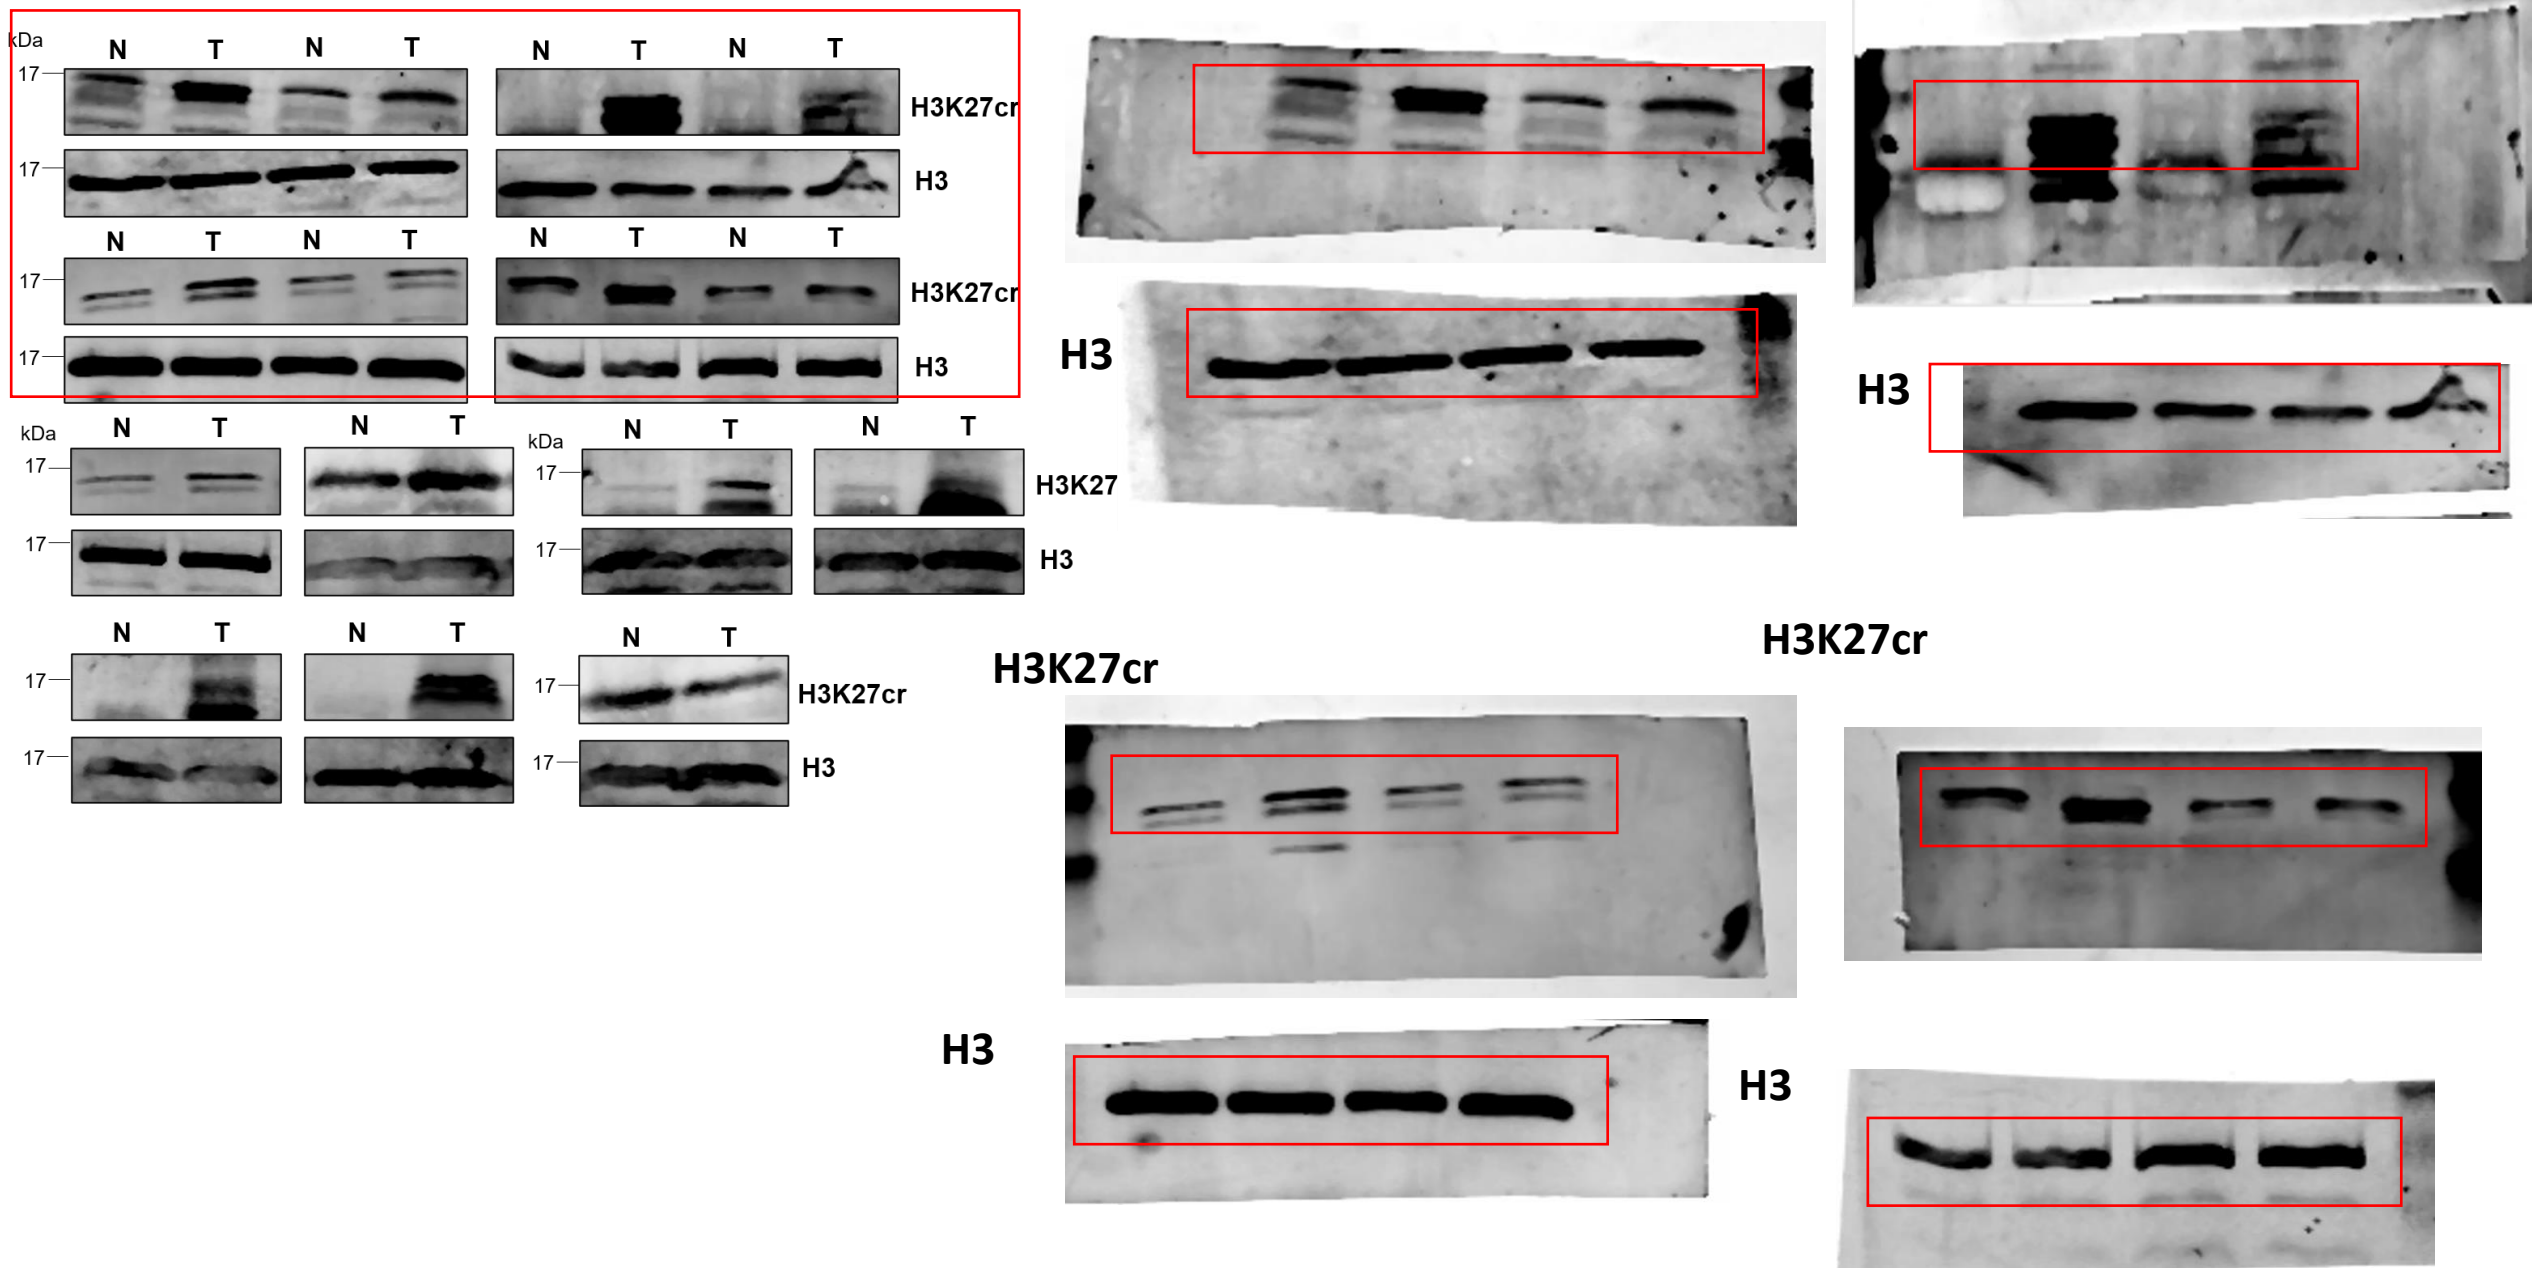

**Figure 4- Figure Supplement 1D**

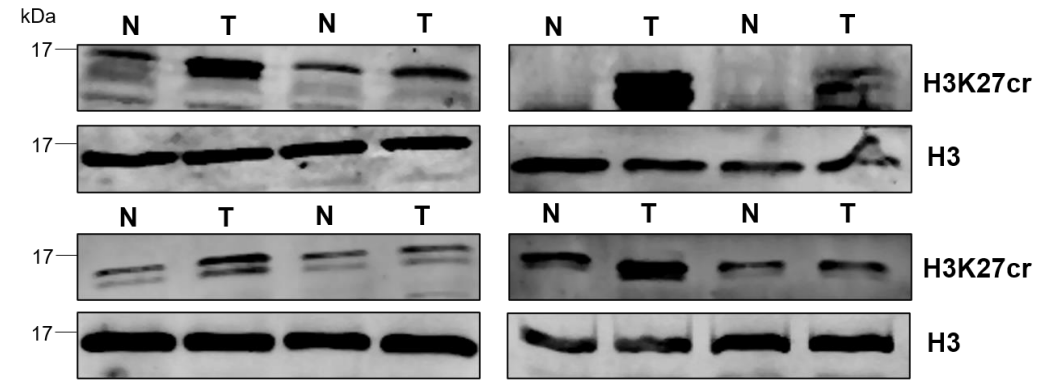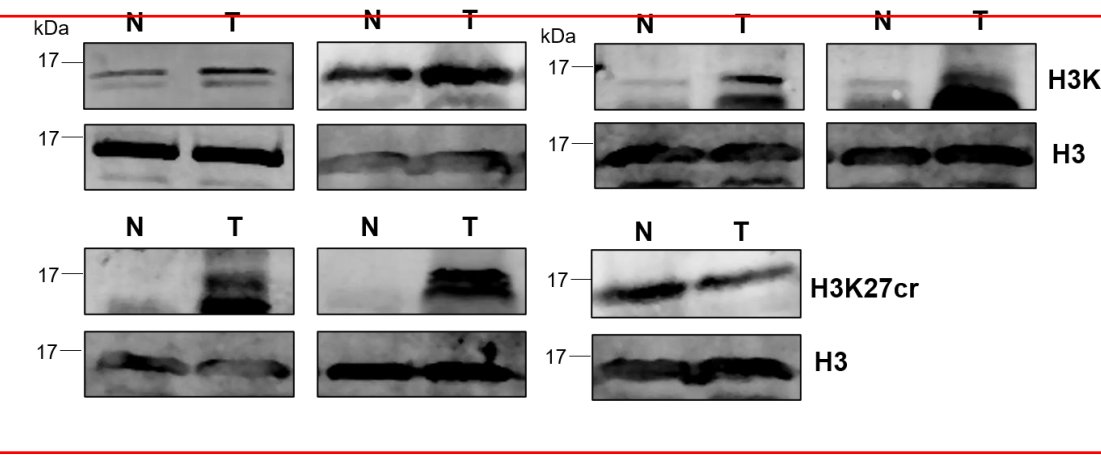

**H3K27cr**

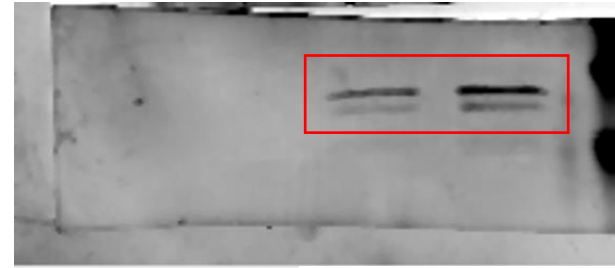

**H3**

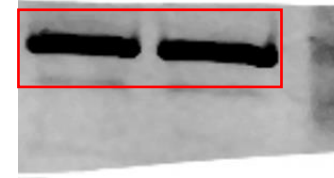

**H3K27cr**

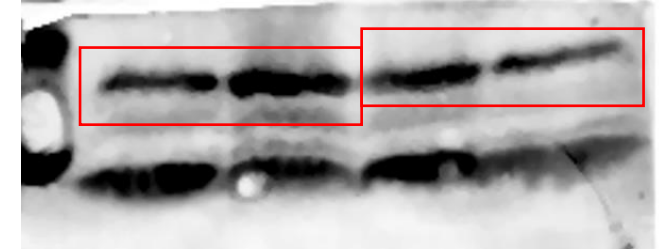

**H3**

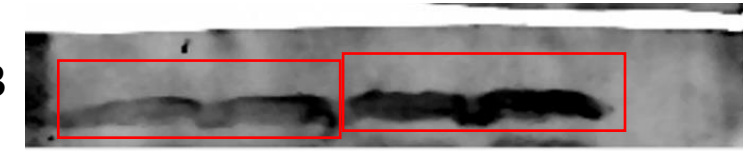

**H3K27cr**

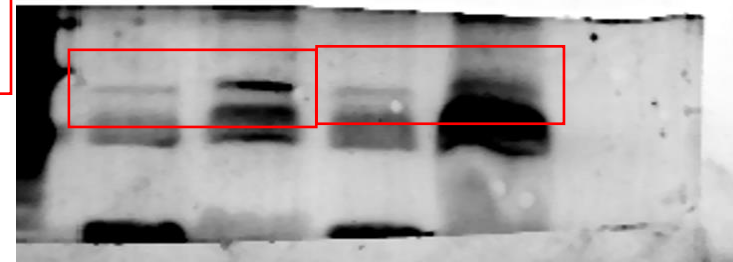

**H3**

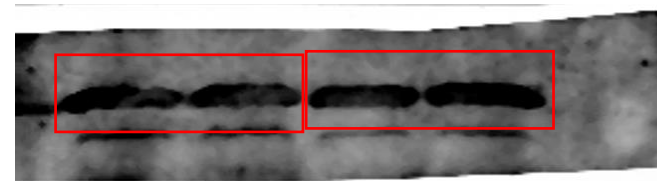

**H3K27cr**

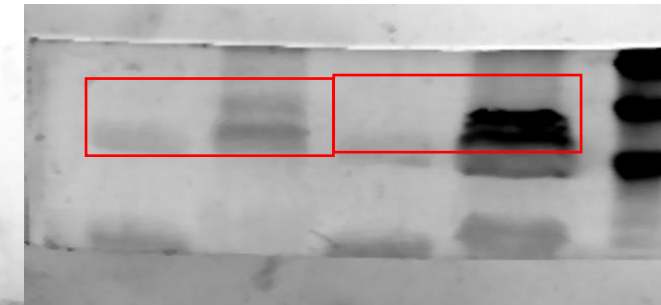

**H3**

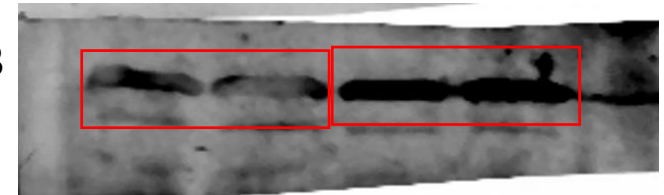

**Figure 4—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 4—figure supplement 1D, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 4—figure supplement 4—source data 1.

Figure 4- Figure Supplement 4A

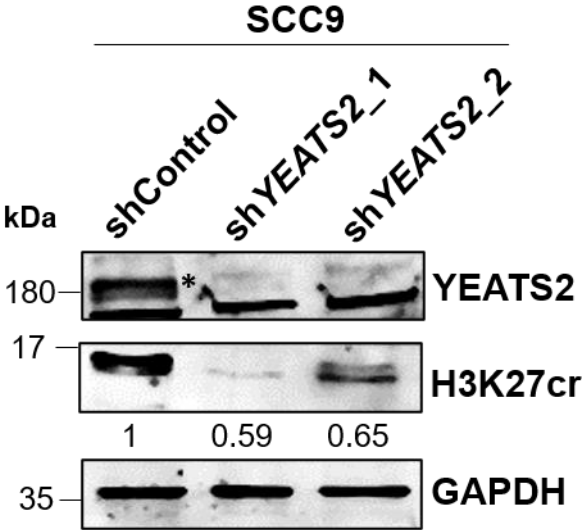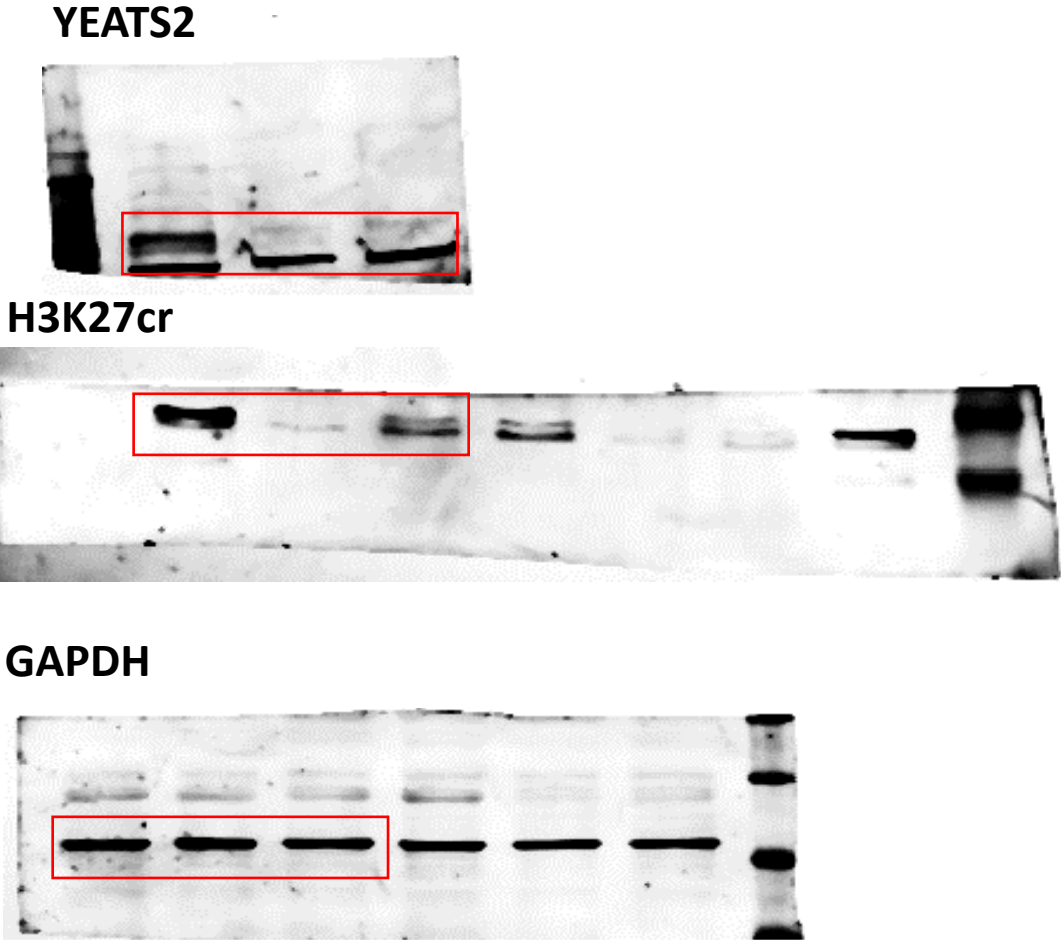

Figure 4- Figure Supplement 4B

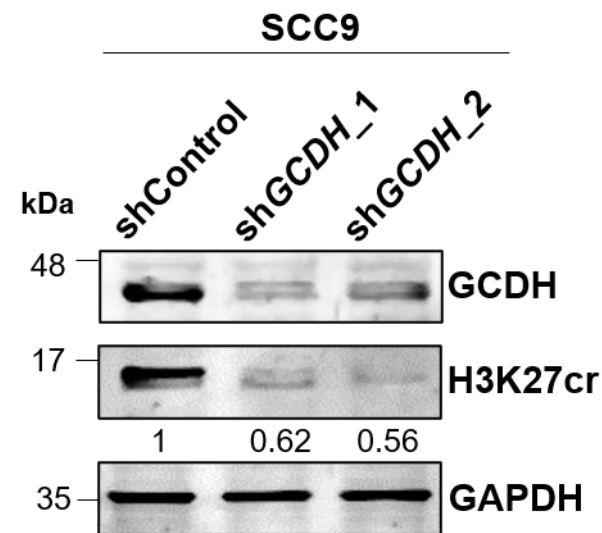

GCDH

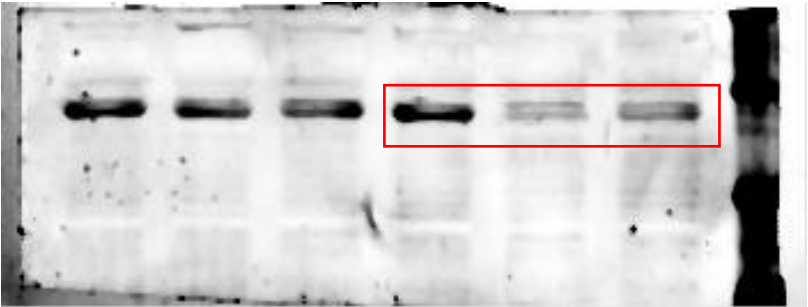

H3K27cr

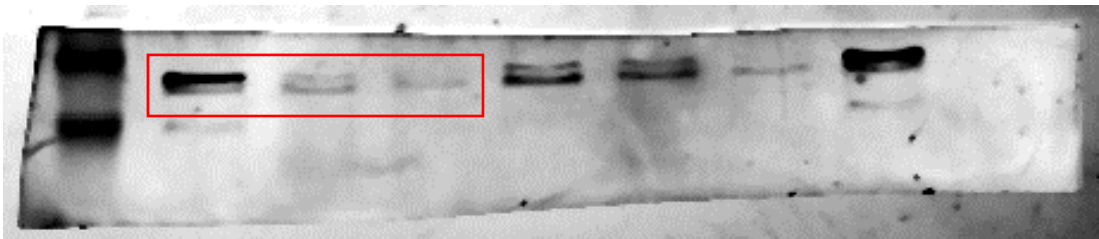

GAPDH

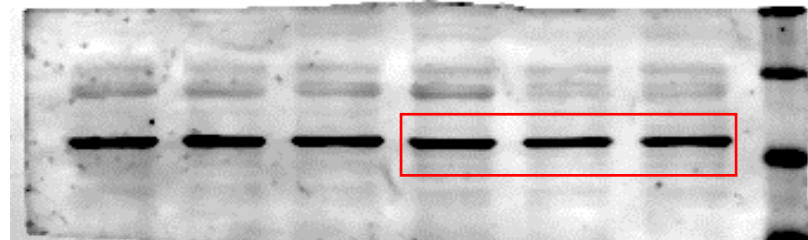

**Figure 4—figure supplement 4—Source Data 1.** PDF file containing original western blots for Figure 4—figure supplement 4A-B, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 5—source data 1.

Figure 5E

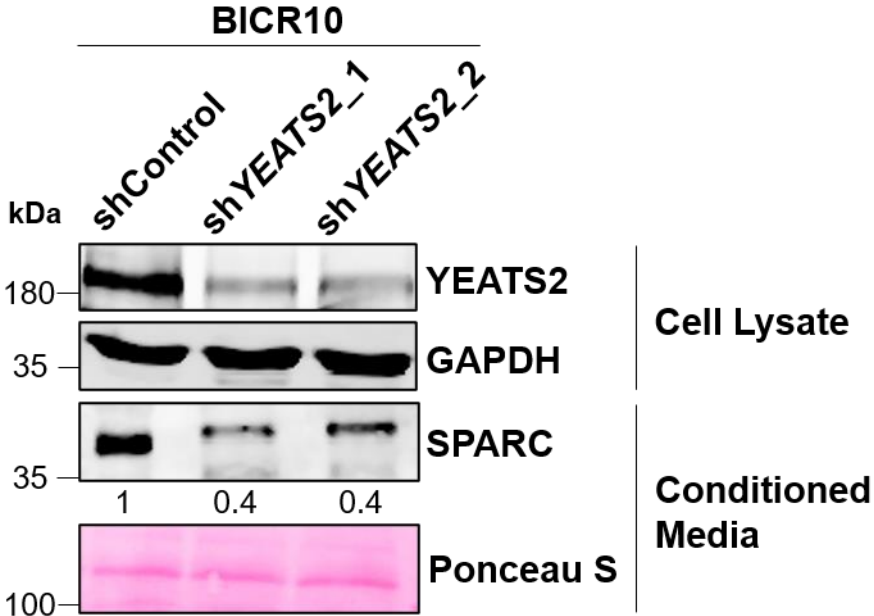

YEATS2

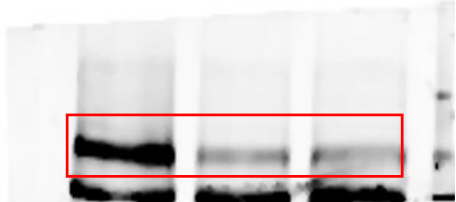

GAPDH

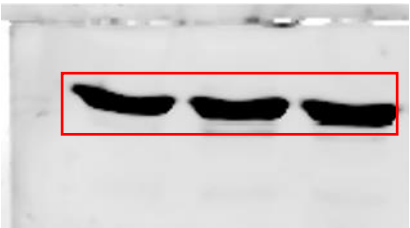

SPARC

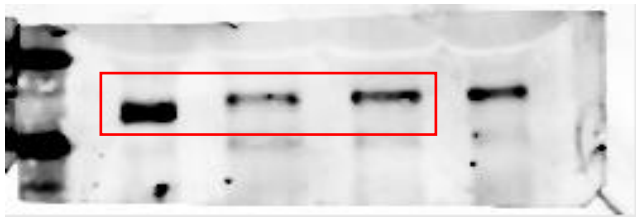

Ponceau S

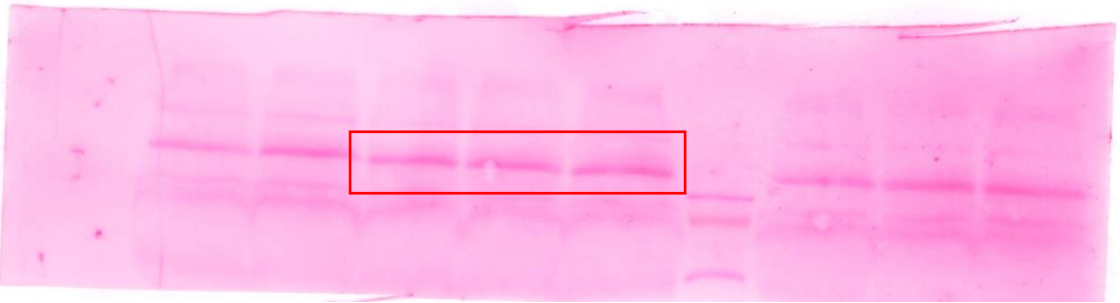

Figure 5G

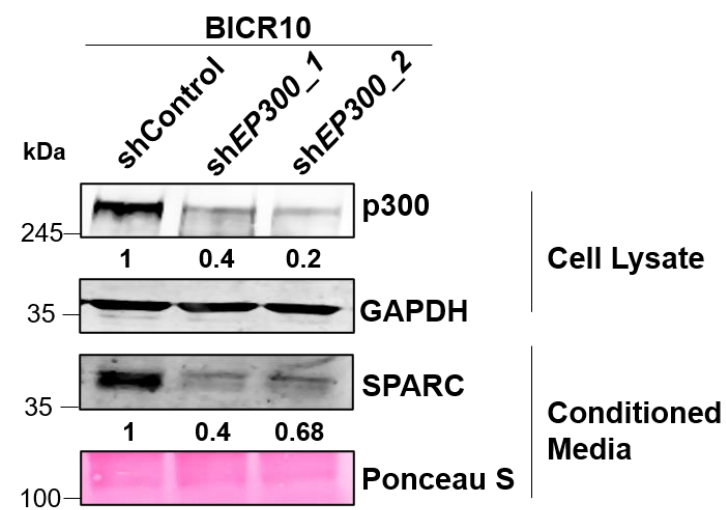

p300

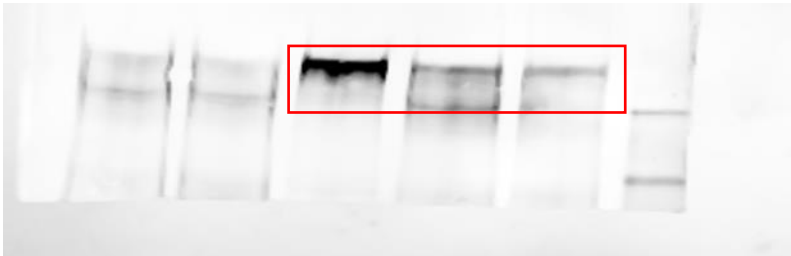

GAPDH

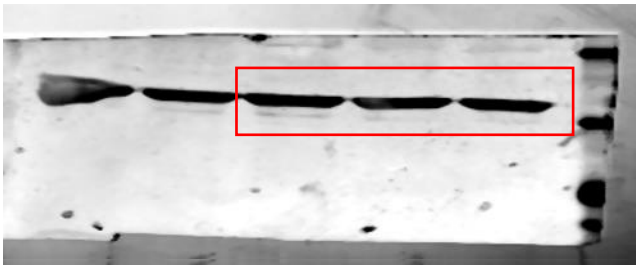

SPARC

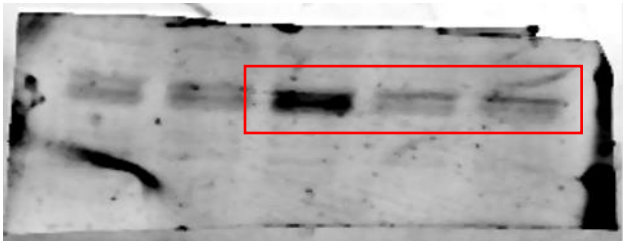

Ponceau S

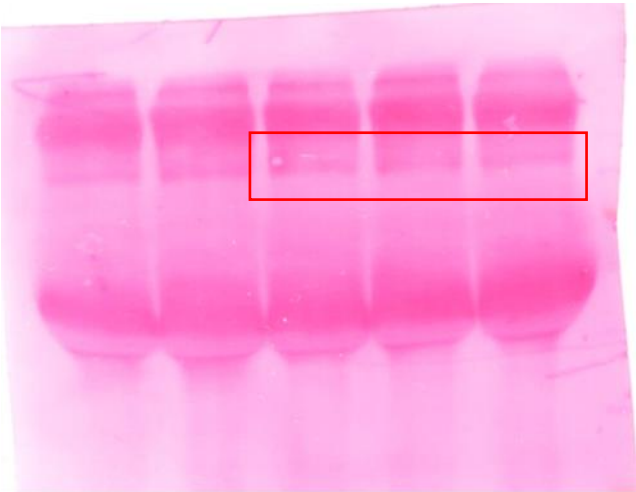

Figure 5H

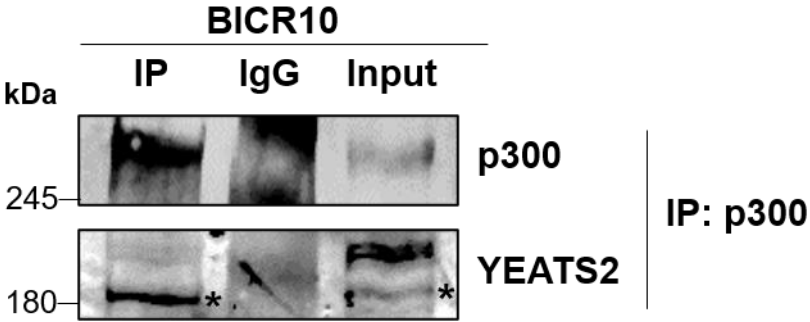

p300

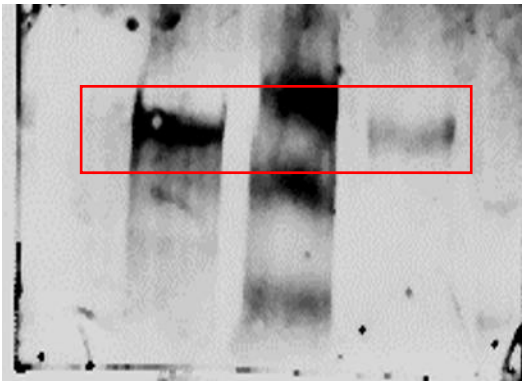

YEATS2

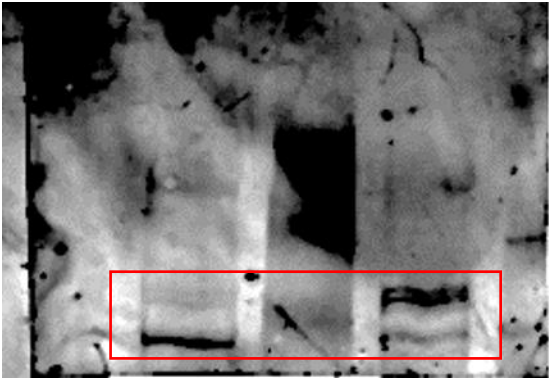

**Figure 5I**

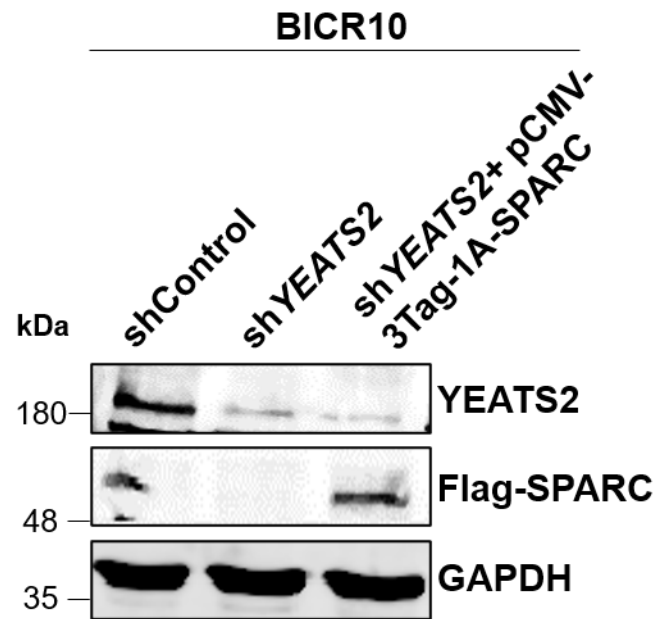

**YEATS2**

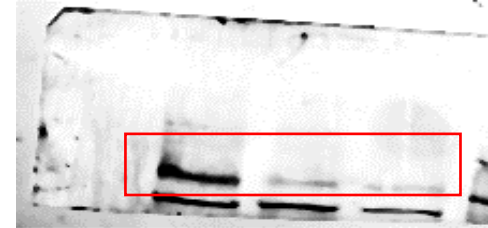

**Flag**

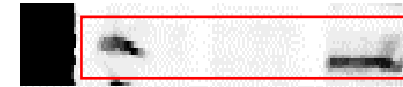

**GAPDH**

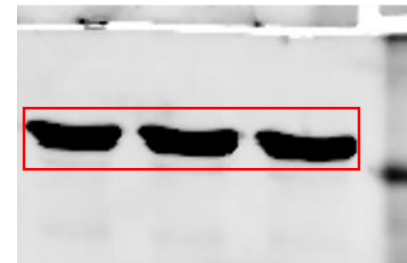

**Figure 5—Source Data 1.** PDF file containing original western blots for Figure 5E and 5G-I, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 5—figure supplement 1—source data 1.

**Figure 5- Figure Supplement 1F**

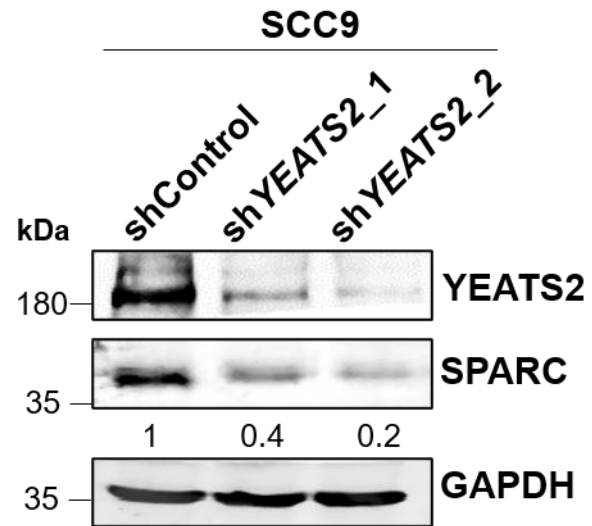

**YEATS2**

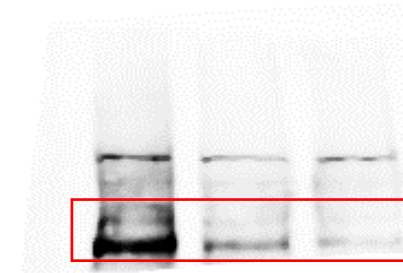

**SPARC**

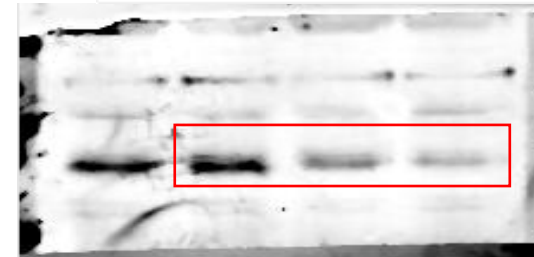

**GAPDH**

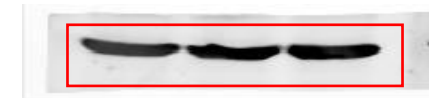

**Figure 5—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 5—figure supplement 1F, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 6—source data 1.

Figure 6F

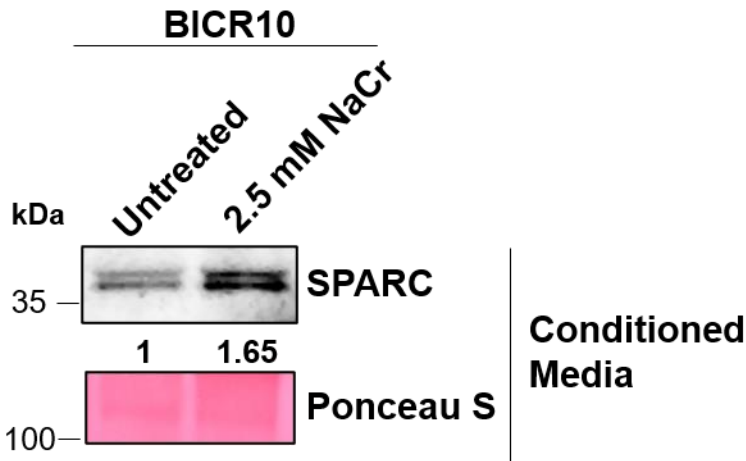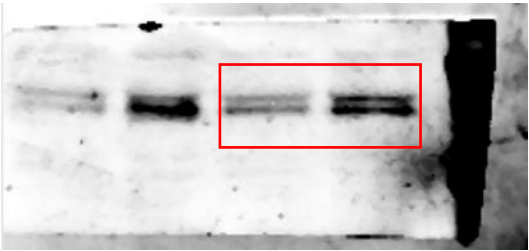

**SPARC**

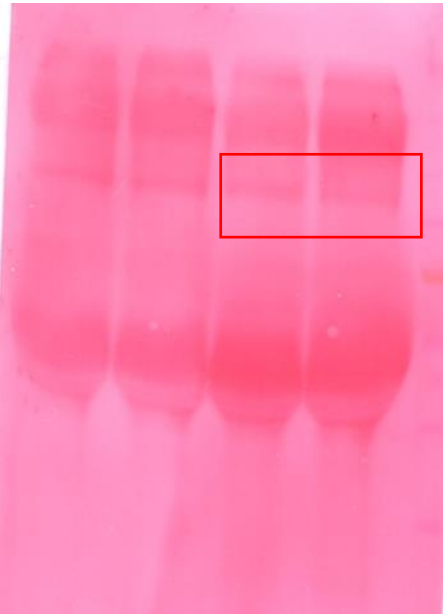

**Ponceau S**

Figure 6I

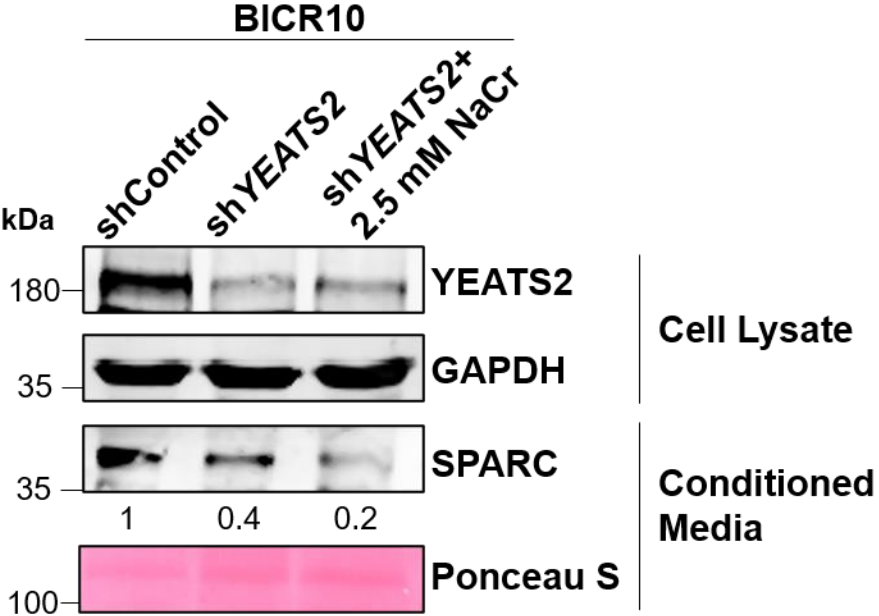

YEATS2

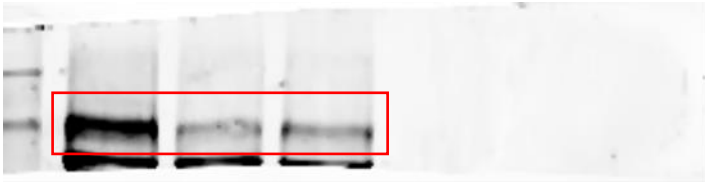

GAPDH

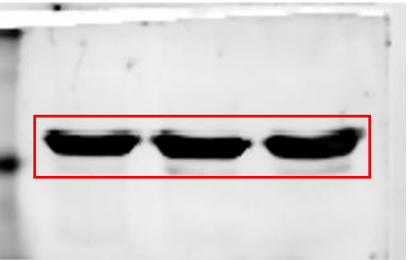

SPARC

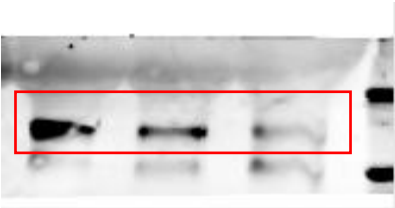

Ponceau S

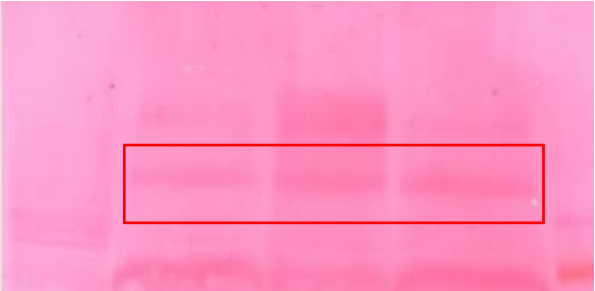

**Figure 6—Source Data 1.** PDF file containing original western blots for Figure 6F and 6I, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 6—figure supplement 1—source data 1.

Figure 6- Figure Supplement 1E

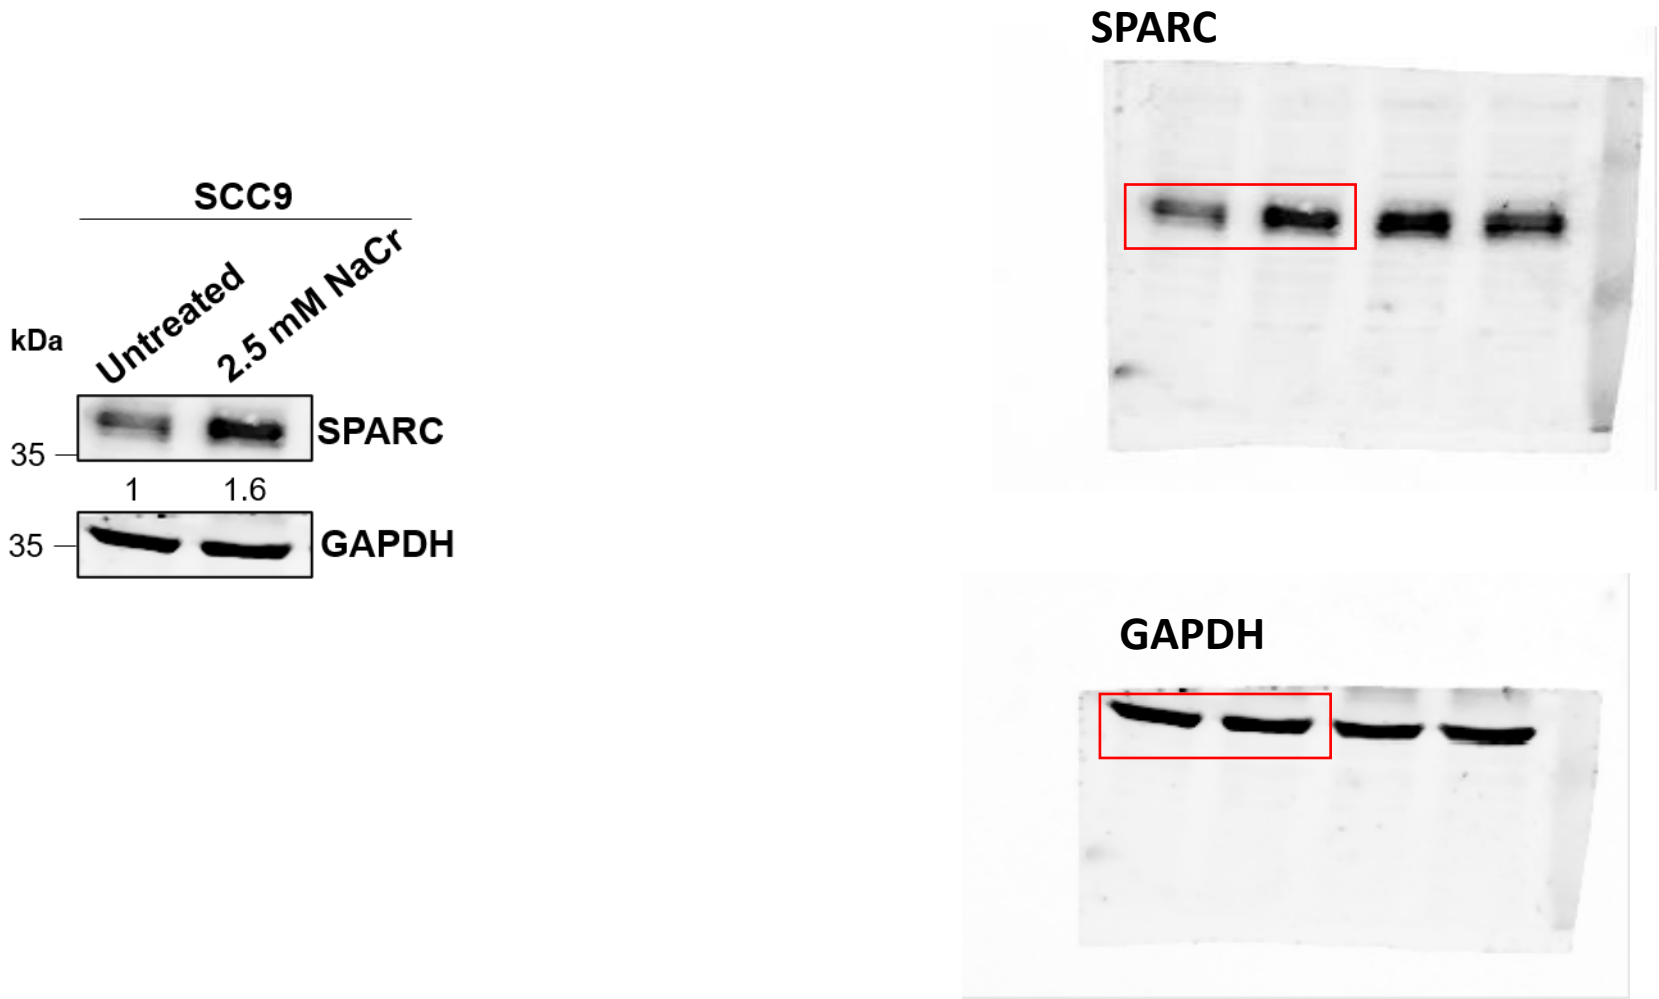

**Figure 6—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 6—figure supplement 1E, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 7—source data 1.

Figure 7B

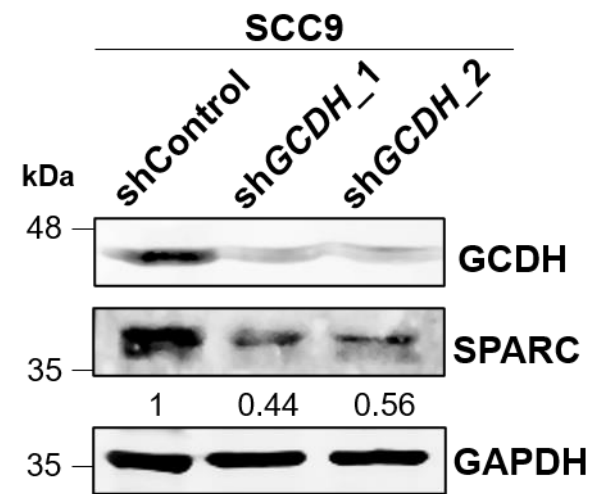

GCDH

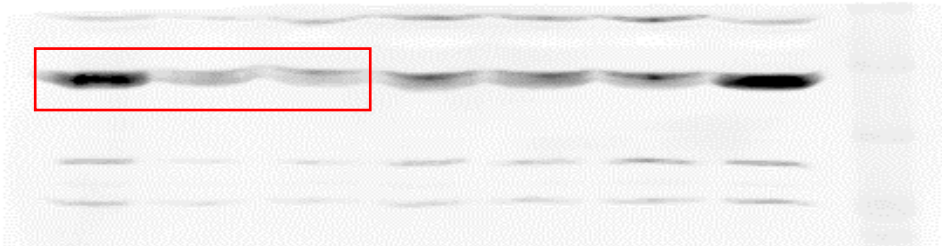

SPARC

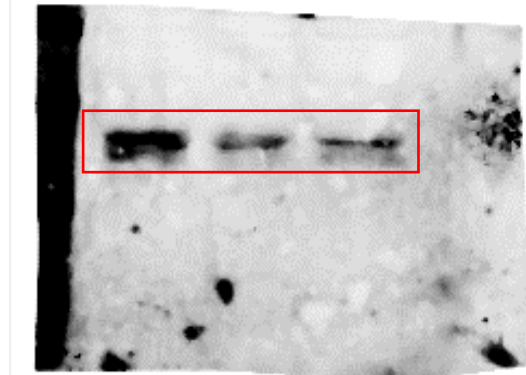

GAPDH

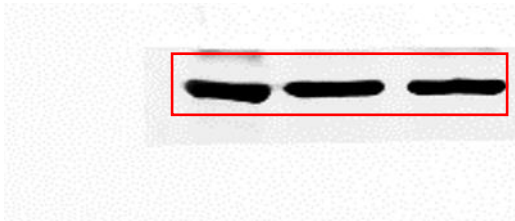

Figure 7D

SP1

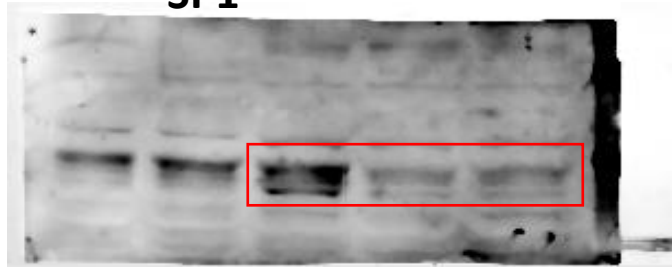

GCDH

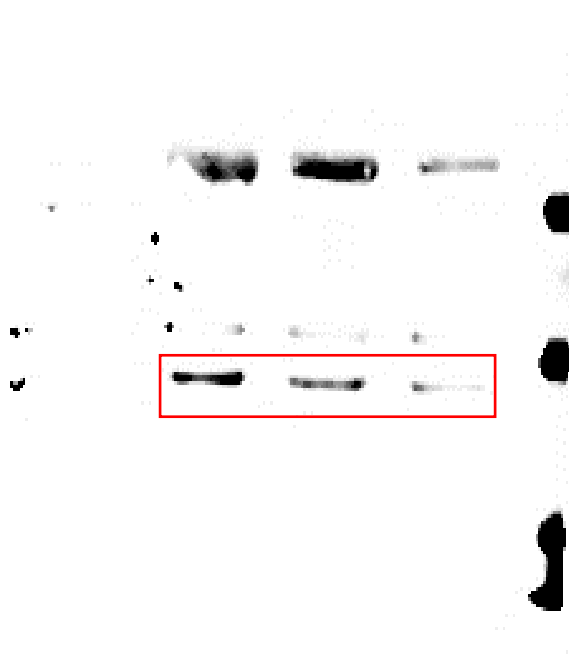

GAPDH

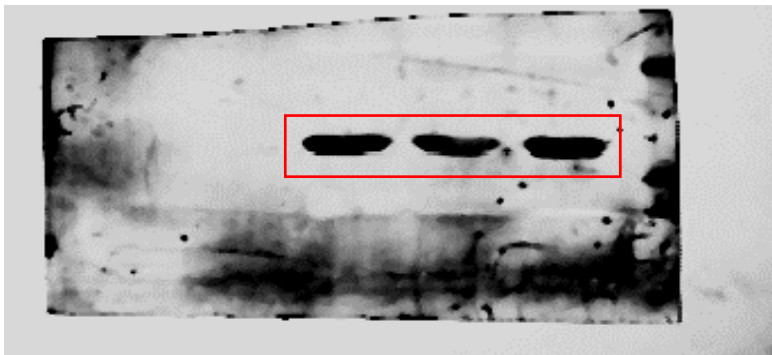

BICR10

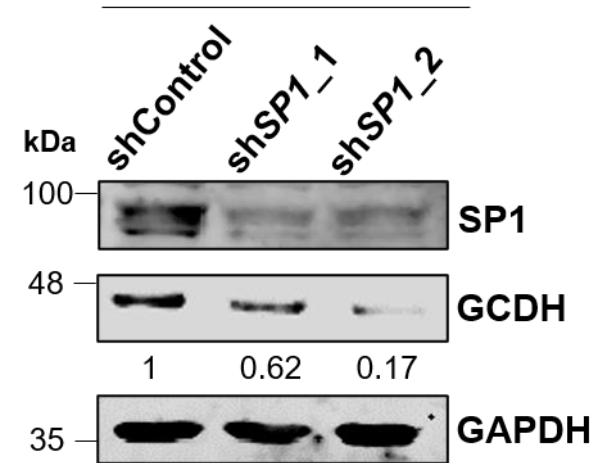

**Figure 7H**

BICR10

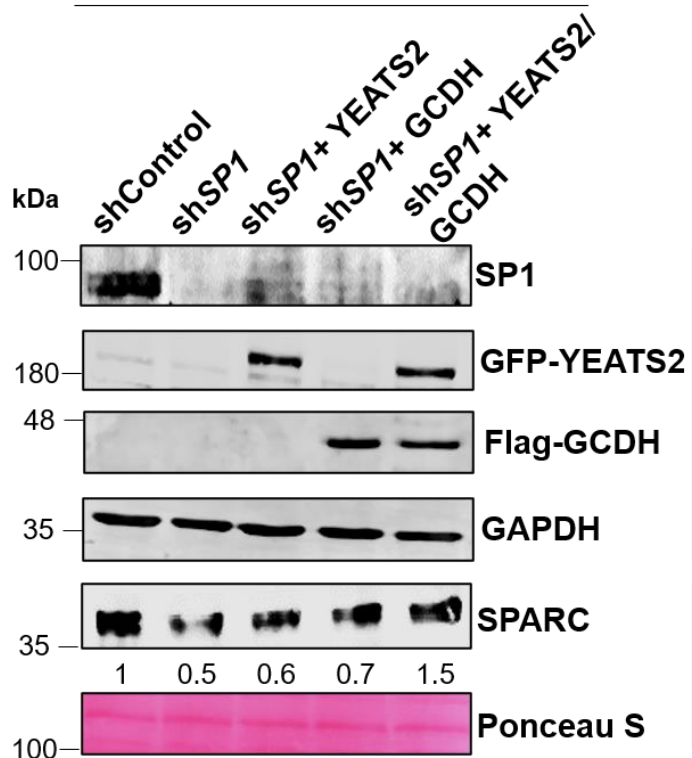

SP1

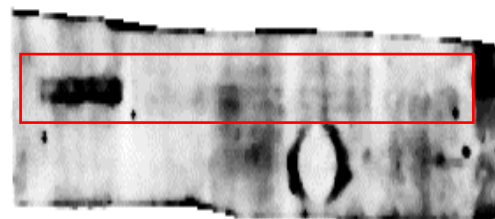

GFP

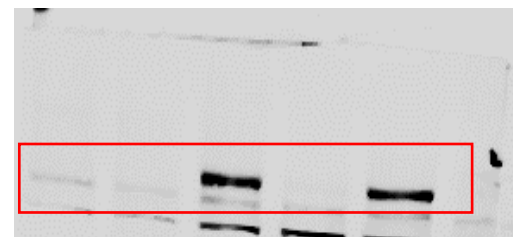

SPARC

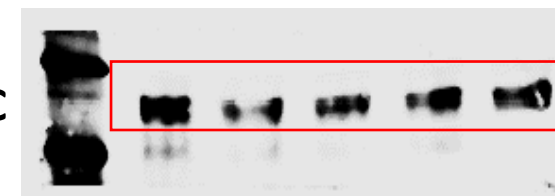

Ponceau S

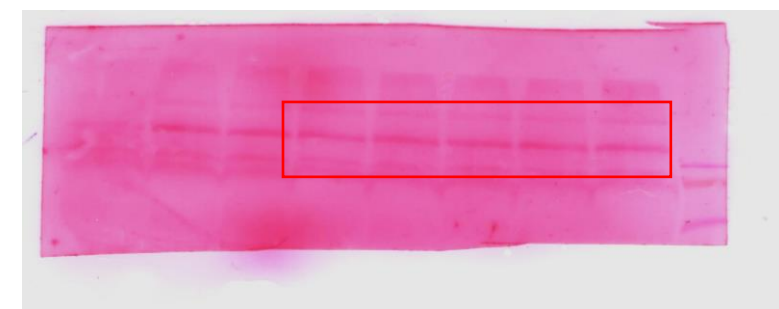

Cell Lysate

Conditioned Media

Flag

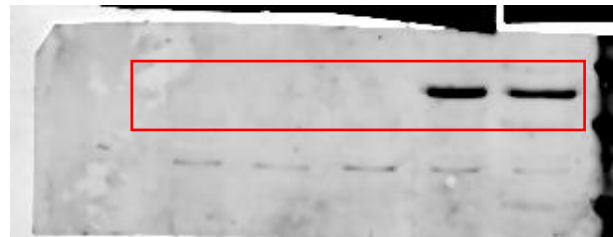

GAPDH

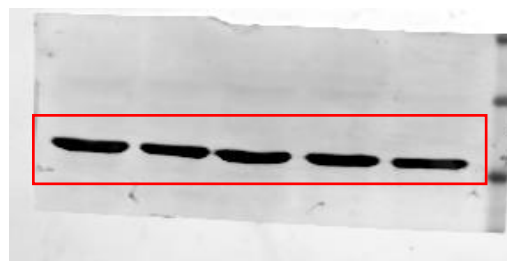

**Figure 7—Source Data 1.** PDF file containing original western blots for Figure 7B, 7D and 7H, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** Figure 7—figure supplement 1—source data 1.

Figure 7- Figure Supplement 1B

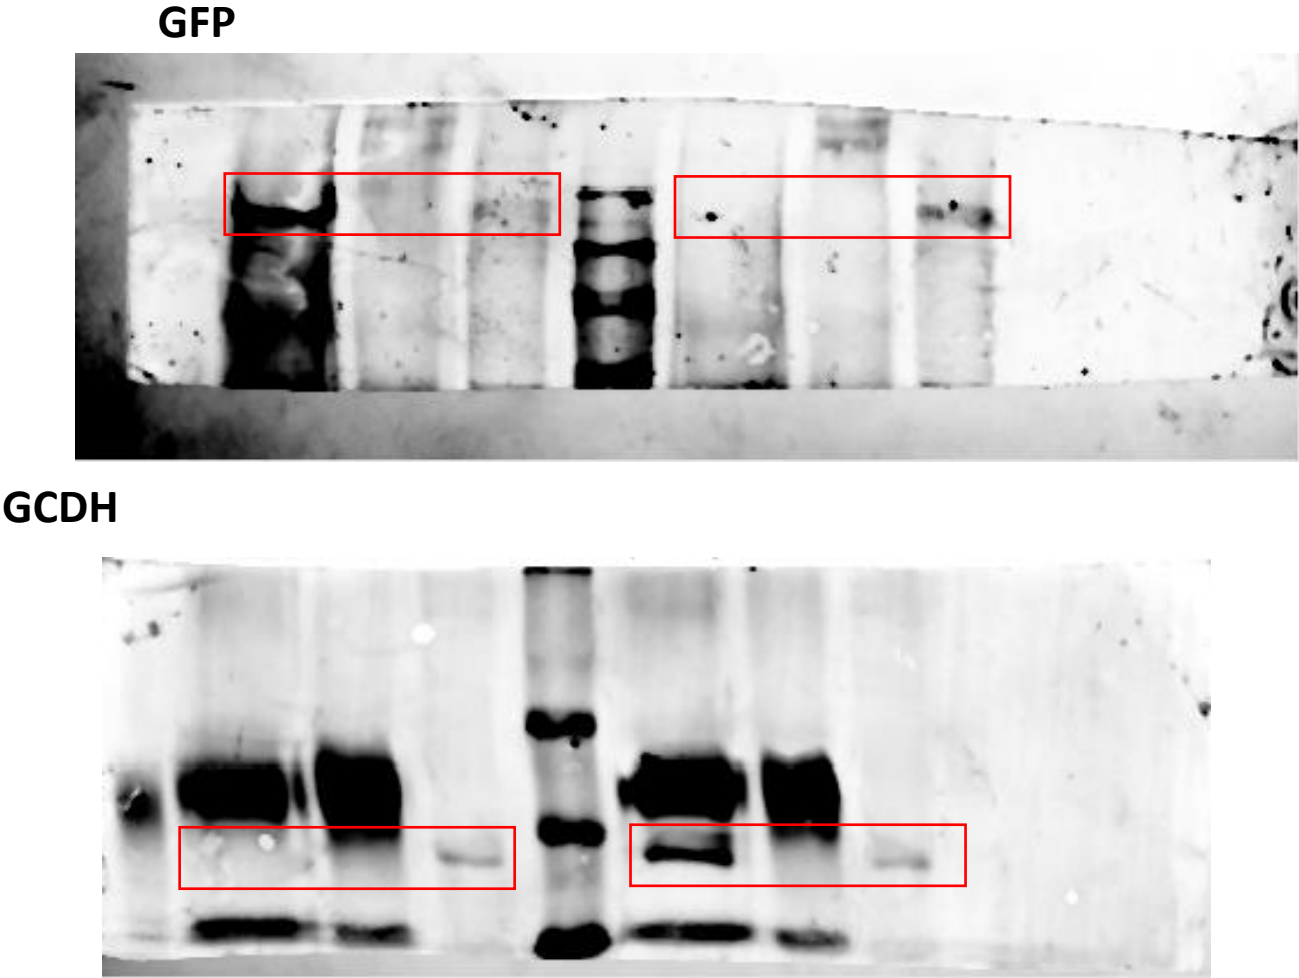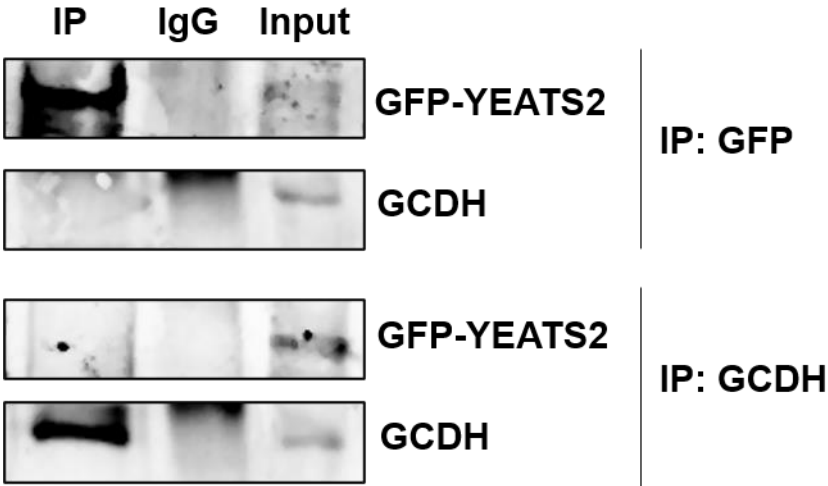

**Figure 7- Figure Supplement 1D**

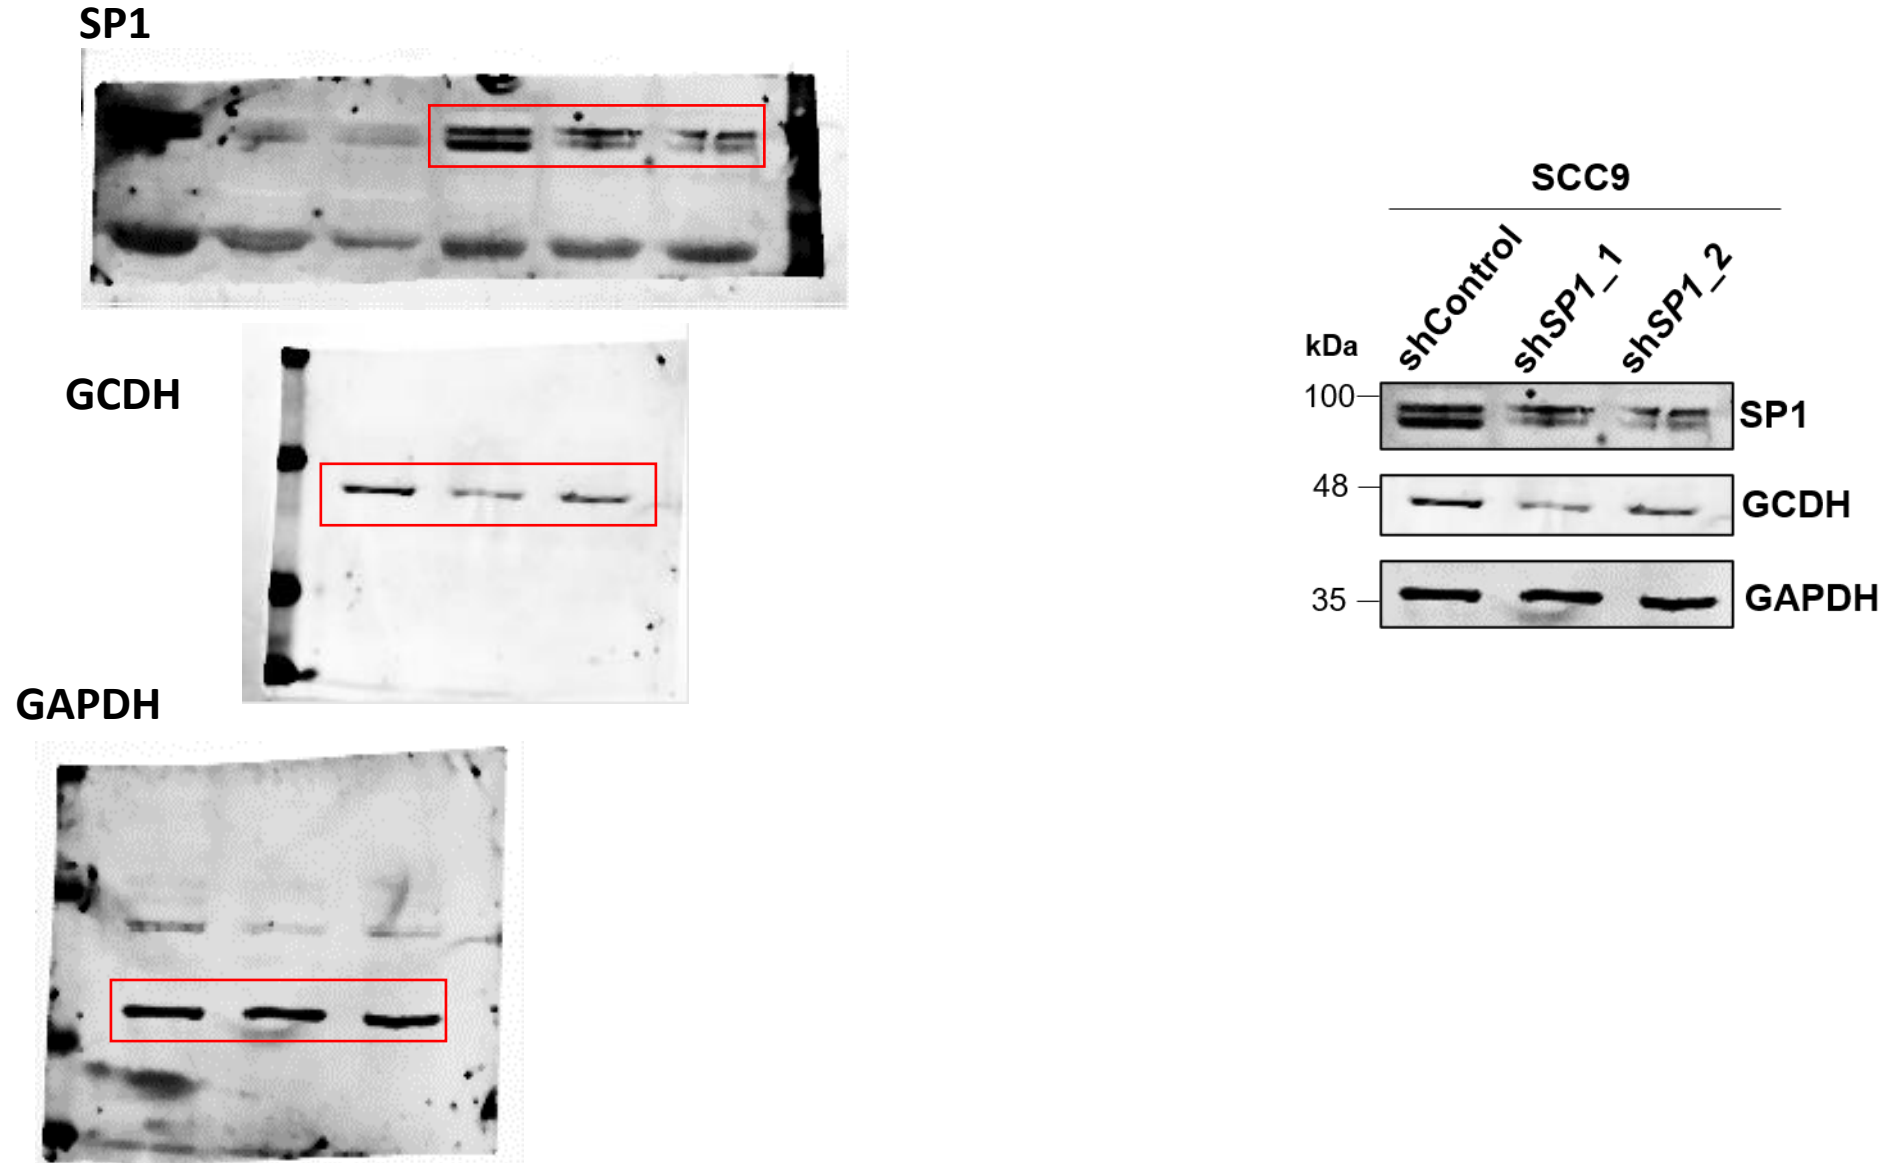

**Figure 7—figure supplement 1—Source Data 1.** PDF file containing original western blots for Figure 7—figure supplement 1B and 1D, indicating the relevant bands.

# Supplementary material for: Interplay of YEATS2 and GCDH regulates histone crotonylation and drives EMT in head and neck cancer
**Source:** eLife. 2025 Aug 14;14:RP103321. doi: 10.7554/eLife.103321
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Key Resources Table                               |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table 1-2                                         |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table                               |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   | N/A |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           | <b>N/A</b> |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | <b>N/A</b> |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | <b>N/A</b> |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      | <b>Key Resources Table</b>                                |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | <b>Supplementary file 6<br/>(Age and Sex)</b>                                                                        |            |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | <b>N/A</b> |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | <b>N/A</b> |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               |                                                                                                           | N/A |
| Randomisation                                                           |                                                                                                           | N/A |
| Blinding                                                                |                                                                                                           | N/A |
| Inclusion/exclusion criteria                                            |                                                                                                           | N/A |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                                              | N/A |
|------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Experiments were replicated 3 times (unless stated otherwise). Sample sizes are provided in figure legends. |     |
| Define whether data describe technical or biological replicates.       | Data describes biological replicates.                                                                       |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   | Materials and methods section                    |     |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b>             | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | <b>All data generated included in figures or Supplementary files.</b> |            |

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b>                | <b>N/A</b> |
|--------------------------------------------------------------|--------------------------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | <b>Included in Statistical analysis section of Materials and methods</b> |            |

| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | <b>Yes</b>                                                  |            |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | <b>Yes, included in Data availability section.</b>          |            |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                             | <b>N/A</b> |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | <b>Yes, included in Key Resources Table.</b>              |            |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                           | <b>N/A</b> |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                           | <b>N/A</b> |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

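The deposited data were counts of read pairs per Ensembl gene from 4 RNA-seq libraries of BICR10 cells, 2 with the control hairpin (shControl) and 2 with a hairpin against YEATS2 (shYEATS2). The authors prepared stranded mRNA libraries, sequenced pairs of 150 bp reads, aligned them to GRCh38 with STAR and counted them with HTSeq. The counts are whole numbers without normalization, and the tallies of reads given to no gene stand at the end of each file. The paper's key resources table gives the version of HTSeq. The versions of STAR and DESeq2, the annotation release and the strand setting are not given in the paper's text. The ChIP-seq experiments of the paper were not analysed here, apart from the gene names in its Supplementary files 4 and 5.

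The files held 60623 genes, of which 60295 had an identifier in GENCODE release 44. This annotation gave the positions, types, lengths and untranslated regions. The totals on genes were 47297970, 39824898, 24072396 and 11334133 counts, in the order shControl 1, shControl 2, shYEATS2 1 and shYEATS2 2, with TMM factors of 0.960, 0.950, 1.05 and 1.04. Depth was lower in both shYEATS2 libraries, and this difference is confounded with the condition. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 5.95 in shControl and 5.39 in shYEATS2 over genes with at least 50 counts. The common biological coefficient of variation was 4.95%. The number at the end of a library's name was read as a replicate number. The numbers do not pair the libraries (correlation of −0.018 between the differences of libraries 1 and 2 in the 2 conditions), so no pairing was used in the main analysis.

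Genes were kept by edgeR's filterByExpr (17058 genes), scaled with TMM and tested with edgeR 4.0.16 (glmQLFit with robust = TRUE, glmQLFTest) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change, as in the paper. CPM values are TMM-normalized, and those on the log2 scale have a prior count of 2. Each ± is the SD of 2 libraries. With 2 libraries against 2, no outlier test could be made, and the smallest two-sided p of an exact permutation test is 0.333. Calls under other splits of the libraries were not counted. The methods were tested on simulated data made from these libraries, with 200 changed genes in each of 3 draws. edgeR's quasi-likelihood test recovered 71.5% of them with 10.8% false calls, above the nominal 5%, limma-voom 70.7% with 11.1%, and DESeq2 63.5% with 2.56%. With 40% of the genes (6823) changed in each of 3 draws, a test added after the data had been seen, 3.06% of edgeR's calls and 0.637% of DESeq2's were false, and 83.2% and 74.7% of the changed genes were recovered. The share of false calls thus depends on how many genes change. Each changed gene in these simulations changed by at least 1.5-fold, so smaller changes were not covered.

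Gene lists were tested with camera from limma 3.58.1 (preset correlation 0.01), with fry, and with camera's correlation estimated from the data. In the simulated data, a list moved by −0.4 on the log2 scale was called in 3 of 3 draws by each of these tests, and 0 of 63 tests of unchanged lists were called. The simulated genes were drawn independently of each other. This check therefore cannot show false calls that come from correlation between the genes of a list. The 22 lists written by hand were fixed before the data were examined, after the paper had been read. They cover oxidative phosphorylation (nuclear and mitochondrial genes), EMT and matrix genes, EMT transcription factors, NF-κB targets, mitosis and G2/M, DNA replication, the ATF4 amino-acid response, cholesterol synthesis, ribosomal proteins, replication-dependent histones, glycolysis and hypoxia, p53 targets, the interferon response, the unfolded protein response, the ATAC complex, crotonyl readers and writers, lysine degradation, squamous differentiation, and markers of epithelial cells, fibroblasts and endothelial cells. The genes with a YEATS2 promoter peak made the 23rd list tested. The genes that lost H3K27cr were counted and not tested as a set, because the study chose them partly on these libraries. The copy of Supplementary file 2 that was available holds only the first 1997 genes of each direction, so no overlap with it is given.

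The genes named in the text are those the paper names around the knockdown, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 10 CPM and both shYEATS2 libraries on the same side of both shControl libraries, and the 3 largest members of a list under the same conditions. Other genes were chosen after their values were seen: CDH1, COL6A1, COL6A2, COL6A3, LOX, FN1, RN7SL1, RN7SL3, BCYRN1, KRT5, COL1A1, CLDN1, MYC and CCN2.

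The alternatives were DESeq2's size factors, library totals alone or upper quartiles in place of TMM, no filter or at least 10 counts in every library, DESeq2 1.42.0, edgeR's likelihood ratio test or limma-voom as the test, a replicate block, the mitochondrial genes left out, counts thinned to the smallest total of 11334133, an adjusted p under 0.01, a change of at least 2-fold, protein-coding genes as the background, and each library left out in turn (values alone, since 1 library then stands for a condition). These were set before the data were examined. Offsets for gene length and GC content, alone and with the replicate block, and edgeR's newer quasi-likelihood method were added after the data had been seen.

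The seed test took the genes above 1 CPM whose 3′ UTR holds the 7-base site of a guide (bases 2 to 8), and ranked their median log2 fold change among 7-mers with as many G and C and a similar number of genes. The percentiles read as low or as central were set after the results were seen. On simulated data, shifts of −0.1 and −0.3 came out at the lowest percentile in every draw, but 1 of the 3 draws without a shift also came out near the lowest percentile. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the summaries.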

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

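Signals appeared in 4 gene lists that do not stand for pathways the paper discusses or shows in Fig. 1I and Figure 1—figure supplement 1G. These lists also lie outside the EMT genes and the fibroblast markers that overlap them. The ATF4 list may share genes with the hallmark set of the unfolded protein response, which that supplement shows. The hallmark sets were not available, so the ATF4 signal may be part of that result. Which pathways to leave out was decided after the results were seen. The tests of gene length and GC content, of S phase, of poly(A) selection, of the unfolded protein response and of cholesterol synthesis were chosen only after the result was seen. With camera's correlation estimated from the libraries none of the 4 lists passed an adjusted p of 0.05, with an adjusted p of 0.152 for the histone, ATF4 and cholesterol lists and 0.285 for the ribosomal proteins. No library is known to vary the culture conditions within a condition, and which YEATS2 hairpin each shYEATS2 library carried is not known, so the knockdown itself was not separated from either.

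The replication-dependent histone genes rose, with a median log2 fold change of 1.93 over 29 tested genes, of which 27 were called higher and 0 lower (camera adjusted p = 4.4e-14, fry adjusted p = 0.005). H2AC6, H2BC12 and H2BC5 had log2 fold changes of 2.34, 2.20 and 1.93. The levels were low to moderate, with H2BC12 at 16.8 ± 0.970 CPM in shControl and 76.4 ± 5.99 CPM in shYEATS2 (SD, n = 2 each). With offsets for gene length and GC content the median was 2.05, and with all libraries thinned to the smallest total it was 2.04, both past the thresholds of camera and fry, which argues against these trends as the whole cause. Genes of DNA replication had a median of −0.34 (camera adjusted p = 3.3e-09), which argues against a larger share of cells in S phase. Most mRNAs of these histones carry no poly(A) tail, so a weaker poly(A) selection in the shYEATS2 libraries could raise them. The other RNAs without a tail did not decide this. The median log2 fold change of 41 of them was −0.33, with 3 called higher and 5 lower. RN7SL3 and BCYRN1 rose, with log2 fold changes of 1.73 and 1.90, and RN7SL1, the most abundant of the RNAs named here at 67.3 CPM, did not differ beyond its spread. The RNAs called lower had few counts, with a mean of at most 1.68 CPM, against 8.64 CPM for RN7SL3 and 2.23 CPM for BCYRN1. Poly(A) selection and a change in the histone mRNAs cannot be told apart. The falls came from RNAs with few counts, and RN7SL1, RN7SL3 and BCYRN1 did not move together.

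The ATF4 amino-acid response genes rose, with a median log2 fold change of 0.84 over 49 tested genes, of which 42 were called higher and 1 lower (camera adjusted p = 3.2e-33, fry adjusted p = 0.005). At a mean of at least 10 CPM, CHAC1, STC2 and ATF3 rose most. The median was 0.82 with offsets for length and GC content and 0.88 with thinned libraries, which argues against both as the whole cause. The 30 genes of the unfolded protein response outside this list had a median of −0.032, with 11 lower and 7 higher. Since they moved both ways, this leaves a general unfolded protein response open. A difference in medium or cell density at harvest also stays open and cannot be told apart from the knockdown, since 0 libraries are known to vary it within a condition.

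The ribosomal protein genes fell, with a median log2 fold change of −0.48 over 78 genes, of which 68 were called lower and 1 higher (camera adjusted p = 4.4e-30, fry adjusted p = 0.037). Among members with a mean of at least 10 CPM, RPLP1, RPS14 and RPL34 fell most, with log2 fold changes of −0.83, −0.81 and −0.80. These transcripts are short, and among protein-coding genes those under 1 kb had a median log2 fold change of −0.19 against −0.02 over 4 kb. With offsets for length and GC content the list still had a median of −0.41, and with thinned libraries −0.46, both past the thresholds of camera and fry. Their 136 pseudogenes did not take up the reads, with a median of −0.53 and 40 lower against 7 higher.

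The cholesterol synthesis genes fell, with a median log2 fold change of −0.29 over 30 genes, of which 22 were called lower and 2 higher (camera adjusted p = 2.8e-07, fry adjusted p = 0.005). Of the members at 10 CPM or more on average, HMGCS1, SCD and MSMO1 fell most, with log2 fold changes of −1.33, −1.21 and −0.95. The median was −0.27 with offsets for length and GC content and −0.27 with thinned libraries. With library totals alone, where the median of all genes shifts to 0.13, it was −0.15 and 12 genes were called lower.

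For the ribosomal protein and cholesterol genes, neither technical explanation tested accounted for the whole fall. A response to the loss of YEATS2 is a possible explanation for both, as a hypothesis found and tested on the same data, with medians of −0.46 and −0.27 after thinning, and the culture conditions were not tested for them.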

How the results depend on the processing

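The alternatives with offsets for gene length and GC content and with edgeR's newer quasi-likelihood method were added after the data had been seen, and the others were set before the data were examined. No result changed sign past a threshold and no gene was called in opposite directions under any alternative that makes calls. YEATS2 stayed between −1.23 and −1.05 and SPARC between −2.33 and −1.98 on the log2 scale, both past the threshold in each alternative with a test.

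The number of called genes depended on the test and the threshold. DESeq2 called 5239 genes, with 2393 higher, and calls with a change of at least 2-fold numbered 1653, with 631 lower and 1022 higher, as that alternative adds a condition. With library totals alone, 2567 genes were lower, since this scaling moves the median of all tested genes to 0.13. That shift also took the cholesterol genes called lower to 12, the YEATS2-peak genes called lower to 15 and the median of the genes that lost H3K27cr to −0.46. With DESeq2, 16 YEATS2-peak genes were lower. The replicate block gave 4142 lower and 3870 higher genes, close to the analysis without it.

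With camera's correlation estimated from the data, the medians are the same but no list passed its threshold: ATF4 response 0.84, cholesterol −0.29, EMT and matrix −0.28, mitosis 0.30, mitochondrially encoded −0.30, NF-κB 0.37, oxidative phosphorylation −0.42, histones 1.93 and ribosomal proteins −0.48. With fry the mitochondrially encoded genes (−0.30) did not pass either. The set results therefore rest on camera with the preset correlation or on fry, and the cause was not tested. For the cholesterol genes the estimated correlation, −0.027, was below the preset 0.01, yet camera's unadjusted p went from 1.1e-07 to 0.026. For these genes that argues against a higher correlation as the cause. The estimate for the histones was 0.016, and their unadjusted p by camera went from 1.1e-14 to 0.018. The other lists named here had estimates from 0.082 to 0.66, so a higher correlation stays open for them.

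For the other changes the cause was not tested. With no filter the genes that lost H3K27cr had a median of −0.64 and 11 mitochondrially encoded genes were lower, against 11 with limma-voom and 10 with the replicate block. In the list of EMT transcription factors, 1 gene was lower with DESeq2 and 1 with thinned libraries. The histone median was 1.79 with DESeq2 and 1.98 with limma-voom, and 17 histone genes were higher after thinning, which leaves fewer genes tested (14229).

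Over the fits that each left out 1 library, YEATS2 ranged from −1.20 to −1.18. The list medians ranged from 0.82 to 0.89 for the ATF4 response, −0.34 to −0.24 for EMT and matrix, 0.39 to 0.42 for NF-κB, −0.47 to −0.31 for oxidative phosphorylation, 1.94 to 2.06 for histones and −0.52 to −0.40 for ribosomal proteins. The median of the mitochondrially encoded genes ranged more widely, from −0.46 to −0.19. The lowest depth, 11334133 counts in one shYEATS2 library, limits the genes with few counts, SPARC among them.

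Among 113 other results and 1589 values, 1547 were classed as the same, 20 as weaker, 10 as stronger, 0 as reversed and 12 as moved. A value classed as the same was not always equal. The log2 fold change of ERG, so classed, was −0.94 in the main analysis and −0.81 with library totals alone. Leaving out a library moved 17 of 400 values. Of the stronger values, 7 are those of FN1, which did not pass in the main analysis (−0.14) and passed without a filter (−0.18), with DESeq2 (−0.15), with limma-voom (−0.13), with the replicate block (−0.14), without the mitochondrial genes (−0.14) and with offsets for length and GC content, alone and with the block (both −0.15). RN7SL1 (0.15) passed only with the offsets and the block (0.40).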

Differences from the paper's values

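The paper states 2494 downregulated genes, and 4019 were called lower here. Of the alternatives set before the data were examined, DESeq2, the tool the paper names, gave 2846, library totals alone 2567, thinned libraries 3256 and an adjusted p under 0.01 gave 3206, all within 1.5 times the paper's value. The other alternatives, DESeq2's size factors alone among them (3949), did not come that close.

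The paper states 2073 upregulated genes, and 3857 were called higher here. DESeq2 gave 2393, the analysis without a filter on low counts 3074 and an adjusted p under 0.01 gave 2966, all within 1.5 times the paper's value. The other alternatives, thinned libraries among them (3195), did not.

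The genes with a YEATS2 peak that were also downregulated number about 10 in Fig. 5A, read by eye, in the paper, and 25 were called lower here. With library totals alone the number was 15 and with DESeq2 it was 16, both near 1.5 times the paper's. As the paper's number was read by eye, this limit does not separate them. The other alternatives set in advance and counted for these genes gave 20 or more. The alternatives with an adjusted p under 0.01 and with a change of at least 2-fold were not counted for them.

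The paper's Fig. 1I shows the hallmark set of the p53 pathway among the downregulated genes, and Figure 1—figure supplement 1G shows that of the unfolded protein response among the upregulated genes. The lists used here are not the hallmark sets. In the list of p53 targets 13 of 28 tested genes were higher and 5 lower, with a median log2 fold change of 0.16. In the list of the unfolded protein response 11 of 30 were lower and 7 higher, with a median of −0.03 that turned to 0.10 with library totals alone. This list leaves out the ATF4 amino-acid response genes, which rose, and the hallmark set may hold some of them.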

Other observations

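The tests of seed matches, of the interferon response, of fewer fibroblast-like cells and of depth for oxidative phosphorylation were planned before their results were seen, apart from the percentiles at which a seed result was read as low or central and from leaving fry out of the reading for depth. The test of length and GC content for oxidative phosphorylation was chosen only after the result was seen.

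The paper reports less Twist1, N-cadherin and Vimentin protein after the knockdown in BICR10 and SCC9 cells. At the mRNA level in BICR10, TWIST1 was lower (log2 fold change −0.83), whereas VIM was slightly higher (0.18, adjusted p = 0.008) and CDH2, which encodes N-cadherin, was 0.16 (adjusted p = 0.0497). CDH2 did not pass the threshold in 6 of the alternatives, VIM lost it without a filter on low counts (adjusted p = 0.093), and in no setting was either called lower. GCDH mRNA did not differ (log2 fold change −0.09, adjusted p = 0.500). KLF5 rose by 0.39 on the log2 scale, ECHS1 fell by 0.30, SP1 fell by 0.23 and EP300 rose by 0.18. SP1 did not pass the threshold with library totals alone (adjusted p = 0.211) or with thinned libraries (adjusted p = 0.099), nor EP300 without a filter on low counts (adjusted p = 0.172) or with DESeq2 (adjusted p = 0.108).

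Epithelial markers moved apart. Of 29 tested, 13 were lower and 9 higher, with a median log2 fold change of −0.07 that turned to 0.06 with library totals alone. The set moved down by fry (adjusted p = 0.015) and not by camera (adjusted p = 0.235). KRT6A and KRT5 fell, the latter with a log2 fold change of −3.78, and CDH3 and S100A2 fell with −2.88 and −1.53. CLDN1 rose by 4.21 and CDH1 by 2.91 on the log2 scale, both from levels under 1 CPM in shControl.

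Fewer fibroblast-like cells in the shYEATS2 cultures could lower EMT and matrix genes. Of 25 fibroblast markers with a mean of at least 10 CPM, 19 were lower, 3 higher and 3 neither, so that 6 did not fall. The log2 fold changes ran from −2.93 to 2.47 against a median standard error of 0.06, so the markers shared no common factor, which a loss of these cells would give only if the cancer cells express the markers to different degrees. The level of each marker in the cancer cells is not known, and 23 of the 32 tested markers are also in the list of EMT and matrix genes, so fewer fibroblast-like cells and lower expression cannot be told apart for the markers that fell. Among these, COL1A1 went from 2796 ± 69.0 to 891 ± 51.2 CPM, and COL6A1 and COL6A2 had log2 fold changes of −1.30 and −1.09, while COL6A3 and LOX rose by 2.47 and 0.49. FN1, at 5893 CPM in shControl, changed little (log2 fold change −0.14), and whether it passed depended on the setting. The adjusted p was 0.063 in the main analysis, 0.028 with DESeq2, 0.988 with library totals alone and 0.001 with offsets for length and GC content. The whole list had a median of −0.83.

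Off-target effects of the hairpins through seed matches were tested for both hairpins in the paper's Table 1, as the one used is not known. Genes with the site of shYEATS2_2 ranked at percentile 54.3 among 940 similar 7-mers, which argues against a broad effect of that seed. Those with the site of shYEATS2_1 ranked at percentile 14.4 among 1094, neither lowest nor central, and this leaves a small effect of that seed open. The control hairpin ranked at 60.4. A broad test does not exclude an effect on single genes, and the 3′ UTRs of SPARC and CREB3L2 hold the shYEATS2_2 site.

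An interferon response to the hairpin vector could add to the changed genes. The interferon response genes had a median log2 fold change of −0.078 over 35 tested, with 12 lower and 6 higher, and the set moved down by fry (adjusted p = 0.044) and not by camera (adjusted p = 0.235). The median turned to 0.06 with library totals alone. As the members moved both ways, this leaves an interferon response open. The shControl cells also carried a hairpin vector, so a response common to both vectors would not show in this comparison. IFI44L fell by 0.99, IFI44 by 0.74 and IFI6 by 0.64 on the log2 scale.

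For the nuclear genes of oxidative phosphorylation, the median log2 fold change was −0.33 with offsets for length and GC content, past the thresholds of camera and fry, which argues against length and GC content as the whole cause. With libraries thinned to the smallest total it was −0.40, past camera (adjusted p = 6.2e-16) but not fry (adjusted p = 0.055, against 0.049 before thinning). The fall was kept, with 60 genes called lower against 61 before and a spread of the median of 0.10, which argues against the lower depth of the shYEATS2 libraries as the whole cause. The criterion written in advance also asked for fry, and resting this reading on camera and the median was decided after the result was seen.

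The other lists gave these medians on the log2 scale. Glycolysis and hypoxia genes had −0.35, with CA9, P4HA2 and PGAM1 falling most at a mean of at least 10 CPM, and p53 targets 0.16, with SESN2 at 2.28 and PHLDA1 at 1.81. Both passed camera and fry. The ATAC complex had 0.06, lysine degradation −0.09, crotonyl readers and writers −0.09, squamous differentiation −0.04, endothelial markers 0.08 and the whole unfolded protein response list −0.03, none past the threshold of camera or fry. With library totals alone, which shifts all genes up, the medians of lysine degradation (0.04), crotonyl readers and writers (0.04), squamous differentiation (0.10) and the unfolded protein response (0.10) turned positive, and that of the endothelial markers turned to −0.13 with DESeq2.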
